# Planar cell polarity proteins mediate ketamine-induced restoration of glutamatergic synapses in prefrontal cortical neurons in a mouse model for chronic stress

**DOI:** 10.1038/s41467-024-48257-6

**Published:** 2024-06-10

**Authors:** Andiara E. Freitas, Bo Feng, Timothy Woo, Shae Galli, Clayton Baker, Yue Ban, Jonathan Truong, Anna Beyeler, Yimin Zou

**Keywords:** Prefrontal cortex, Neural circuits

## Abstract

Single administration of low-dose ketamine has both acute and sustained anti-depressant effects. Sustained effect is associated with restoration of glutamatergic synapses in medial prefrontal cortic (mFPC) neurons. Ketamine induced profound changes in a number of molecular pathways in a mouse model for chronic stress. Cell-cell communication analyses predicted that planar-cell-polarity (PCP) signaling was decreased after chronic administration of corticosterone but increased following ketamine administration in most of the excitatory neurons. Similar decrease of PCP signaling in excitatory neurons was predicted in dorsolateral prefrontal cortical (dl-PFC) neurons of patients with major depressive disorder (MDD). We showed that the basolateral amygdala (BLA)-projecting infralimbic prefrontal cortex (IL PFC) neurons regulate immobility time in the tail suspension test and food consumption. Conditionally knocking out Celsr2 and Celsr3 or Prickle2 in the BLA-projecting IL PFC neurons abolished ketamine-induced synapse restoration and behavioral remission. Therefore, PCP proteins in IL PFC-BLA neurons mediate synapse restoration induced by of low-dose ketamine.

## Abstract (web summary)

Sustained antidepressant effect of ketamine involves restoration of glutamatergic synapses. Here, authors show that several planar cell polarity proteins reduced with stress hormone administration and increased with ketamine treatment are required for synapse restoration.

## Introduction

Synapse atrophy in the prefrontal cortex in patients of major depressive disorder (MDD) is well documented^1^. A non-competitive NMDA antagonist, ketamine, has been shown to have both fast-acting and sustained antidepressant effects^2^. The fast-acting effect occurs several hours after treatment, whereas the sustained effect, likely triggered by fast-acting effects, can last for more than 7 days^3,4^. The mechanisms of action for both the fasting-acting and sustained effects are not well understood, especially the long-term sustained antidepressant effects. Using in vivo two photon imaging, it was found that some of the glutamatergic synapses in the anterior cingulate cortex were lost in animal models for chronic stress and depression but restored by ketamine along with new synapses starting from a few hours after treatment^5^. The profound effect of ketamine on synapse restoration and synaptogenesis suggests that ketamine may trigger wide-range changes of cell–cell signaling in multiple neuronal types and non-neuronal cell types. To begin to explore the mechanisms, we performed single-cell sequencing in medial prefrontal cortex (mPFC) and basolateral amygdala (BLA) of animals treated with corticosterone, ketamine and ketamine following corticosterone. Using CellChat, we found that many signaling pathways were predicted to be altered and ketamine reversed many of the changes induced by chronic administration of corticosterone^6^. Planar cell polarity signaling, which plays pivotal roles in glutamatergic synapse formation and maintenance, was predicted to be decreased in excitatory neurons in mPFC in animals treated with corticosterone as well as in patients with major depressive disorder (MDD)^7–10^. And low-dose ketamine increased planar cell polarity signaling in most of the excitatory neurons in animals treated with corticosterone. Optogenetic activation of infralimbic medial prefrontal cortex (IL PFC) neurons was shown to mimic the ketamine-induced long-term antidepressant effect^11^. We found that the BLA-projecting IL PFC neurons mediate anti-depressant-like function. Using CRISPR–Cas9, we conditionally knocked out the PCP genes which are required for glutamatergic synapse formation and found that ketamine-induced synapse restoration in these neurons and the behavioral remission were abolished.

## Results

### Single-cell transcriptomics, cell–cell communication and gene ontology analyses in the mPFC and BLA of mice treated with corticosterone and ketamine

To explore the mechanisms underlying the long-term synapse changes induced by chronic stress and ketamine treatment, we performed single-cell transcriptomics analyses in the mPFC and BLA of animals treated with corticosterone or low-dose ketamine and those first treated with corticosterone then with ketamine. C57BL/6 J mice were exposed to corticosterone (CORT, 35 µg/ml; equivalent to 5 mg/kg/day) or control (2-hydroxypropyl cyclodextrin, BCD) for 6 weeks in their drinking water and then injected with ketamine (Ket, 10 mg/kg, intraperitoneal, i.p.) or saline. 24 h after Ket or saline treatments, brains were harvested, and the mPFC and BLA tissues were dissected, and single cells were isolated and processed for sequencing. 

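The BLA libraries of 10 mice were analysed here, 1 droplet library (10x Chromium) per mouse, and the mPFC libraries were not used here. By the sample labels, mice 9901 and 9947 received BCD and saline (BCD/Sal, n = 2), mice 9946, 9949 and 9986 received BCD and ketamine (BCD/Ket, n = 3), mice 9969 and 9970 received corticosterone and saline (CORT/Sal, n = 2), and mice 9967, 9968 and 9971 received corticosterone and ketamine (CORT/Ket, n = 3). The methods section speaks of 3 to 4 samples merged per group and of regular drinking water for the controls, and the labels were followed on both points. The authors aligned the reads with Cell Ranger (3.0.2 by the header of the files), to the mm9 genome by the methods section, and the deposited values are raw counts of unique molecular identifiers (UMIs) per gene and barcode, without normalization. Of the Ensembl identifiers in the files, 23006 are in the GENCODE M1 annotation of NCBIM37 (mm9) and the rest are not, so the annotation behind the counts is not settled, and coordinates are given on NCBIM37 by identifier. Over all barcodes, the libraries held 4914325 and 1947860 UMIs in BCD/Sal, 2052477, 6778708 and 6092247 in BCD/Ket, 7281768 and 3708673 in CORT/Sal, and 811628, 6388618 and 5605929 in CORT/Ket. Barcodes with a mitochondrial share of UMIs of at most 12.5% and at least 200 genes were kept. The paper's text names no number for the minimum of genes. The kept barcodes were clustered together on 2000 variable genes, 30 principal components and 20 neighbours (Leiden, resolution 0.8), with the genes tested later left out of the clustering. Clusters were named by lists of marker genes written before the data were examined. For every test, the counts of a cell class were summed per mouse, and a mouse entered a comparison with at least 10 cells of the class. Summed counts were normalized by edgeR's TMM method and compared by edgeR's quasi-likelihood test in 1 fit of the 4 groups, after edgeR's filter on low counts. The cells of 1 mouse are not independent replicates, so n is the number of mice throughout.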

A diagram of all experimental schedules is given in Fig. 1a. 

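The 10 BLA libraries held 28722 barcodes that Cell Ranger had called as cells. They numbered 5120 in BCD/Sal, 9501 in BCD/Ket, 5551 in CORT/Sal and 8550 in CORT/Ket. Between 626 barcodes (CORT/Ket mouse 9967) and 4604 barcodes (BCD/Ket mouse 9986) came from each mouse, with a median of 3048.5. The median number of UMIs per barcode lay between 781.5 and 1666 in the 10 libraries. Male mice were expected from the methods section, and each library held 0 to 2 UMIs of Xist and 158 to 1073 UMIs of 4 genes of the Y chromosome.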

A total of 42,475 single cells from 10 independent experimental samples were sequenced. An average of 14,465.1 genes/sample was captured. 

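In the BLA, 17202 ± 1437 genes (SD, n = 10 libraries) had at least 1 UMI in a library, counted over all barcodes. The number was lowest in CORT/Ket mouse 9967, with 14393 genes, and highest in BCD/Ket mouse 9986, with 18348 genes. In the barcodes that passed the filters described above, 16149.7 ± 1573 genes (SD, n = 10) were detected per library. The number of genes detected grows with the depth of a library and with the number of its barcodes, and no correction for either was made.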

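Mitochondrial genes took a median of 33.2% to 57.9% of the UMIs of a barcode in 9 of the 10 BLA libraries. In the remaining library, CORT/Sal mouse 9970, the median was 3.22%. The limit on this share removed 20364 barcodes, and the minimum of genes removed 53 more. In the 9 libraries, 16.8% to 31.0% of the barcodes were kept, against 97.1% in CORT/Sal mouse 9970.

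**Figure D1:**
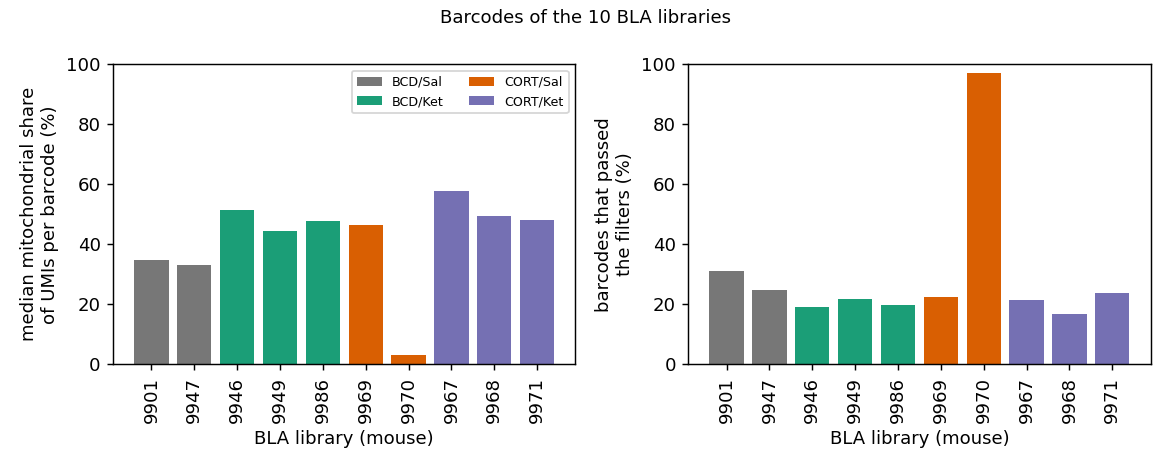
Median mitochondrial share of UMIs per barcode and percent of barcodes kept in each of the 10 BLA libraries, with the treatment group given by the colour. CORT/Sal mouse 9970 lies at 3.22% and 97.1%, apart from the other 9 libraries.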

As described in the methods section, all samples were submitted to quality control thresholds, of which cells with a high percentage of mitochondrial mRNA (>12.5%, an indicative of unhealthy cells) were filtered out. This resulted in a total of 13,381 high quality cells. 

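After the filters, 8305 barcodes of the BLA remained, with 17010282 UMIs in all. They came to 1524 in BCD/Sal, 1936 in BCD/Ket, 3087 in CORT/Sal and 1758 in CORT/Ket. CORT/Sal mouse 9970 alone gave 2397 kept barcodes, 77.6% of its group, and without this mouse 5908 barcodes were kept. The smallest library after the filters was CORT/Ket mouse 9967, with 135 barcodes. Kept barcodes had a median of 826 to 2845 UMIs per library. Among the other limits tried, a mitochondrial share of at most 5% moved the number most, to 4100 barcodes. No barcodes were removed as doublets, and the removal of the highest Scrublet scores would have taken 216 of the 8305 (2.60%).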

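Clustering of the kept BLA barcodes gave 17 clusters at the resolution of 0.8. The number was 13 at a resolution of 0.4 and 21 at 1.2, and 18 when the genes tested later were kept in the clustering. The largest cluster held 2355 barcodes, 28.4% of all that were kept, and 99.6% of them came from CORT/Sal mouse 9970. Fewer than 3 markers of any cell class were among its 50 leading genes, so it was left unnamed and entered no comparison of cell classes. Its 10 leading genes included Bc1, Ddn, Camk2n2 and 4 hemoglobin genes. The other 16 clusters each had at least 3 markers of 1 class among their 50 leading genes.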

The cells were then subjected to the standard Seurat processing pipeline as described in methods, which resulted in 17 clusters (Fig. 1b). The cluster specific cell markers were identified by a comparative analysis looking at the top changing genes by their average expression fold change and cluster specificity: percent expression in a given cluster compared to all other clusters. 

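In the BLA, leading genes were ranked by fold change among genes detected in at least 10% of a cluster's barcodes, against barcodes outside the cluster and outside the cluster from a single mouse. That last exclusion was set after the clusters were seen. Without it cluster 5 stays unnamed, and the excitatory neurons of CORT/Sal are then too few for any comparison. Cldn5, Ly6c1 and Flt1 led the endothelial cluster, Cx3cr1 and P2ry12 were among the leading genes of the microglial cluster, Cldn11 and Mag of the oligodendrocyte cluster, and Pdgfra, C1ql1 and Matn4 of the cluster of oligodendrocyte precursor cells. Cpne7 and Celsr3 were among the 10 leading genes of cluster 5, of 767 cells, and Slc17a6, Nptxr and Nrgn of cluster 10, of 255 cells, and both were named excitatory neurons. Penk and Rgs9, genes of striatal neurons, were among the leading genes of cluster 11, of 157 cells, and Sst, Vip, Npy and Gad2 led cluster 12, of 152 cells, and both were named inhibitory neurons. These numbers are those of the clusters found here, and they were not matched to the Type 1 and Type 2 neurons of the paper.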

Cell type-specific gene marker expression in the cell clusters is given in Supplemental Fig. 1 as a heatmap.

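The named classes of the BLA held 1367 astrocytes, 1097 endothelial cells, 1022 excitatory neurons, 860 microglia, 395 oligodendrocyte precursor cells, 377 oligodendrocytes, 309 inhibitory neurons, 267 pericytes or mural cells and 146 other immune cells, and 4 smaller classes held 16 to 35 cells each. Excitatory neurons made up 31.1% ± 1.54 of the kept barcodes in BCD/Sal (SD, n = 2), 10.8% ± 6.23 in BCD/Ket (n = 3), 4.48% ± 5.75 in CORT/Sal (n = 2) and 15.4% ± 9.30 in CORT/Ket (n = 3). The share differed between BCD/Ket and BCD/Sal with p = 0.1, between CORT/Sal and BCD/Sal with p = 0.333 and between CORT/Ket and CORT/Sal with p = 0.3 (exact permutation tests, two-sided), and 2 mice against 2 cannot give a p below 0.333 nor 2 against 3 below 0.1. Of 42 such tests of the shares of classes, 1 gave 0.1, and the smallest adjusted p was 0.948 (exact permutation tests with Benjamini-Hochberg adjustment). The median depth and the kept share differed between libraries, and the share of a class is a share of the barcodes that survived dissociation and the filters. With named cells as the denominator, the share of excitatory neurons in CORT/Sal was 14.1% ± 7.82 (SD, n = 2).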

**Fig. 1:**
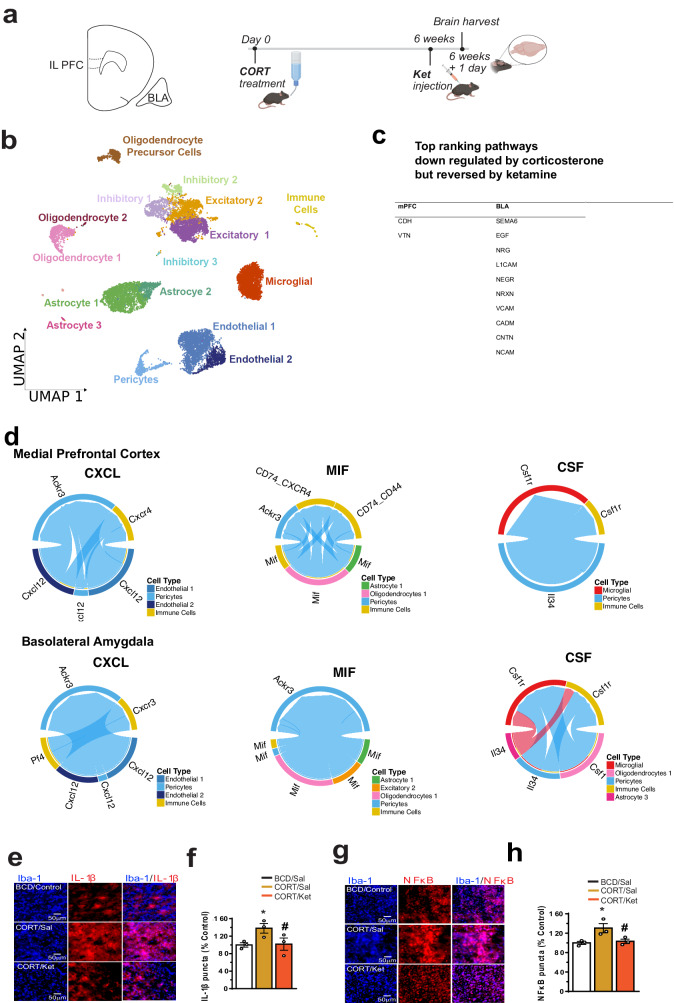
Single-cell transcriptomic and cell–cell communication analyses. **a** Schematics of experimental design. The illustrations were created with BioRender. **b** UMAP plot of 17 Identified Cell Types. **c** Table of the top rankding pathways identified with CellChat that are inversely correlated between corticosterone-treated animals followed by ketamine treatment vs cortiosterone-treated animals without ketamine treatment. **d** CellChat diagrams made with a modified ChordDiagram where blue indicates reduced expression level in corticosterone ketamine treated mice and red indicates increased expression level in corticosterone ketamine treated mice. **e**, **f** Immunostaining of IL-1ß in microglia [*F* (2, 6) = 5.474, *P* = 0.044]. **g**, **h** Immunostaining of NFkB in microglia [*F* (2, 6) = 6.876, *P* = 0.028]. Each column represents the mean + S.E.M. of 3 animals. Statistical analysis was performed by one-way ANOVA followed by Fisher’s LSD. *p < 0.05 compared with the control group (BCD) treated with saline, and #*p* < 0.05 compared with the CORT treated with saline, Scale bar 50 µm.

To understand the changes ketamine treatment induces, we performed cell–cell communication analyses based on receptor ligand pair gene expression with the CellChat package and an enriched database for each treatment type and region^6^. For each group an inferred cell-to-cell communication network was formed. Next, we performed a comparison of the inferred cell-to-cell communication networks for the treatment groups for mPFC and BLA. We found that many of the same cell–cell communication pathways that were predicted downregulated in corticosterone-treated mice were upregulated after ketamine treatment. Most of the pathways which showed the greatest predicted reversal in the corticosterone-treated animals by ketamine treatment are cell–cell interacting molecules, including cell adhesion pathways that may impact neuronal morphology and structure (Fig. 1c). CDH and VTN were the pathways that were predicted to be reduced most by corticosterone but increased the most following ketamine administration of the corticosterone-treated animals in the mPFC. SEMA6, EGF, NRG, L1CAM, NEGR, NRXN, VCAM, CADM, CNTN, and NCAM were the names of the pathways that were predicted to be reduced most by corticosterone but increased the most following ketamine administration of the corticosterone-treated animals in the BLA. 

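The 10 pathways were recomputed for each BLA library from lists of their ligands and receptors written by hand, since CellChat and its database were not used here. The strength of a pathway is the sum, over ligand-receptor pairs and ordered pairs of cell classes, of L × R/(0.5 + L × R), where L and R are the natural log of 1 + counts per 10000 of the summed counts of a class. Only excitatory neurons and endothelial cells had at least 10 cells in each of the 7 libraries of BCD/Sal, CORT/Sal and CORT/Ket, so the strengths cover these 2 classes. In CORT/Sal mouse 9970 the classes rest on 10 excitatory neurons with 4336 UMIs and 11 endothelial cells with 3411 UMIs. The group means of all 10 pathways were lower in CORT/Sal than in BCD/Sal and higher in CORT/Ket than in CORT/Sal. Both comparisons share the CORT/Sal libraries, and 21 of the 210 ways to assign the 7 libraries to the 3 groups gave as many pathways that went both ways (exact permutation test, one-sided, p = 0.1), with a median of 2. The differences between CORT/Sal and BCD/Sal ran from -93.9% (NRG) to -30.0% (NEGR), with a median of -49.7%, and exact two-sided permutation p values from 0.333 to 1. Those between CORT/Ket and CORT/Sal ran from 23.3% (NEGR) to 1005% (NRG), with a median of 64.0% and p values from 0.4 to 0.8 by the same exact test. NRXN strength, the largest of the 10, was 13.0 ± 2.06 in BCD/Sal (SD, n = 2), 7.30 ± 3.10 in CORT/Sal (n = 2) and 10.7 ± 4.17 in CORT/Ket (n = 3). SEMA6 strength was 6.84 and 5.62 in the BCD/Sal mice, 5.76 in CORT/Sal mouse 9969, 0.766 in CORT/Sal mouse 9970, and 4.46, 5.74 and 6.11 in the CORT/Ket mice. Among 45 tests of the strengths of 15 pathways, the smallest adjusted p was 0.900 (exact permutation tests with Benjamini-Hochberg adjustment). Without CORT/Sal mouse 9970 and in the same 2 classes, 5 of the 10 pathways went both ways, and so did 5 with the triMean over cells, the setting CellChat uses by default, in place of summed counts.

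**Figure D2:**
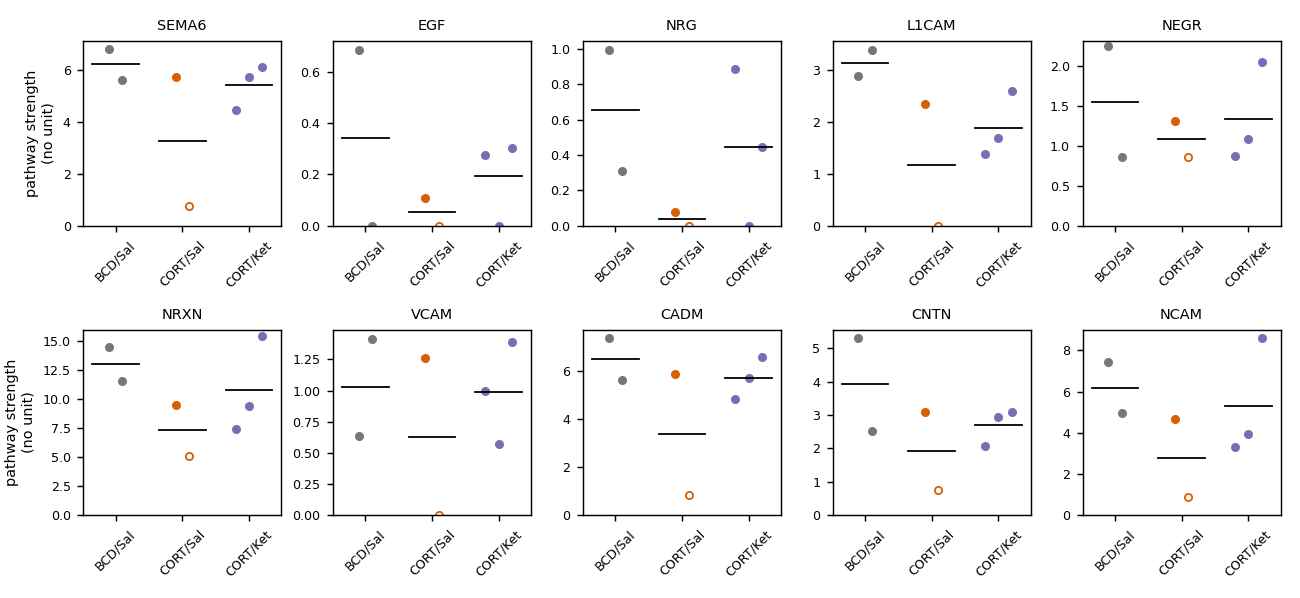
Strength of the 10 pathways in each library of BCD/Sal, CORT/Sal and CORT/Ket, with 1 point per mouse and an open circle for CORT/Sal mouse 9970. For SEMA6 the open circle lies at 0.766 and the other 6 mice between 4.46 and 6.84.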

Stress and depressive conditions are associated with neuroinflammation. Inflammatory signatures induced by corticosterone treatment were also greatly decreased by ketamine treatment. 

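For the chemokine, MIF and CSF pathways of the BLA, strengths were computed in the same way as for the 10 pathways above. In excitatory neurons and endothelial cells, CXCL strength was 1.19 ± 0.0124 in BCD/Sal (SD, n = 2), 0.729 ± 1.03 in CORT/Sal (n = 2) and 1.15 ± 0.117 in CORT/Ket (n = 3), and the differences of -0.457 and 0.424 between successive groups gave p = 1 and p = 0.7 (exact permutation tests, two-sided). MIF strength changed by -0.397 from BCD/Sal to CORT/Sal and by 0.554 from CORT/Sal to CORT/Ket (exact p = 0.667 and 0.2, two-sided), and CSF strength by -0.0430 and 0.273 (exact p = 1 and 0.4). These 2 classes leave out microglia and astrocytes, of which CORT/Sal mouse 9970 had 0 kept barcodes. With the cells of a group pooled and 9 classes, which gives no replicates, CXCL strength was 12.4 in BCD/Sal, 16.3 in CORT/Sal and 11.4 in CORT/Ket, MIF strength was 16.0, 37.4 and 29.0, and CSF strength was 15.4, 14.7 and 22.0. In the 6 libraries that held at least 10 cells of each of the 9 classes, a set chosen after seeing the data, CXCL strength was 11.1 in 1 BCD/Sal mouse, 16.4 in 1 CORT/Sal mouse, and 9.89 and 11.0 in CORT/Ket. Mif had 101 ± 4.77 CPM (counts of the gene relative to all counts of the class in the library) in the astrocytes of BCD/Sal (SD, n = 2) and 224 in the 1 CORT/Sal mouse with astrocytes, against 149.5 ± 60.2 in CORT/Ket (SD, n = 3), and 1 of the BCD/Sal mice gave 1 UMI of 9536. In endothelial cells it had 61.5 ± 47.3, 55.9 ± 79.0 and 63.6 ± 9.06 CPM in BCD/Sal, CORT/Sal and CORT/Ket (SD, n = 2, 2 and 3), and in microglia 90.4 CPM in 1 BCD/Sal mouse, 79.7 in 1 CORT/Sal mouse and 96.2 ± 38.1 in CORT/Ket (SD, n = 2). Csf1r had 3525 CPM in the microglia of 1 BCD/Sal mouse, 4425 in those of 1 CORT/Sal mouse and 4102 ± 259.6 in CORT/Ket (SD, n = 2). With 1 library in a group no test was made.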

The pathways that underwent significant predicted reduction included chemokines C-X-C motif ligand (CXCL), macrophage migration inhibitory factor (MIF) and colony-stimulating factors CSF) (Fig. 1d). Up regulation of the FGF pathway in different cell types, especially in astrocytes, is proinflammatory. The predicted increase in FGF signaling induced by corticosterone was reversed by ketamine (Supplemental Fig. 2a). 

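In the BLA, FGF strength between excitatory neurons and endothelial cells was 0.0581 ± 0.0555 in BCD/Sal (SD, n = 2), 0 in both CORT/Sal libraries and 0.00753 ± 0.0130 in CORT/Ket (SD, n = 3), with p = 0.333 for CORT/Sal against BCD/Sal and p = 1 for CORT/Ket against CORT/Sal (exact permutation tests, two-sided). Over 9 classes with the cells of a group pooled, it was 15.0 in BCD/Sal, 16.7 in CORT/Sal and 14.8 in CORT/Ket, without replicates. In the single libraries with all 9 classes it was 16.9 in BCD/Sal, 17.0 in CORT/Sal, and 12.3 and 17.0 in CORT/Ket. In astrocytes, the receptor Fgfr3 had 993 ± 375 CPM in BCD/Sal (SD, n = 2), 911 in 1 CORT/Sal mouse and 956 ± 123 in CORT/Ket (SD, n = 3). The ligand Fgf1 had 18.6 ± 26.3 CPM in the astrocytes of BCD/Sal (SD, n = 2), 68.1 in 1 CORT/Sal mouse and 52.1 ± 9.91 in CORT/Ket (SD, n = 3). In oligodendrocytes, Fgf1 differed little, with 88.9 ± 18.6 CPM in BCD/Sal (SD, n = 2), 99.5 in 1 CORT/Sal mouse and 93.9 ± 2.98 in CORT/Ket (SD, n = 2). Pooled over the group, the direction of FGF strength in BLA therefore depends on classes for which CORT/Sal had 1 library. No test was made for these classes.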

Consistent with CellChat analyses, gene ontology (GO) analyses predicted similar opposite changes of many pathways, of which top 10 were listed (Supplemental Fig. 2b, c). For instance, the expression of two key pro-inflammatory genes, IL-1ß and NFkB, were found increased in the MAP kinase pathway (Supplemental Fig. 2d) in corticosterone-administered animals (ranked top 5 in Supplemental Fig. 2b) and the NFkB signaling was found reduced in the MAP kinase pathway (Supplemental Fig. 2e) after ketamine treatment of corticosterone-administered animals (ranked top10 in Supplemental Fig. 2c). To validate this at the protein level, we then performed immunostaining and the results confirmed that corticosterone did induce neuroinflammation, with an increase of IL-1ß and NFkB in microglia, and ketamine reversed these effects (Fig. 1e–h).

### Changes of planar cell polarity (PCP) signaling in the mPFC and BLA after ketamine treatment of chronic corticosterone-exposed mice

Planar cell polarity (PCP) proteins are key regulators of glutamatergic synapse formation and maintenance^8,12^. PCP, the global cell and tissue polarity along the tissue plane, is a fundamental organizational property of many tissues^13,14^. The 6 conserved core PCP signaling components form asymmetric protein complexes at the Cadherin-mediated adherens junctions that connect and polarize neighboring cells^13,14^. Components of the PCP pathway are localized in developing excitatory synapses, in similar fashions as during PCP signaling at cell–cell junctions, and interact with multiple key presynaptic and postsynaptic proteins. Celsr3 is one of three mouse homologs of Flamingo, a core PCP component which brings adjacent cells together. Using electron microscopy, immunocytochemistry and electrophysiology, it was shown that conditionally knocking out *Celsr3* in hippocampal pyramidal neurons at postnatal day 7 led to a reduction of approximately 50% of glutamatergic synapses in vivo when examined on postnatal day 14. These *Celsr3 cKO* animals showed behavioral deficits in spatial learning and fear memory in adulthood^7,8^. Conditionally knocking out *Vangl2*, another PCP component, which antagonizes the Frizzled/Dishevelled complex, led to approximately 50% increase of the glutamatergic synapse numbers in development^7,8^. More recent studies show that conditionally knocking out *Celsr3* and *Celsr2* in the adult hippocampus and mPFC led to a loss of 50% of glutamatergic synapses two months later, and conditionally knocking out *Vangl*2 in adulthood lead to a 27% increase of synapse numbers^10^. Another core PCP component, *Prickle*, is required for the formation and maintenance of at least 70–80% of the PSD-95-positive synapses in hippocampus and mPFC, and promotes synapse formation by antagonizing *Vangl2*^9^.

In light of the important role of PCP pathway in glutamatergic synapse formation and maintenance, we analyzed the inferred changes of the PCP pathway using CellChat. The original CellChat database did not include the PCP pathway although it has the non-canonical Wnt pathway, ncWNT pathway. We added the key PCP components, based on our previous findings, into the interaction_input_CellChatDB file as Secreted Signaling or Cell–Cell contact and updated the DB slot within the CellChat object (Supplemental Fig. 3). Celsrs are adhesion G-protein coupled receptors (GPCRs) with cadherin repeats and are homophilic interacting proteins. In mPFC, Celsr2–Celsr2 interaction was predicted to be reduced among excitatory neurons but increased between Type 1 excitatory neurons and inhibitory neurons following corticosterone treatment. After ketamine treatment, the corticosterone-treated animals showed predicted increased Celsr3–Celsr3 interactions in Type 1 excitatory neurons but decreased Celsr2–Celsr2 interactions in Type 1 excitatory neurons and between Type1 excitatory neurons with inhibitory neurons in prefrontal cortex (Fig. 2a). In BLA, Celsr2–Celsr2 interactions and Celsr3–Celsr3 interaction were predicted reduced in Type 1 excitatory neurons and inhibitory neurons, whereas Celsr3 is increased in Type 2 excitatory neurons after corticosterone treatment (Fig. 2a). 

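Celsr2 (ENSMUSG00000068740) lies on chromosome 3 of NCBIM37 from 108193769 to 108218470, and Celsr3 (ENSMUSG00000023473) on chromosome 9 from 108728651 to 108755294. In the excitatory neurons of the BLA, Celsr2 had 244 ± 5.96 CPM in BCD/Sal (SD, n = 2, 280 UMIs) and 220 ± 15.5 CPM in CORT/Sal (SD, n = 2, 81 UMIs). Of the CORT/Sal mice, 9970 gave 1 of these UMIs, with a 95% interval of 5.84 to 1285 CPM (exact Poisson, counting error only). The log2 fold change of Celsr2 between CORT/Sal and BCD/Sal was -0.49 (standard error 0.63), and that of Celsr3 was -0.22 (standard error 0.66), each with an adjusted p of 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 6526 genes, and 0.819 when adjusted over the list alone of PCP genes. The median log2 fold change of all 6526 genes in this comparison was -0.19. Celsr3 had 98.9 ± 80.6 CPM in BCD/Sal (SD, n = 2). In CORT/Sal it had 93.9 CPM in mouse 9969 and again 1 UMI (231 CPM) in mouse 9970. Because of this 1 UMI the CORT/Sal mean was 162 ± 96.7 CPM (SD, n = 2). That mean lies above BCD/Sal, against the sign of the fitted change. Among the alternatives, the log2 fold change of Celsr3 moved most, to -0.61, with the libraries without microglia as a term of the fit, and turned to 0.10 when the unnamed cluster from mouse 9970 was counted as excitatory neurons, both alternatives chosen after seeing the data. With the cells of a group pooled, which leaves counting error only, Celsr3 had 188 CPM in cluster 5 in BCD/Sal (95% interval 155 to 227) and 276 in CORT/Sal (186 to 394), and 60.0 CPM in cluster 10 in BCD/Sal (41.5 to 83.8) and 25.1 in CORT/Sal (10.1 to 51.7). Celsr2 had 222 CPM in cluster 5 in BCD/Sal (186 to 263) and 239 in CORT/Sal (156 to 351), and 263 CPM in cluster 10 in BCD/Sal (222 to 309) and 197 in CORT/Sal (148 to 257). Cluster 5 of BCD/Sal was 363 cells of mouse 9901 and 4 of mouse 9947, and cluster 10 of CORT/Sal was 22 cells of mouse 9969 and 0 of mouse 9970, so these values stand largely for single mice. In inhibitory neurons, where 1 CORT/Sal mouse had at least 10 cells, Celsr2 and Celsr3 each had 149 CPM in that mouse (64.3 to 294), against 138 ± 3.07 and 74.2 ± 34.5 CPM in BCD/Sal (SD, n = 2), and with 1 library no test was made. In simulated data with 200 genes changed 4-fold, the test recovered 12.5% of them for CORT/Sal against BCD/Sal in excitatory neurons.

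**Figure D3:**
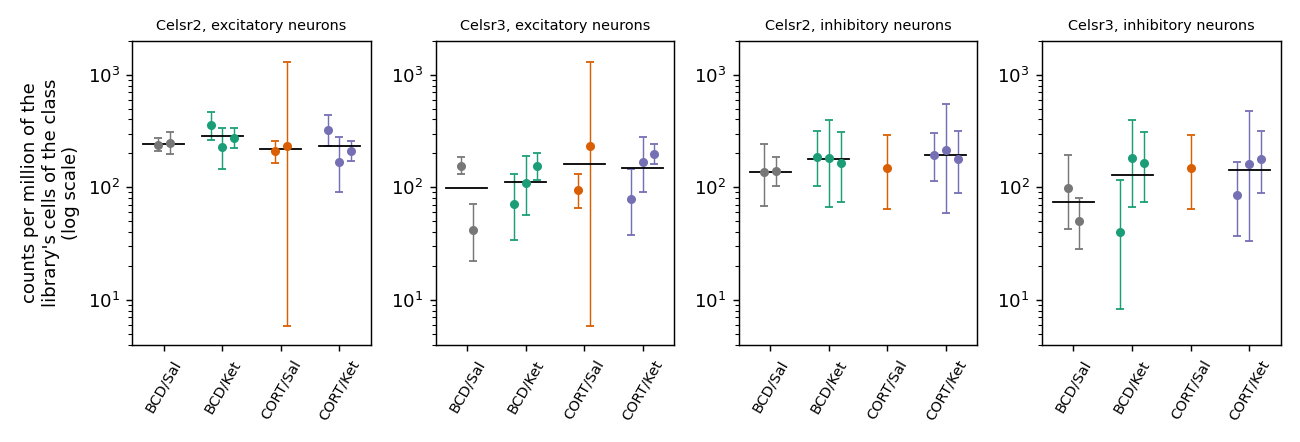
Celsr2 and Celsr3 in excitatory and inhibitory neurons, in CPM on a log axis, with 1 point per mouse with at least 10 cells, its exact Poisson 95% interval and the group mean as a line. The point of CORT/Sal mouse 9970 rests on 1 UMI and its interval reaches from 5.84 to 1285 CPM.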

Ketamine treatment of corticosterone-treated animals led to a predicted increase of Celsr3–Celsr3 interaction in all excitatory and inhibitory neurons in amygdala. 

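Between CORT/Ket and CORT/Sal, Celsr3 of excitatory neurons had a log2 fold change of 0.73 (standard error 0.64, adjusted p = 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.810 adjusted over the list alone), where the median of all genes was 0.15. It had 148 ± 61.5 CPM in CORT/Ket (SD, n = 3, 118 UMIs). The CORT/Sal mean was higher, 162 ± 96.7 CPM (SD, n = 2), because of 1 UMI in mouse 9970 (231 CPM). The group means therefore go against the sign of the fitted change. With each of the 8 libraries other than the 2 of CORT/Sal left out in turn, the log2 fold change stayed between 0.35 and 0.99. Pooled over the group, Celsr3 in CORT/Ket had 281 CPM in cluster 5 (225 to 347) and 84.7 CPM in cluster 10 (57.9 to 120). In CORT/Sal it had 276 and 25.1 CPM, so the pooled value hardly differed in cluster 5. Cluster 5 held 108662 of the 387703 excitatory UMIs in CORT/Sal and 306149 of 684099 in CORT/Ket. The value of the class thus also depends on its mix of clusters. In the inhibitory neurons of CORT/Ket it had 141 ± 49.2 CPM (SD, n = 3).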

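In the excitatory neurons of the BLA, Celsr2 had 234 ± 82.1 CPM in CORT/Ket (SD, n = 3, 155 UMIs). Its log2 fold change between CORT/Ket and CORT/Sal was 0.38 (standard error 0.60, adjusted p = 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out 1 of the 8 libraries other than those of CORT/Sal gave values from 0.07 to 0.62, which is no check on the 2 CORT/Sal libraries. By cluster, pooled Celsr2 counts in CORT/Ket came to 167 CPM in cluster 5 (124 to 219) and to 275 CPM in cluster 10 (225 to 333). These intervals hold counting error only, and cluster 10 in CORT/Sal is 22 cells of mouse 9969 alone, so mice were not compared by cluster. In inhibitory neurons, Celsr2 had 195 ± 19.1 CPM in CORT/Ket (SD, n = 3).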

Celsr2–Celsr2 interactions was predicted increased in nearly all neuronal types, except Type 2 excitatory neurons in BLA following ketamine treatment (Fig. 2a). Therefore, PCP signaling shows potentially complex and cell type-specific patterns of changes following corticosterone treatment and after subsequent ketamine treatment. 

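Across all genes tested in the excitatory neurons of the BLA, 0 of 6526 had an adjusted p under 0.05 between CORT/Sal and BCD/Sal and 0 between CORT/Ket and CORT/Sal (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 168 and 131 had an unadjusted p under 0.05. Leaving out 1 library, of the ketamine groups for the first comparison and of any group but CORT/Sal for the second, gave up to 2 such genes in the first (without CORT/Ket mouse 9967) and up to 3 in the second (without BCD/Sal mouse 9901). Of the simulated 4-fold changes, 33.5% were recovered in the second comparison. Adjusted over the list alone, separately in each class and contrast, 1 of 98 tests of PCP genes over all classes and contrasts passed the threshold, that of Fzd3 in endothelial cells (log2 fold change 3.68 for the difference between the ketamine effects with and without corticosterone, adjusted p = 0.0210 from the same edgeR test), and 0 passed over all genes. The 98 tests were not adjusted together, so the value for Fzd3 does not allow for the number of classes and contrasts. Across 7151 genes of excitatory neurons, the effects of corticosterone and of ketamine after corticosterone had a Pearson correlation of -0.943. Genes are not independent replicates, and the shared CORT/Sal libraries give a negative value with no effect at all. The median over the 210 assignments of the 7 libraries was -0.346, and 9 assignments gave a value as low (exact permutation test, one-sided, p = 0.0429), all of them with CORT/Sal mouse 9970 in the shared pair. Without this mouse the correlation was -0.735, as low as in 24 of 60 assignments, whose median was -0.715. In endothelial cells it was -0.816 over 5985 genes (33 of 210 assignments, exact one-sided p = 0.157). From the CellChat comparisons of Fig. 2a, in which interactions of Celsr2 and Celsr3 rose in some neuron types and fell in others, the paper proposes that PCP signaling changes in complex, cell type-specific ways after corticosterone and after the ketamine that followed it.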

Ketamine treatment without corticosterone treatment led to some opposite changes by corticosterone treatment and some similar changes with ketamine treatment after corticosterone administration, again with highly complex cell-type-specific patterns of changes of PCP signaling among different neuronal cell types (Fig. 2a). 

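Between BCD/Ket and BCD/Sal, the log2 fold changes in excitatory neurons of the BLA were 0.17 (standard error 0.51) for Celsr2 and 0.12 (standard error 0.53) for Celsr3, each with 0.995 as the p from edgeR's quasi-likelihood test adjusted over the list alone. The levels in BCD/Ket were 286 ± 65.0 CPM for Celsr2 and 112 ± 42.1 CPM for Celsr3 (SD, n = 3 mice). In inhibitory neurons, Celsr2 changed by 0.22 (standard error 0.55) and Celsr3 by 0.67 (standard error 0.73) on the log2 scale, with 177 ± 12.7 and 129 ± 77.4 CPM in BCD/Ket (SD, n = 3). The sign of the excitatory values depended on the processing: DESeq2's Wald test gave -0.01 for Celsr2 and -0.09 for Celsr3, and leaving out BCD/Ket mouse 9946 gave -0.04 for Celsr2 and leaving out mouse 9986 gave -0.27 for Celsr3. The ketamine effect with corticosterone minus that without was 0.21 (standard error 0.79) for Celsr2 and 0.61 (standard error 0.83) for Celsr3, with a median of 0.18 over all genes, so a difference between the effects of ketamine was not detectable. Over all genes of excitatory neurons, 0 passed an adjusted p of 0.05 in BCD/Ket against BCD/Sal and 0 in the difference of effects (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 60 and 88 at an unadjusted p under 0.05. The number reached 3 in the first without BCD/Ket mouse 9949 and 3 in the second without CORT/Ket mouse 9968. In inhibitory neurons 0 of 3118 genes passed in BCD/Ket against BCD/Sal, with 37 at an unadjusted p under 0.05. The recovery of simulated 4-fold changes in this comparison was 47% in excitatory and 51% in inhibitory neurons.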

To ask whether similar changes in the PCP pathway may also take place in humans, we downloaded and analyzed the Major Depressive Disorder (MDD) Single Nucleus RNAseq Human Dataset from the UCSC cell browser, which included a total of over 160,000 nuclei from 71 dorsolateral-PFC samples^15^. An inferred cell–cell communication network analysis was performed for two groups: patients with and without MDD diagnosis. Differential network analysis was conducted between the two for the PCP pathway. Celsr2 and Celsr3 were predicted downregulated in most types of excitatory neurons in humans (Fig. 2b). Like in mouse mFPC, Celsr2 was predicted increased between excitatory neurons and inhibitory interneurons (PV, ADARB2). Interestingly, Celsr2 was predicted decreased between excitatory neurons and VIP interneurons. These analyses suggest that neuron cell type-specific or neural circuit-specific changes of PCP proteins are similar between the mouse model for chronic stress/depression and human MDD and may mediate specific synaptic changes in these neurons and circuits. The extent of changes of PCP gene expression is in general much greater in the amygdala than in the mPFC, consistent with the greater numbers of cell-cell signaling pathways that were predicted altered in the amygdala (Fig. 1b).

**Fig. 2:**
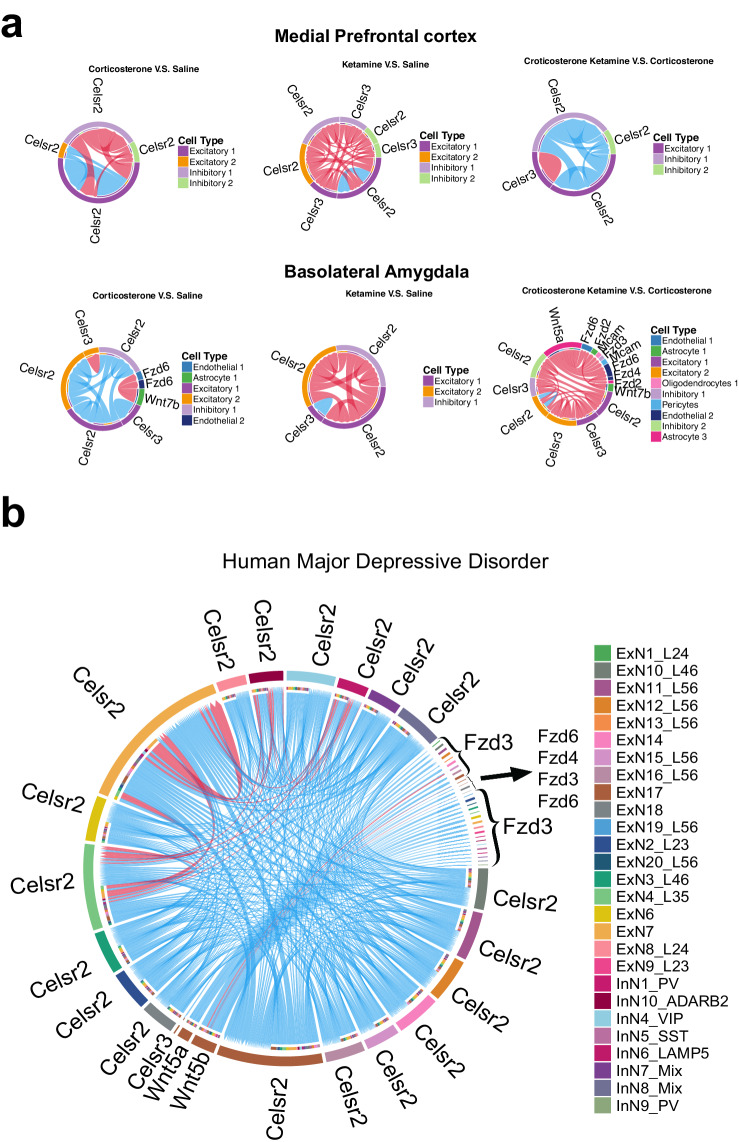
Changes of PCP signaling inferred by cell-cell communication analyses. **a** CellChat Diagrams of PCP signaling pathway made with a modified ChordDiagram where blue indicates reduced expression level and red indicates increased expression level in mice. **b** CellChat Diagrams of PCP signaling pathway made with a modified ChordDiagram where blue indicates reduced expression level in MDD patients and red indicates increased expression level in MDD patients.

### IL PFC neurons projecting to BLA control immobility time in the tail suspension test (TST) and food consumption

Previous studies showed that optogenetic stimulation of infralimbic prefrontal cortex (IL PFC) neurons mimics the ketamine-induced long-term antidepressant-like effect^11^. IL PFC neurons project to several brain regions which are related to anxiety and negative valence, including BLA and anterior insular cortex (aIC)^16^. To determine which neuronal population mediates antidepressant-like effects, we expressed the Gi/o-coupled inhibitory DREADD in either the IL PFC neurons which project to basolateral ganglia (BLA) or anterior insular cortex (aIC) and submitted the animals to tail suspension test (TST) and measured food consumed in the food consumption test (FCT)^17^. In more details, C57BL/6 J mice were stereotactically injected bilaterally into the IL PFC with a Cre-dependent inhibitory DREADD hM4Di-mCherry virus or its mCherry control, and into the BLA or aIC with AAV.hSyn.Cre.WPRE.hGH (AAV Rretrograde). Three weeks after surgery, mice were treated with the chemogenetic ligand compound 21 (C21) at the dose of 2 mg/kg (i.p.) and, 40 min later, underwent a series of behavioral tests (a diagram of experimental schedule is given in Fig. 3a, b). As illustrated in Fig. 3c, d silencing the BLA-projecting IL PFC neurons caused an increase in immobility time in the TST. Conversely, the inhibition of the aIC-projecting IL PFC neurons did not cause any alteration in immobility time in the TST (Fig. 3h, i). Additionally, silencing either the BLA-projecting IL PFC (Fig. 3e, f) or aIC-projecting IL PFC (Fig. 3j, k) neurons did not alter mice locomotion in the open-field. Lack of interest is a symptom used to diagnose depression and it is characterized as the inability to feel pleasure during activities commonly appreciated by individuals^18^. Food consumption, partly driven by the reward of food intake, is often tested in the context of animal models for stress. We therefore performed food consumption test (FCT, see methods for details). The animals were trained in the FCT protocol and 24 h later their food consumption was measured. Chemogenetic inhibition of the IL PFC neurons projecting to the BLA caused a reduction in the food consumed (Fig. 3g), whereas the blockade of the IL-PFC neurons projecting to the aIC did not alter food consumption (Fig. 3l). Taken together, these data reveal that the BLA-projecting IL PFC neurons population, but not the aIC-projecting IL PFC neurons, control immobility time in the TST and food consumption in the FCT.

**Fig. 3:**
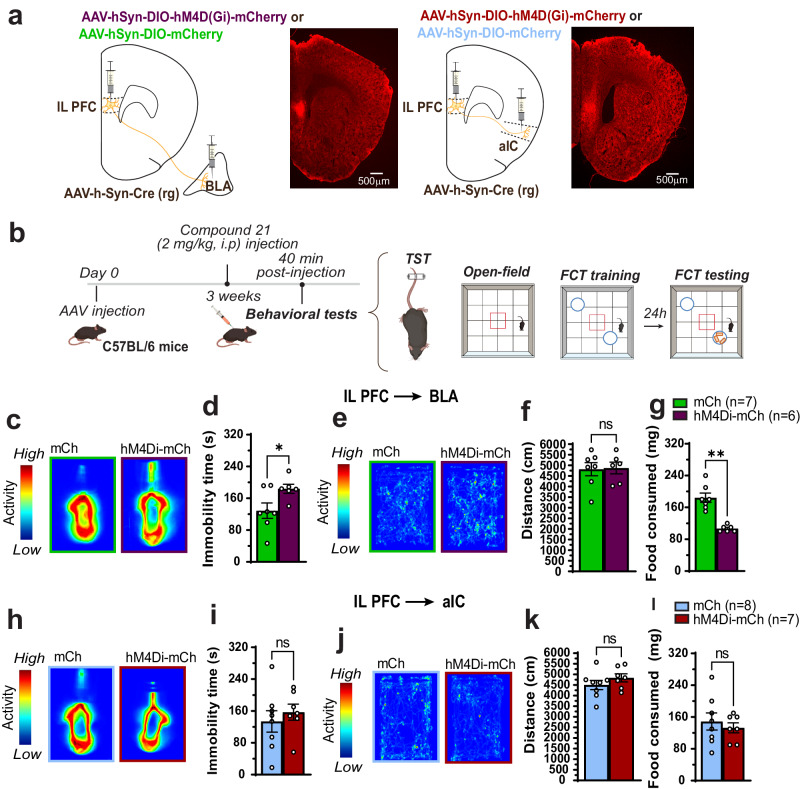
IL PFC neurons projecting to the BLA control immobility time in the tail suspension test and food consumption in the food consumption test. **a** Representative micrographs validating viral injections (repeated at least twice). The illustrations were created with BioRender. **b** Schematics of experimental design. The illustrations were created with BioRender. **c** Representative heatmaps of mouse movement in the TST. **d** Quantification of immobility time in the TST in (**c**) [*T* = 2.35, *p* = 0.038], mCh control *n* = 7, hM4Di-mCh *n* = 6. **e** Representative heatmaps of the open field test. **f** Quantification of locomotion in the open field test in (**e**) [*T* = 0.13, *p* = 0.89], mCh control *n* = 7, hM4Di-mCh *n* = 6. **g** Quantification of food consumption in the food consumption test [T = 5.92, p < 0.0001], mCh control n = 7, hM4Di-mCh n = 6. **h** Representative heatmaps of mouse movement in the TST. **i** Quantification of immobil**i**ty time in the TST in (**h**) [*T* = 0.67, *p* = 0.51], mCh control *n* = 8, hM4Di-mCh *n* = 7. **j** Representative heatmaps of the open field test. **k** Quantification of locomotion in the open field test in (**j**) [*T* = 1.15, *p* = 0.27], mCh control *n* = 8, hM4Di-mCh *n* = 7. **l** Quantification of food consumption in the food consumption test [*T* = 0.61, *p* = 0.55], mCh control *n* = 8, hM4Di-mCh *n* = 7. Each column represents the mean + S.E.M. of *n* animals provided above. Statistical analysis was performed by Student’s *t*-test two-tailed. *p < 0.05 and ****p < 0.0001 compared with the control group (mCh).

### Cell type-specific changes of PCP gene expression in the mPFC after chronic corticosterone administration and ketamine treatment

We then analyzed the cell-type-specific expression of core PCP genes in our single cell transcriptomics data (Supplemental Fig. 4a–c). Our single-cell sequencing results showed that chronic CORT administration led to a downregulation of Celsr2, Celsr3, and Prickle2 in excitatory neurons, which was then restored by a single injection of low-dose Ket. On the other hand, CORT downregulated Celsr3 and Prickle2, but upregulated Celsr2 in inhibitory neurons. Such alterations in interneurons were then reversed after Ket treatment. The violin plots of these PCP core genes are given in Supplemental Fig. 4b, c. Of note, the fast-acting effect of Ket has been associated with changes in excitatory and inhibitory transmission^19,20^. In our study, CORT treatment increased the expression of Celsr2 in inhibitory neurons and Ket treatment reversed that, suggesting that the alterations in inhibition may be mediated by Celsr2, whose expression is regulated differently in inhibitory and excitatory neurons. In order to validate our single-cell transcriptional results, we performed multiplex fluorescent RNAscope to measure the transcripts of the PCP genes in the mPFC. A diagram of experimental schedules is given in Fig. 4a. These results confirmed that *Celsr2*, *Celsr3*, and *Prickle2*, in excitatory neurons, were indeed downregulated by CORT but restored by Ket in CORT-treated animals (Fig. 4b–d, h–j). In agreement with our single cell sequencing data, the RNAscope results showed that *Celsr3* and *Prickle2*, but not *Celsr2*, in inhibitory neurons, were downregulated by CORT and such transcriptional changes were rescued by Ket (Fig. 4e–g). In fact, *Celsr2* was increased by CORT and then decreased by Ket in inhibitory neurons (Fig. 4e, f). Supplemental Fig. 5 illustrates the quality controls for RNAscope Multiplex Fluorescent Assay.

**Fig. 4:**
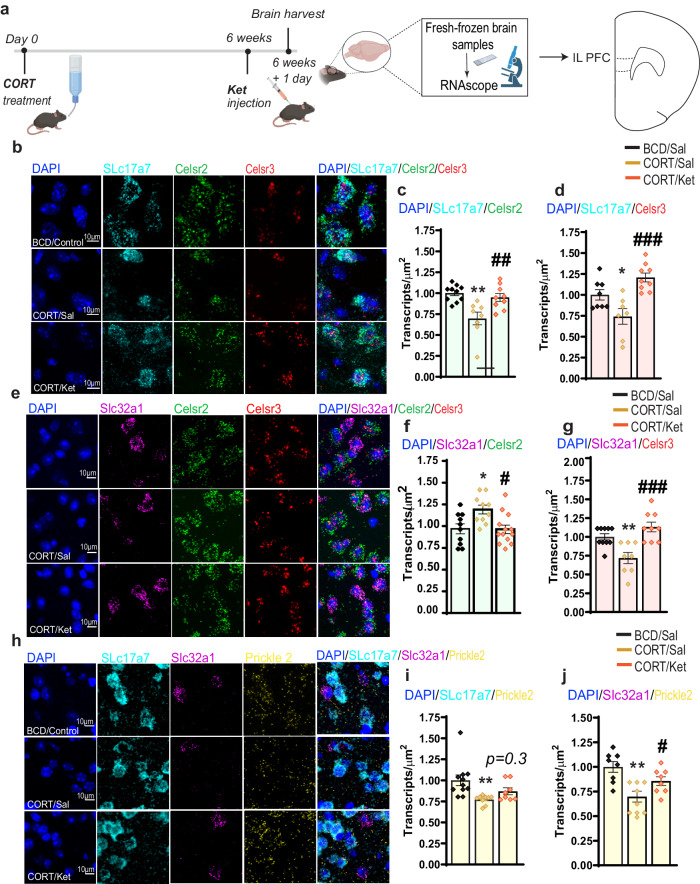
Verification of PCP gene expression changes by RNAscope. **a** Schematics illustrating the experimental design. The illustrations were created with BioRender. **b**, **e**, **h** Representative micrographs of RNAscope. **c** Quantification of *Celsr2* expression in excitatory neurons [*F* (2, 24) = 9.518, *P* = 0.0009], BCD/Sal control *n* = 10, CORT/Sal *n* = 8, CORT/Ket *n* = 9. **d** Quantification of *Celsr3* expression in excitatory neurons [*F* (2, 21) = 11.36, *P* = 0.0005], BCD/Sal control *n* = 8, CORT/Sal *n* = 7, CORT/Ket *n* = 9. **f** Quantification of *Celsr2* in inhibitory neurons [*F* (2, 30) = 5.829, *P* = 0.0073], BCD/Sal control *n* = 10, CORT/Sal *n* = 10, CORT/Ket *n* = 13. **g** Quantification of *Celsr3* in inhibitory neurons [*F* (2, 24) = 11.88, *P* = 0.0003], BCD/Sal control *n* = 10, CORT/Sal *n* = 8, CORT/Ket *n* = 9. **i** Quantification of *Pricke2* in excitatory neurons [*F* (2, 25) = 5.804, *P* = 0.0085], BCD/Sal control *n* = 11, CORT/Sal *n* = 9, CORT/Ket *n* = 8. **j** Quantification of *Pricke2* in inhibitory neurons [*F* (2, 23) = 8.506, *P* = 0.0017], BCD/Sal control *n* = 8, CORT/Sal *n* = 10, CORT/Ket *n* = 8. Each column represents the mean + S.E.M. of *n* fields provided above. Statistical analysis was performed by one-way ANOVA followed by Tukey’s test. *p < 0.05 and **p < 0.01 compared with the control group (BCD) treated with saline, #*p* < 0.05, ##*p* < 0.01 and ###*p* < 0.001 compared with the CORT group treated with saline. Scale bar 10 µm; 50 µm; Magnification ×40.

### *Celsr2/3* and *Prickle 2* are essential in the BLA-projecting IL PFC neurons for ketamine-mediated remission of depressive-like behaviors induced by CORT

In order to determine whether the PCP proteins may mediate ketamine-induced synapse restoration and behavioral remission, we first tested whether these PCP proteins are required for sustained antidepressant-like effect induced by ketamine. CRISPR–Cas9 mice were exposed to 35 µg/ml of CORT in the drinking water for three weeks, after the 3 weeks, mice were stereotactically injected bilaterally into the IL PFC with a combination of AAV-FLEX-EGFP and AAV-U6-sgRNA-h-Syn-mCherry, and into the BLA with AAV.hSyn.Cre.WPRE.hGH (AAV Rretrograde). Three weeks following surgery, mice were treated with Ket (10 mg/kg, i.p.) and 24 h later underwent a series of behavioral tests. The first test was the TST. Immediately after the TST, mouse locomotion was evaluated in the open field paradigm. The open field test is used to discard any possible false-positive antidepressant effect caused by a psychostimulant drug. 24 h after the TST, the feeding behavior of mice was evaluated. A diagram of all experimental schedules is given in Fig. 5a. As illustrated in Fig. 5b, c the chronic treatment of CRISPR–Cas9 mice with CORT caused a significant increase in the immobility time of mice in the TST, indicative of depressive-like behavior, which was reversed by Ket. Notably, knocking out *Celsr2/3* and *Prickle2* prevented Ket from revsersing the depressive-like behavior induced by CORT, showing that these PCP proteins are necessary for Ket’s sustained antidepressant-like effects. Importantly, no locomotor alteration was observed in any experimental groups, indicating a specific antidepressant-like effect elicited by Ket (Fig. 5d, e). Our results show that by knocking out *Celsr2/3* or *Prickle* also prevented Ket’s ability to increase reduced food consumption (Fig. 5f). Taken together, our behavioral data supports that the antidepressant-like effect of Ket requires *Celsr2/3* and *Prickle2* in the BLA-projecting IL PFC neurons. It is worth noting that knocking out *Celsr 2/3* or *Prickle2* in the BLA-projecting IL PFC neurons in control mice (*no CORT or Ket administration*) did not cause any behavioral alteration in the TST, open-field or FCT (Supplementary Fig. 7a–f) but lead to a decrease of spine/synapse density (Supplementary Fig. 7g–i). It is possible that when we knocked out *Celsr2/3* and *Prickle2*, we were reducing all synapses non-selectively, whether they were active (functional) or not, or selectively those that were not active. Therefore, behaviors were not affected as enough of the functional synapses remained. Hence, our results suggest that these PCP proteins may be required for the formation of new synapses induced by low-dose ketamine, which are active and can support behavioral remission. The lack of sustained antidepressant like effect of ketamine in PCP gene knockout is not due to an overall decrease of synapses but due to the lack of the induction of new PCP gene expression by ketamine as the knockout itself does not cause depressive-like behavior.

**Fig. 5:**
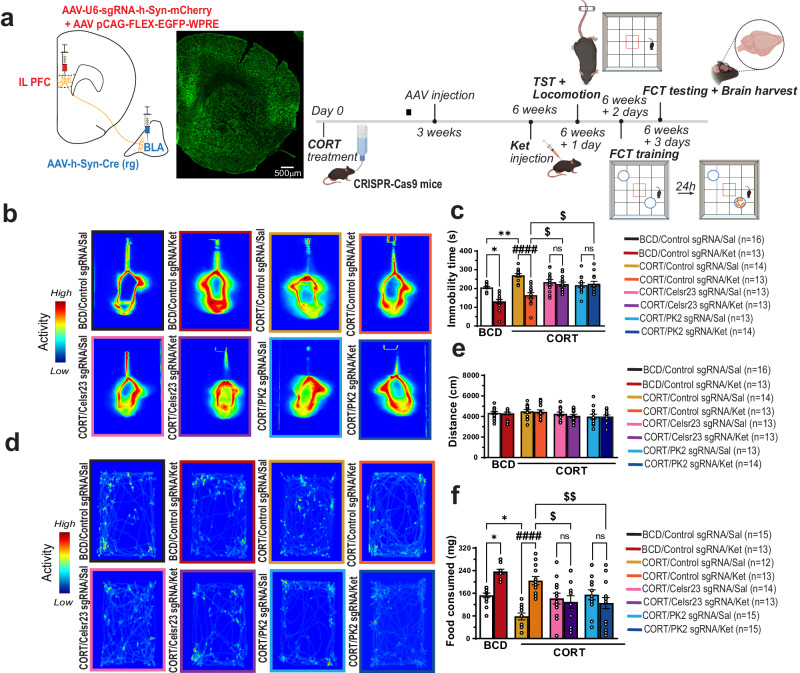
*Celsr2/3* and *PK2* are required for the sustained antidepressant effect of Ket in chronically stressed mice in the BLA-projecting IL PFC neurons. **a** Schematics of experimental design. The illustrations were created with BioRender. **b** Representative heatmaps of mouse movement in the TST. **c** Quantification of immobility time in the TST in (**a**) [*F* (7, 101) = 13.20, *P* < 0.0001]. **d** Representative heatmaps of open field test. **e** Quantification of locomotion in the open field test in (**d**) [*F* (7, 101) = 1.321, *P* = 0.25]. **f** Quantification of food consumption in the food consumption test [*F* (7, 102) = 8.449, *P* < 0.0001]. Each column represents the mean + S.E.M. of 12–16 animals. Statistical analysis was performed by one-way ANOVA followed by Tukey’s test. *p < 0.05, **p < 0.01 compared with the control group (BCD/Control sgRNA) treated with saline, and ####*p* < 0.0001 compared with the CORT/Control sgRNA group treated with saline, $*p* < 0.05 and $$*p* < 0.01 compared with the CORT/Control sgRNA group treated with ketamine.

### *Celsr2/3* and *Prickle 2* are required in the BLA-projecting IL-PFC neurons for ketamine-mediated restoration of dendritic spines and excitatory synapses in chronically stressed mice

To directly test whether PCP proteins are required for the ketamine-induced synapse restoration, we examined the synapse numbers in the corticosterone-administered animals after ketamine treatment in *Celsr2/3* or *PK2* conditional knockout. Immediately after the behavioral tests mentioned in Fig. 5, all animals were perfused. Their brain tissues were then harvested and immunostained for excitatory synapses. Secondary and tertiary branches of the dendrites of the the BLA-projecting IL PFC cortex neurons were imaged with confocal microscope. A diagram of experimental schedules is given in Fig. 6a. As shown in Fig. 6b–d, chronic treatment of the control mice with CORT caused a significant reduction of the number of dendritic spines (Fig. 6b, c) and excitatory synapses (Fig. 6b, d). A single administration of Ket restored the number of dendritic spines (Fig. 6b, c) and excitatory synapses (Fig. 6b, d) in control mice. Notably, knocking out *Celsr2/3* and *PK2* prevented Ket from restoring the synapse numbers, indicating that these PCP proteins are required for Ket-induced synapse increase in this rodent model for chronic stress. In control animals not treated with CORT or ketamine, *Celsr2/3* and *PK2* conditional knockout led to a decrease of synapse numbers (Supplemental Fig. 7g–i), whereas conditional knockout of these PCP genes in control animals did not lead to behavioral changes (Supplemental Fig. 7a–f). Therefore, the lack of sustained antidepressant-like effect of ketamine is likely due to the loss of the ability of ketamine to induce new synapse formation in the absence of these PCP genes.

**Fig. 6:**
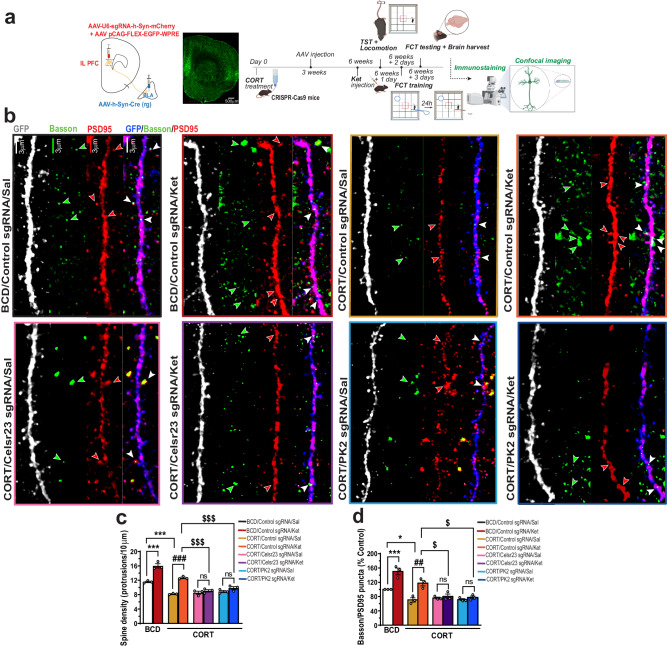
Analyses of dendritic spine and excitatory synapses in the BLA-projecting IL PFC neurons. **a** Schematics of experimental design. The illustrations were created with BioRender. **b** Representative micrographs showing dendritic spines and glutamatergic synapses in the BLA-projecting IL PFC neurons. **c** Quantification of dendritic spines [*F* (7, 16) = 56.68, *P* < 0.0001]. **d** Quantification of glutamatergic synapses [*F* (7, 16) = 24.27, *P* < 0.0001]. Each column represents the mean + S.E.M. of 3 animals (7-14 neurons/animal). Statistical analysis was performed by One-way ANOVA followed by Tukey’s test. *p < 0.05, ***p < 0.001 compared with the control group (BCD/Control sgRNA) treated with saline, ##*p* < 0.01 and ###*p* < 0.001 compared with the CORT/Control sgRNA group treated with saline, $*p* < 0.05 and $$$*p* < 0.001 compared with the CORT/Control sgRNA group treated with ketamine. Scale bar 3 µm. Green arrowheads: Bassoon puncta. Red arrowheads: PSD95 puncta. White arrowheads: Bassoon/PSD95 puncta.

## Discussion

The discovery that a single subanesthetic dose of ketamine produces both acute and sustained antidepressant effects promises great potential for finding a cure^2^. Although the molecular and cellular targets and some of the mechanisms of the acute effects of ketamine have been better studied^21–23^, the mechanisms underlying long-term antidepressant effects of ketamine (at least 7 days after the initial treatment) are much less known. The long-term antidepressant effects likely depend on long-term changes of circuits, including changes of synapse numbers. Our findings suggest that the planar cell polarity pathway mediates the ketamine-induced synapse restoration in IL PFC → BLA neurons, and provides a potential therapeutic strategy for synapse restoration without having to repeatedly use ketamine, which has undesirable side effects such as addiction and dissociation. Our results also highlight the distinct functions of different subtypes of mPFC neurons in mediating different aspects of depressive-like behaviors and the importance of synaptic restoration in behavioral remission by low-dose ketamine treatment.

The signaling pathway that directly regulates synapse assembly has been elusive. Recent findings suggest that PCP pathway is the key pathway for the formation and maintenance of the vast majority of glutamatergic synapses in the mammalian brain^7,9,10^. These previous studies established that the PCP components regulate synapse numbers in neural circuits that mediate cognitive functions. Here we show that the PCP components also regulate synapse numbers in neural circuits that mediate emotional behaviors. By comparing our single-cell sequencing data with the human major depressive disorder (MDD) single nucleus RNAseq dataset, we found that that neuronal cell type-specific or neural circuit-specific changes of PCP genes are similar between this mouse model for chronic stress/depression and human MDD. It is worth testing whether PCP proteins may also mediate specific synaptic changes in human neurons or circuits using induced pluripotant stem cells or organoids derived from patients of MDD. In addition to the PCP proteins, our single-cell sequencing and cell–cell communication analyses also predicted changes of a number of other pathways upon corticosterone treatment and ketamine treatment, which may provide a starting point for future studies to furhter understand the mechanisms underlying sustained anti-depressant effects of low-dose ketamine administration.

## Methods

### Animals

Male, 7 weeks old C57BL/6 mice (Stock #027; Charles River Labs), for the single-cell transcriptomics experiments, and male and female CRISPR/Cas9 knockin mice (Stock #026175; Jackson Laboratory), for all other experiments, were maintained at constant room with free access to water and food, under a 12:12 h light:dark cycle. The cages were placed in the experimental room for at least 1 h before the test for acclimatization. The procedures in this study were performed in accordance with the NIH Guide for the Care and Use of Laboratory Animals and approved by the University of California, San Diego (UCSD) Institutional Animal Care and Use Committee. All efforts were made to minimize animal suffering and the number of animals used in the experiments.

### Drugs and treatments

#### Chemogenetic inhibition

C57BL/6 J mice were first anesthetized with isoflurane (vaporizer 2.5%) and then stereotactically injected bilaterally, 300 nl per injection site, into the IL PFC (#1: +1.5 mm anterior–posterior, ±0.35 mm medial-lateral, −3.13 mm dorsal–ventral; #2: +1.8 mm anterior–posterior, ±0.35 mm medial-lateral, −3.20 mm dorsal–ventral) with a Gi/o-coupled Cre-dependent inhibitory DREADDs hM4Di-mCherry virus (Stock #44362-AAV8; Addgene, Watertown, MA) or mCherry control (Stock #50459-AAV8; Addgene, Watertown, MA), and into the BLA (#1: −0.95 mm anterior–posterior, ±2.80 mm medial-lateral, −4.75 mm dorsal–ventral; #2: −1.32 mm anterior–posterior, ±2.80 mm medial-lateral, −4.50 mm dorsal–ventral; #3: −1.69 mm anterior–posterior, ±3.00 mm medial-lateral, −4.75 mm dorsal–ventral) or aIC (#1: +0.84 mm anterior–posterior, ±3.40 mm medial-lateral, −4.00 mm dorsal–ventral; #2: +1.34 mm anterior–posterior, ±2.80 mm medial-lateral, −3.75 mm dorsal–ventral; #3: +1.84 mm anterior–posterior, ±2.75 mm medial-lateral, −3.50 mm dorsal–ventral; #4: +2.10 mm anterior–posterior, ±2.50 mm medial-lateral, −3.50 mm dorsal–ventral) with AAV.hSyn.Cre.WPRE.hGH retrograde (Stock #105553-AAVrg; Addgene, Watertown, MA), 300 nl per injection site. Following three weeks post-surgery, mice were treated with the chemogenetic ligand compound 21 (C21, Stock #HB6124; Hello Bio, Princeton, NJ) at the dose of 2 mg/kg (i.p.) and 40 min later underwent a series of behavioral tests.

### Model of depression induced by chronic corticosterone exposure

Corticosterone, CORT (Stock #27840; Sigma, St. Louis, MO) was dissolved in 0.45% 2-hydroxypropyl cyclodextrin, BCD (Stock #332593; Sigma, St. Louis, MO) and delivered in lightproof bottles, available ad libitum in drinking water at a concentration of 35 µg/ml (equivalent to 5 mg/kg/day) for 6 weeks. CORT or vehicle control (0.45% BCD) was replaced every 2–3 days. Ketamine hydrochloride, Ket (Zetamine, Stock #501072; VetOne, Boise, ID) was dissolved in 0.9% sterile saline and administered via intraperitoneal route (i.p.) at a concentration of 10 mg/kg. The dissolution of the Ket was freshly done immediately before its administration. Appropriate vehicle treated groups (0.9% sterile saline) were also assessed simultaneously. All drugs were administered in a constant volume of 10 ml/kg body weight by an experienced investigator.

### Single-cell RNA-sequencing

For single-cell RNA-sequencing (scRNA-seq) experiments, C57BL/6 J mice were exposed to 35 µg/ml of CORT in the drinking water for 6 weeks. A control group received regular drinking water without CORT. After chronic CORT treatment, mice were treated with the fast-acting antidepressant Ket (10 mg/kg, i.p.). 24 h after Ket’s treatment. Mice were then euthanized after being anesthetized in CO_2_ chamber and brains were harvested, and the prefrontal cortices were rapidly dissected and transferred into ice-cold Hibernate A/B27 medium (60 ml Hibernate A medium with 1 ml B27 and 0.15 ml Glutamax). The tissues were enzymatically dissociated into single-cell suspension, and the cells were captured with the 10× Chromium platform (10× Genomics, Pleasanton, CA). Reverse transcription, cDNA amplification and library construction were performed according to the manufacturer’s instructions and used for sequencing. The sequencing data were processed using the Cell ranger software to demultiplex the samples, generate FASTQ files, align the reads to mm9 genome and generate feature-barcode matrices. The filtered featured matrices were individually analyzed using Seurat R package (v3.1.1) and submitted to quality control (gene count per cell, percent of mitochondrial transcripts). Three to four data samples from the same experimental group (a total of 10 individual brain samples) were merged, normalized, clustered according to conserved cell type markers, and the differently expressed (DE) genes identified. For Gene Ontology (GO) analysis, each DE genes list was separated into upregulated and downregulated gene groups using log-fold change (logFC) as the delimitate. After the creation of these two group of genes (upregulated and downregulated genes), genes were uploaded into g:Profiler’s functional profiling (g:GOSt) one experimental group at a time and the GO results generated.

### RNAscope multiplex fluorescent assay

For RNA detection within intact cells, an independent cohort of C57BL/6 J mice were exposed to 35 µg/ml of CORT in the drinking water for 6 weeks and treated with Ket (10 mg/kg, i.p.). 24 h after Ket’s injection, brains were harvest, fresh-frozen in liquid nitrogen and cut into 10 µm coronal sections. The specimens were then fixed using 4% PFA and dehydrated through a graded series of increasing concentrations of ethanol. RNAscope multiplex fluorescent in situ hybridization was performed using RNAscope kit v2 (Advanced Cell Diagnostics, Newark, CA) following manufacturer’s instructions. For fluorescent RNA imaging and quantification, the IL PFC was located, and z-stacks imaged at 40× magnification (Leica SP8 confocal). The number of transcripts/μm^2^ was analyzed using ImageJ software (National Institute of Health, Bethesda, MD). Data regarding QC (negative and positive probes) are provided in Supplementary Fig. 5b and 5c, respectively.

### sgRNA design, expression analysis and virus generation

The Brie database was used for the design of sgRNAs. To validate the efficiency of sgRNAs candidates, individual sgRNA was cloned into PX549-SpCand as9 vector (Stock #62988; Addgene, Watertown, MA). Neuro2A cells were cultured on a 12-well plate. Cells were then transfected with 1 μg sgRNA plasmid by using 1 mg/ml Polyethyleneimine MAX (Polyscience). Puromycin was used to select the transfected cells. Genomic DNA of Neuro2A was purified by using the cloroform-ethonal method. The amplification of target DNA fragment and efficiency testing of individual sgRNAs were performed with manufacture’s protocol of Surveyor assay.

Selected sgRNA sequences are as follows: Celsr2 sgRNA: 5′-GTACACCGTTCGGCTCAACG-3′; Ceslr3 sgRNA: 5′-CGTTCGGGTGTTATCAGCAC-3′; Prickle2 sgRNA: 5′-ACAGCCAGAGTCGTCATCTG-3′^9,10^.

The sgRNAs were cloned into the AAV vector (Stock #87916; Addgene, Watertown, MA) for virus package. The LacZ sgRNA was used as a negative control. AAV was produced by transfection of AAV-293 cells with three plasmids: an AAV vector expressing target constructs, AAV helper plasmid (pHELPER; Agilent) and AAV rep-cap helper plasmid (pRC-DJ). Transfection of 293 cells was carried out using calcium phosphate. The cells were collected and lysed 72 h after transfection. Viral particles were purified by an iodixanol step-gradient ultracentrifugation method. qRT-PCR was used for virus titer measurement. The virus titer was ~1012 GC/mL^9,10^.

### Labelling of neurons for analysis of dendritic spines and immunofluorescence staining

For labeling of dendritic spines and immunofluorescence staining of excitatory synapses, CRISPR–Cas9 mice were exposed to 35 µg/ml of CORT in the drinking water for three weeks. After the 3 weeks, mice were anesthetized with isoflurane (vaporizer 2.5%) and stereotactically injected bilaterally into the IL PFC (#1: +1.5 mm anterior–posterior, ±0.35 mm medial-lateral, −3.13 mm dorsal–ventral; #2: +1.8 mm anterior–posterior, ±0.35 mm medial-lateral, −3.20 mm dorsal–ventral) with a combination of AAV-FLEX-EGFP (Stock #51502; Addgene, Watertown, MA) and AAV-U6-sgRNA-h-Syn-mCherry, 300 nl per injection site; and into the BLA (#1: −0.95 mm anterior–posterior, ±2.80 mm medial-lateral, −4.75 mm dorsal–ventral; #2: −1.32 mm anterior–posterior, ±2.80 mm medial-lateral, −4.50 mm dorsal–ventral; #3: −1.69 mm anterior–posterior, ±3.00 mm medial-lateral, −4.75 mm dorsal–ventral) with AAV.hSyn.Cre.WPRE.hGH retrograde (Stock #105553-AAVrg; Addgene, Watertown, MA), 300 nl per injection site. Mice received analgesic treatment (Ethiqa extended release, 3.25 mg/kg, s.c.) to reduce pain and distress. Three weeks following surgery, mice were treated with Ket (10 mg/kg, i.p.) and 24 h later underwent a series of behavioral tests. Immediately after the behavioral tests, all animals were perfused with PBS followed by 4% PFA. Brains were removed and post-fixed in 4% PFA overnight at 4 °C. After, brains were cryoprotected in 30% sucrose for 2 days and coronal free-floating sections were prepared at 30 μm in a vibratome. The sections obtained were treated with 1% SDS for 5 min at room temperature for antigen retrieval, incubated in a blocking solution (1% bovine serum albumin, and 5% goat serum in Tris buffer saline solution (TBS) with 0.1% Triton X-100) for 1.5 h, and then stained overnight at 4 °C with primary antibodies chicken anti-GFP (Stock #ab13970; Abcam, Boston, MA), guinea pig anti-Bassoon (presynaptic marker, Stock #141004; Synaptic Systems, Goettingen, Germany), goat anti-PSD-95 (postsynaptic marker, Stock #ab12093; Abcam, Boston, MA), mouse anti-Iba-1 (microglia marker, Stock #MA5-27726; Invitrogen, Waltham, Massachusetts, USA), rabbit IL-1β (proinflammatory cytokine, Stock #PA5-105048; Invitrogen, Waltham, Massachusetts, USA), and rabbit anti-NF-κB (transcription factor that regulates inflammatory responses, Stock #51-0500; Invitrogen, Waltham, Massachusetts, USA). After, sections were incubated with fluorochrome-conjugated secondary antibodies Alexa 488 anti-chicken, Alexa 647 anti-guinea pig and Alexa 405 anti-goat solution for 2 h at room temperature and mounted in mounting media. Single-color images of the immunostaining in lower magnification provided in Supplementary Fig. 9. For dendritic spine density analysis, secondary and tertiary dendritic branches of layer 2/3 pyramidal neurons of the IL PFC cortex that project to the BLA were z-stacked and imaged at 63× magnification with 2× zoom-in (LSM510 Zeiss confocal microscope). Spine density analysis was performed using Bitplane Imaris software (Zurich, Switzerland). Protrusions not clearly defined or with lengths >5 μm were excluded from analysis. Three-dimensional view of dendritic spines provided in Supplementary Movie. S1. Excitatory synapse analysis was performed using ImageJ Synapse Counter plug-in (National Institute of Health, Bethesda, MD). When the pre- and post- are overlapped by 33–100%, they are considered colocalized. For inflammatory makers imaging and quantification, the IL PFC was located, and imaged at 20× magnification (Olympus VS200 Slide Scanner). The number of puncta was analyzed using ImageJ software (National Institute of Health, Bethesda, MD). All image acquisition and analyses were performed by experienced researchers blinded to the experimental conditions.

### Behavioral tests

#### Tail suspension test (TST)

The total duration of immobility induced by tail suspension was measured using the method described by Steru et al.^17^. Acoustically and visually isolated mice were suspended 50 cm above the floor by adhesive tape placed approximately 1 cm from the tip of the tail (PanLab Harvard Apparatus, Holliston, MA, USA). Immobility time was recorded during a 6-min period by an experienced researcher^24–27^. TST was carried out in double blinded conditions and computably analyzed using SMART Video Tracking System (PanLab Harvard Apparatus, Holliston, MA, USA).

#### Open-field test

To assess the effects of treatments on locomotor activity, immediately after the tail suspension test, mice were evaluated in the open-field paradigm^24–27^ by an experienced researcher double blinded to the experimental conditions. The apparatus was cleaned with a solution of 70% ethanol between tests to hide animal clues. The distance travelled by the mice was recorded in a 6-min session and computably analyzed using SMART Video Tracking System (PanLab Harvard Apparatus, Holliston, MA, USA).

#### Food consumption test (FCT)

Moda-Sava et al.^8^ found that 2 days after ketamine treatment, the deletion of newly formed spines blocked the long-term effects of ketamine on PFC activity events (calcium transients) and on motivated avoidance behavior in the TST but not in the SPT^8^. In our hand, Sucrose Preference Test did not show any difference after CORT treatment. (Supplementary Fig. 8a). To investigate feeding behavior (a symptom of depression which is defined as lack of feeling pleasure by common activities healthy subjects enjoy)^18^, we designed a new test, which we called food consumption test (FCT). Twenty-four hour after the TST, animals were placed at the center of the open field arena in the presence of two identical petri dishes for a 5-min training session. Importantly, subjecting mice to a training session prior to the testing prevented any anxiety-related behavior that mice would experience by staying in a novel apparatus. Immediately after the training session, mice were deprived of food for 24 h and placed in the open field arena for the testing session in which regular food was added to one of the petri dishes. The food consumption was estimated by measuring the amount of food consumed during the 15 min testing session. Of note, mice food deprivation for FCT caused a reduction of less than 10% of mouse body weight (Supplemental Fig. 8b).

### Statistical analysis

Comparisons between multiple experimental groups were performed by one-way ANOVA followed by Tukey’s HSD test, when appropriate. All statistical analyses were performed using GraphPad Prism software (La Jolla, California, USA). A value of *p* < 0.05 was considered significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Information

Supplementary Movie 1

Reporting Summary

### Source data

Source Data

## Data Availability

The scRNA‐seq data generated in this study have been deposited in the NIH GEO database under 580 accession code #GSE191016 (GEO Accession viewer (nih.gov)). All data presented in graphs 581 within the Figures in this study are provided in the Supplementary Information. Source data are provided as a Source Data file. Source data are provided with this paper.

# Supplementary material for: Planar cell polarity proteins mediate ketamine-induced restoration of glutamatergic synapses in prefrontal cortical neurons in a mouse model for chronic stress
**Source:** Nat Commun. 2024 Jun 10;15:4945. doi: 10.1038/s41467-024-48257-6

**Supplemental Fig. 1. Cell Type Determination determined by Seurat FindAllMarkers function using default parameters fed into SCpubr package do\_GroupwiseDEPlot function.** Markers used to determine cell type for each cluster (1-18) are plotted in 3 different heatmaps (from top to bottom): statistical significance, fold change of average expression, average expression values.

**Supplemental Fig. 2. CellChat and GO analyses.** **a.** CellChat analysis of FGF Pathway using the ChordDiagram function. **b.** Top 10 pathway in GO analysis of pathways that underwent changes after corticosterone administration. **c.** Top 10 pathway in GO analysis of pathways that underwent changes after ketamine treatment of corticosterone administrated animals. **d.** The MAP kinase pathway after corticosterone administration. **e.** The MAP kinase pathway after ketamine treatment of corticosterone administrated animals.

**Supplemental Fig. 3. Ligand-receptor pairs of ncWNT pathway added to CellChat.** Cell-cell interactions added to CellChat database locally to include the ncWNT pathway in CellChat analysis.

**Supplemental Fig. 4. Single cell sequencing data for PCP gene expression.** **a,** schematics of experimental design. The illustrations were created with BioRender. **b,** Violin plots showing the changes of *Celsr2*, *Celsr3* and *Prickle2* expression in different cell types following treatment of mice with CORT for 6 weeks. **c,** Violin plots showing the changes of *Celsr2*, *Celsr3* and *Prickle2* expression in different cell types 24h after Ket treatment of animals which have been treated with CORT for 6 weeks.

**Supplemental Fig. 5. Quality control for RNAscope Multiplex Fluorescent Assay.** **a,** Schematic illustration of the experimental design. The illustrations were created with BioRender. **b,** Micrographs for RNAscope 3-plex negative control probes Dapb (Dihydrodipicolinate reductase of *Bacillus subtilis* strain). **c,** Micrographs for RNAscope 3-plex positive control probes Ppib (Peptidylprolyl Isomerase B), Polra (RNA Polymerase II Subunit A) and Ubc (Ubiquitin C). Scale bar 10  $\mu$ m; Magnification  $\times 40$ .

**Supplemental Fig. 6. Confirmation of CRISPR-mediated knockout of *Celsrs* and *Prickle2*.** **a,** Schematics of experimental design. The illustrations were created with BioRender. **b,** Immunostaining of *Celsrs* and *Prickle*. **c,** Quantification of **b**.

**Supplemental Fig. 7. Effects of knocking out *Celsr23* and *PK2* in IL-PFC neurons projecting to the BLA on behavior and synapses.** **a,** Schematics of experimental design. The illustrations were created with BioRender. **b,** Representative heatmaps for immobility time. **c,** Immobility time in the TST [ $F(2, 9) = 0.086$ ,  $P = 0.9180$ ]. **d,** Representative heatmaps for open field. **e,** Locomotion in the open field [ $F(2, 9) = 0.714$ ,  $P = 0.5152$ ]. **f,** Food consumed in the Food Consumption Test [ $F(2, 9) = 0.1803$ ,  $P = 0.8379$ ]. **g,** Representative micrographs. **h,** Quantification of dendritic spines [ $F(2, 6) = 5.796$ ,  $P < 0.05$ ]. **i,** Quantification of excitatory synapses [ $F(2, 6) = 17.31$ ,  $P < 0.01$ ]. Each column represents the mean + S.E.M. of 3-4 animals (7-14 neurons/animal). Statistical analysis was performed by One-way ANOVA followed by Tukey's test. \* $p < 0.05$

compared with the control group (Control sgRNA). Scale bar 3  $\mu\text{m}$ ; Magnification  $\times 63$ . blue arrowhead, Basson puncta; red arrowhead, PSD95 puncta; white arrowhead, Bassoon/PSD95 puncta.

**Supplemental Fig. 8. Sucrose preference test and body weight after Food Consumption Test a,** Sucrose Preference Test (SPT). Chronic CORT treatment caused no significant effect on SPT as compared to Control-treated group [ $T=0.9102$ ,  $P=0.4142$ ]. Each column represents the mean + S.E.M. of 3 animals. Statistical analysis was performed by Student's t-test. **b,** Body weight before and after Food Consumption Test. Mice food deprivation for Food Consumption Test caused a reduction of less than 10% of mouse body weight. Each column represents the mean of 17 animals before and after food deprivation.

**Supplemental Fig. 9. Lower magnification images of excitatory synapses and dendritic spines.** Representative micrographs illustrating excitatory synapses and dendritic spines labelling. Scale bar 5  $\mu\text{m}$ ; Magnification  $\times 63$ . green, GFP; blue, Basson puncta; red, PSD95 puncta.

**Supplementary Movie. S1. Three-Dimensional view of dendritic spines of a BLA-projecting IL PFC neuron.** Neuron and dendritic spines labeled with GFP. Magnification  $\times 63$ . green, GFP.

# Genes

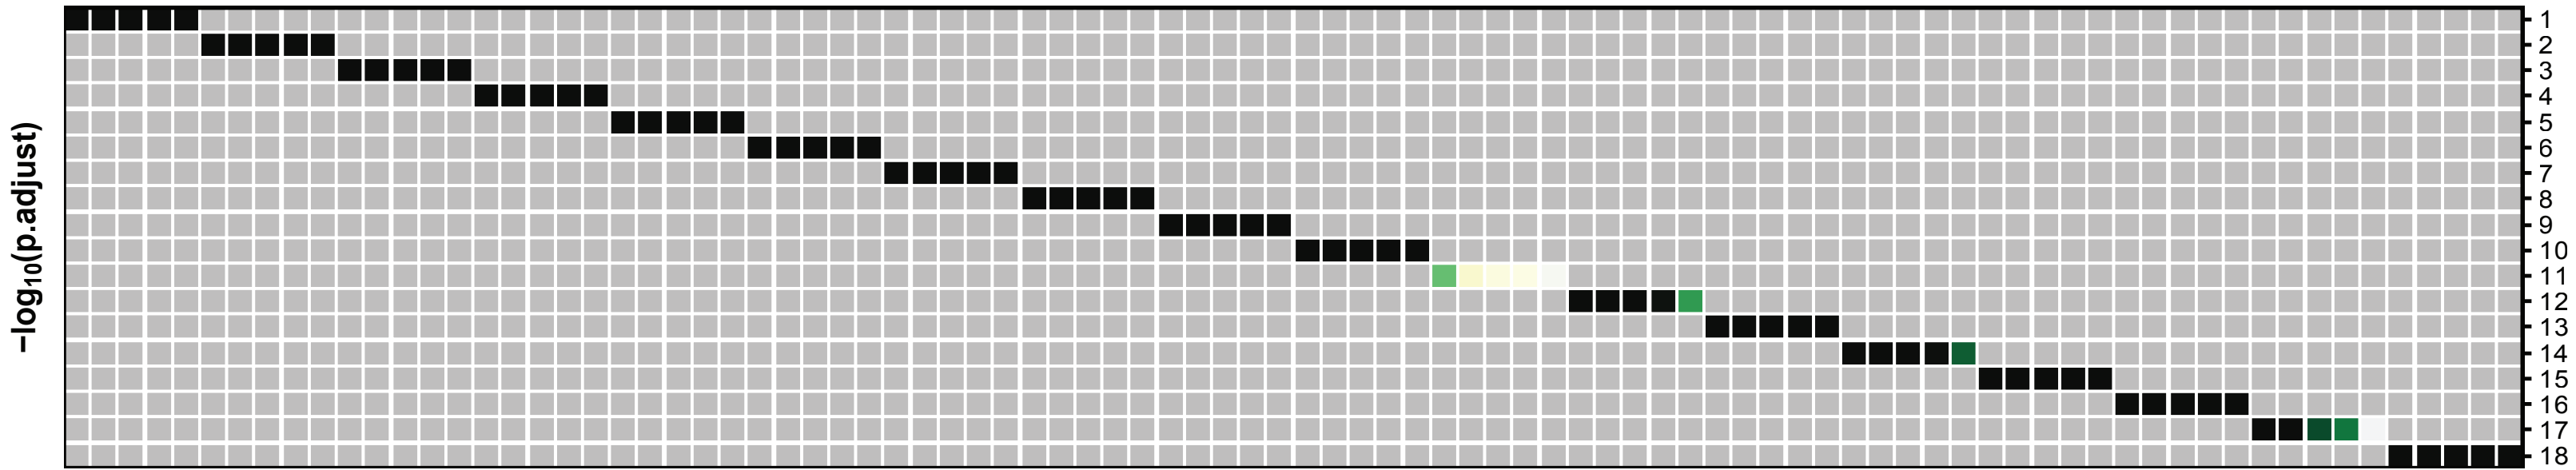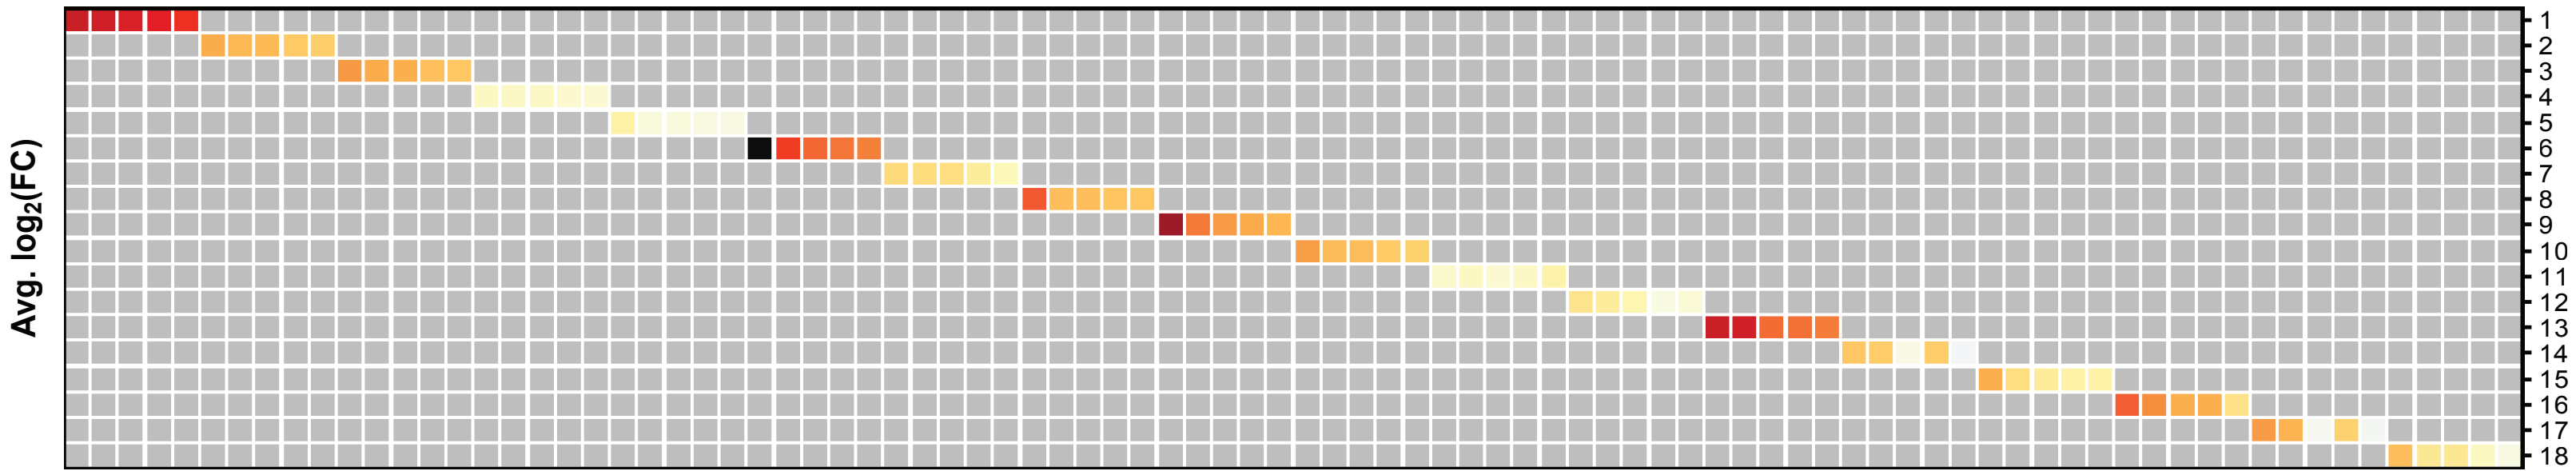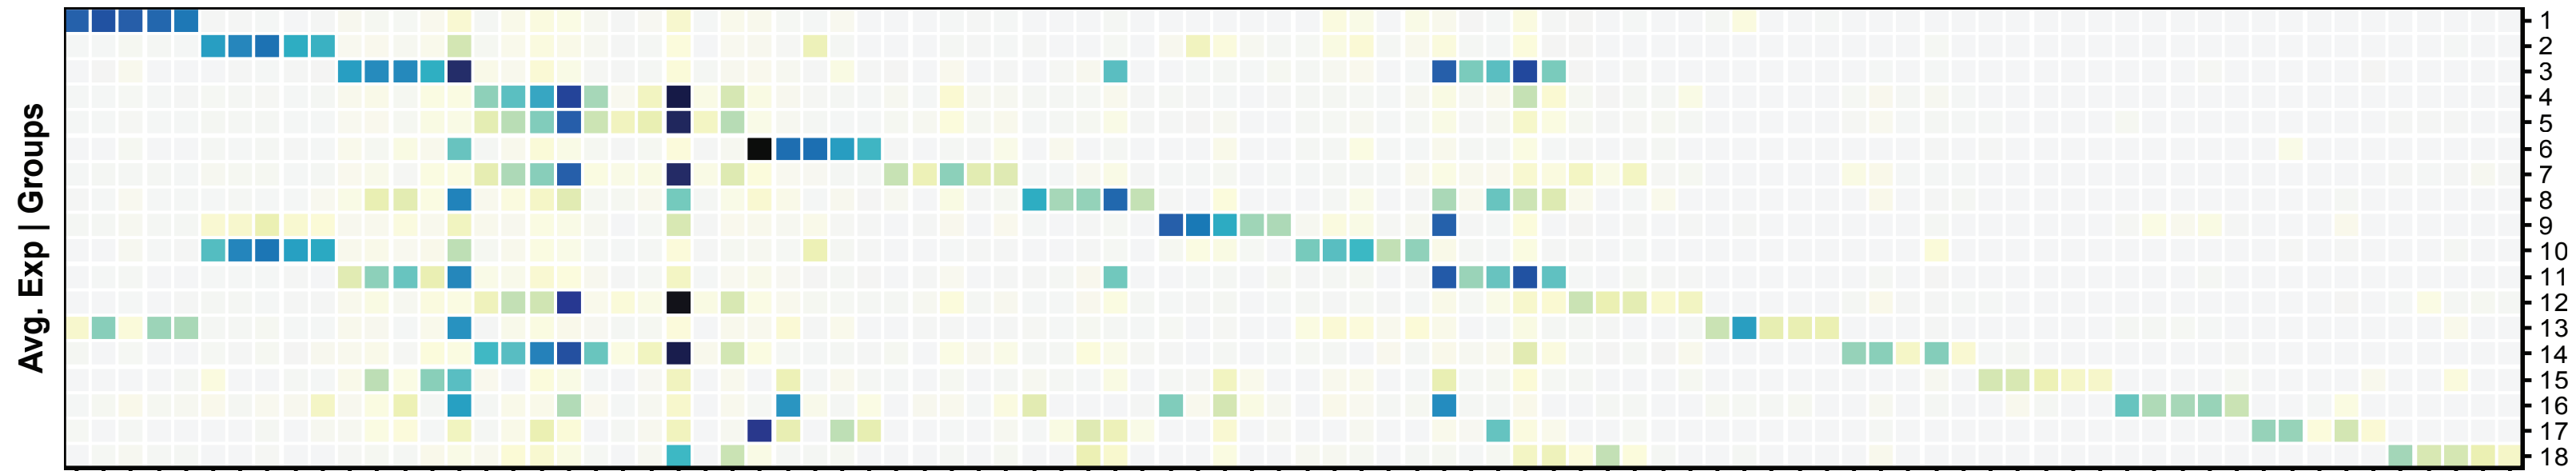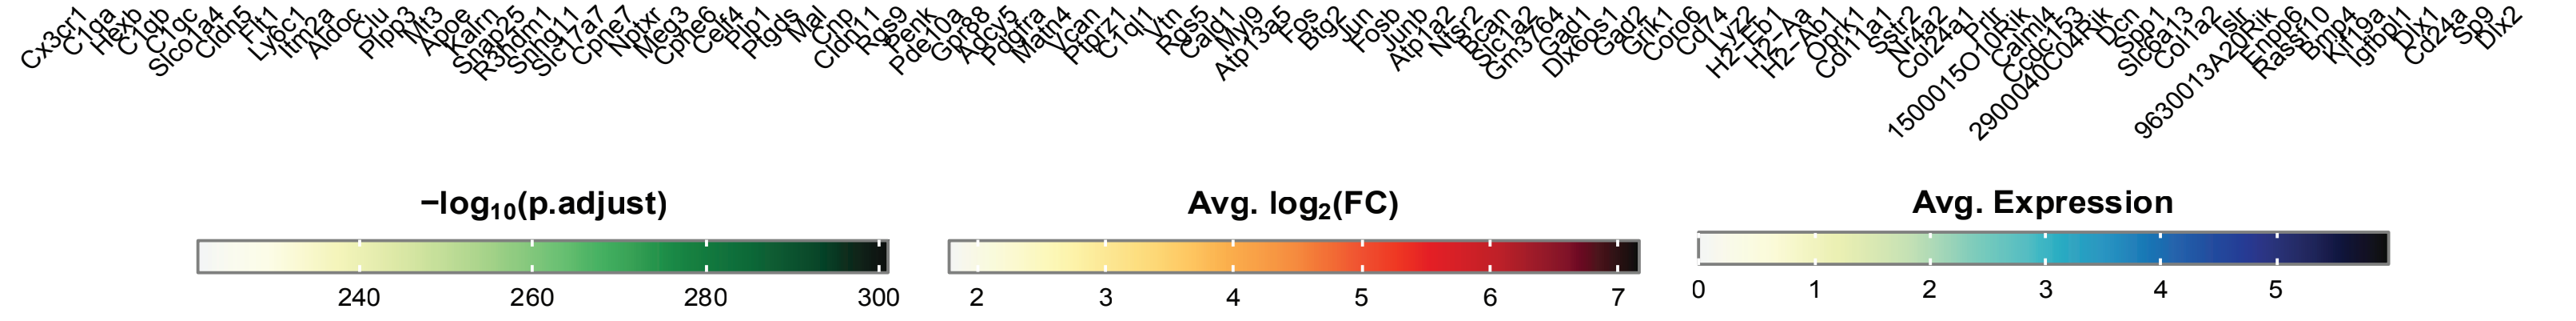

## Medial Prefrontal cortex

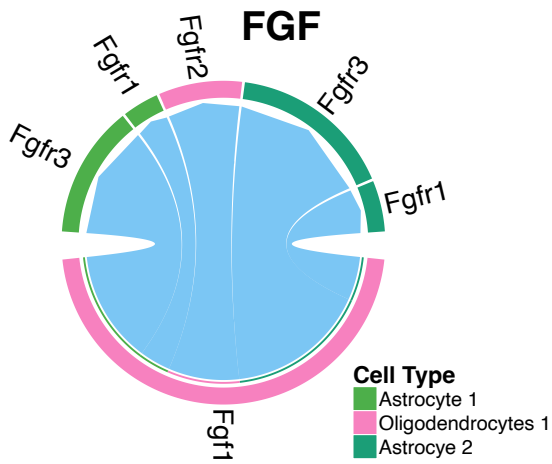

## Basolaterl Amygdala

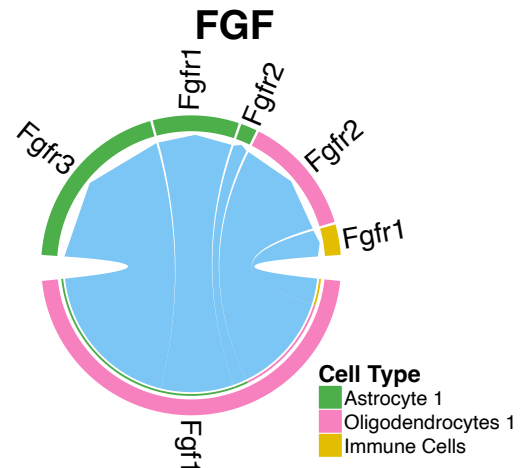**b**

## Corticosterone Administration

| Pathway Name                                             | P-Value  |
|----------------------------------------------------------|----------|
| Neuroactive ligand-receptor interaction                  | 5.10E-22 |
| Metabolic pathways                                       | 7.17E-21 |
| Pathways in cancer                                       | 3.77E-16 |
| Calcium signaling pathway                                | 4.27E-09 |
| MAPK signaling pathway                                   | 2.07E-08 |
| Breast cancer                                            | 3.95E-08 |
| Signaling pathways regulating pluripotency of stem cells | 1.04E-07 |
| Hepatocellular carcinoma                                 | 2.18E-07 |
| Focal adhesion                                           | 2.46E-07 |
| Rap1 signaling pathway                                   | 5.24E-07 |

**C**

### Ketamine treatment after Corticosterone Administration

| Pathway Name                                        | P-Value  |
|-----------------------------------------------------|----------|
| Neuroactive ligand-receptor interaction             | 8.89E-24 |
| Metabolic pathways                                  | 3.54E-14 |
| Calcium signaling pathway                           | 2.27E-09 |
| Pathways in cancer                                  | 4.60E-08 |
| Cushing syndrome                                    | 7.50E-06 |
| cAMP signaling pathway                              | 1.46E-05 |
| Parathyroid hormone synthesis, secretion and action | 2.65E-05 |
| Axon guidance                                       | 3.39E-05 |
| Protein digestion and absorption                    | 4.46E-05 |
| MAPK signaling pathway                              | 8.81E-05 |

**d**

## Corticosterone Administration

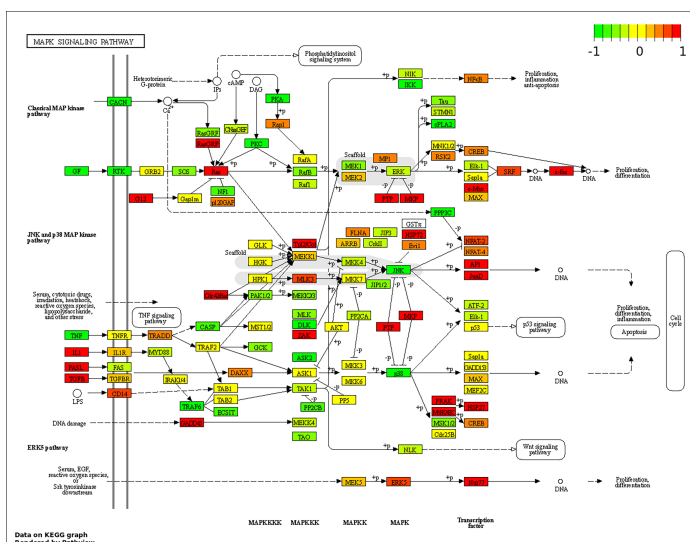

e

## Ketamine treatment after Corticosterone Administration

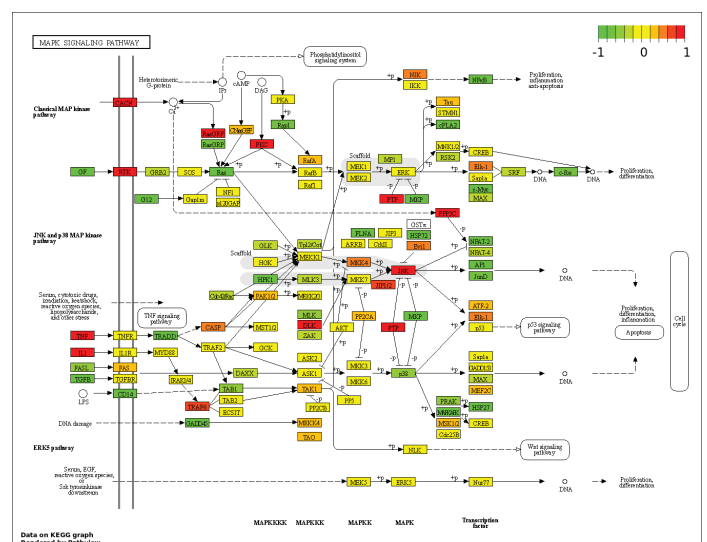

**ncWNT Pathway Interactions**

| <b>Interaction Name</b> | <b>Pathway Name</b> | <b>Ligand</b> | <b>Receptor</b> | <b>Annotation</b>  | <b>Interaction Name 2</b> |
|-------------------------|---------------------|---------------|-----------------|--------------------|---------------------------|
| WNT4_FZD3               | ncWNT               | Wnt4          | Fzd3            | Secreted Signaling | Wnt4 - Fzd3               |
| WNT4_FZD6               | ncWNT               | Wnt4          | Fzd6            | Secreted Signaling | Wnt4 - Fzd6               |
| WNT5a_FZD6              | ncWNT               | Wnt5a         | Fzd6            | Secreted Signaling | Wnt5a - Fzd6              |
| WNT5a_FZD6              | ncWNT               | Wnt5a         | Fzd6            | Secreted Signaling | Wnt5a - Fzd6              |
| WNT7b_FZD6              | ncWNT               | Wnt7b         | Fzd6            | Secreted Signaling | Wnt7b - Fzd6              |
| CELSR3_CELSR3           | ncWNT               | Celsr3        | Celsr3          | Cell-Cell Contact  | Celsr3 - Celsr3           |
| CELSR2_CELSR2           | ncWNT               | Celsr2        | Celsr2          | Cell-Cell Contact  | Celsr2 - Celsr2           |
| VANGL2_FZD3             | ncWNT               | Vangl2        | Fzd3            | Cell-Cell Contact  | Vangl2 - Fzd3             |
| FZD3_VANGL2             | ncWNT               | Fzd3          | Vangl2          | Cell-Cell Contact  | Fzd3 - Vangl2             |

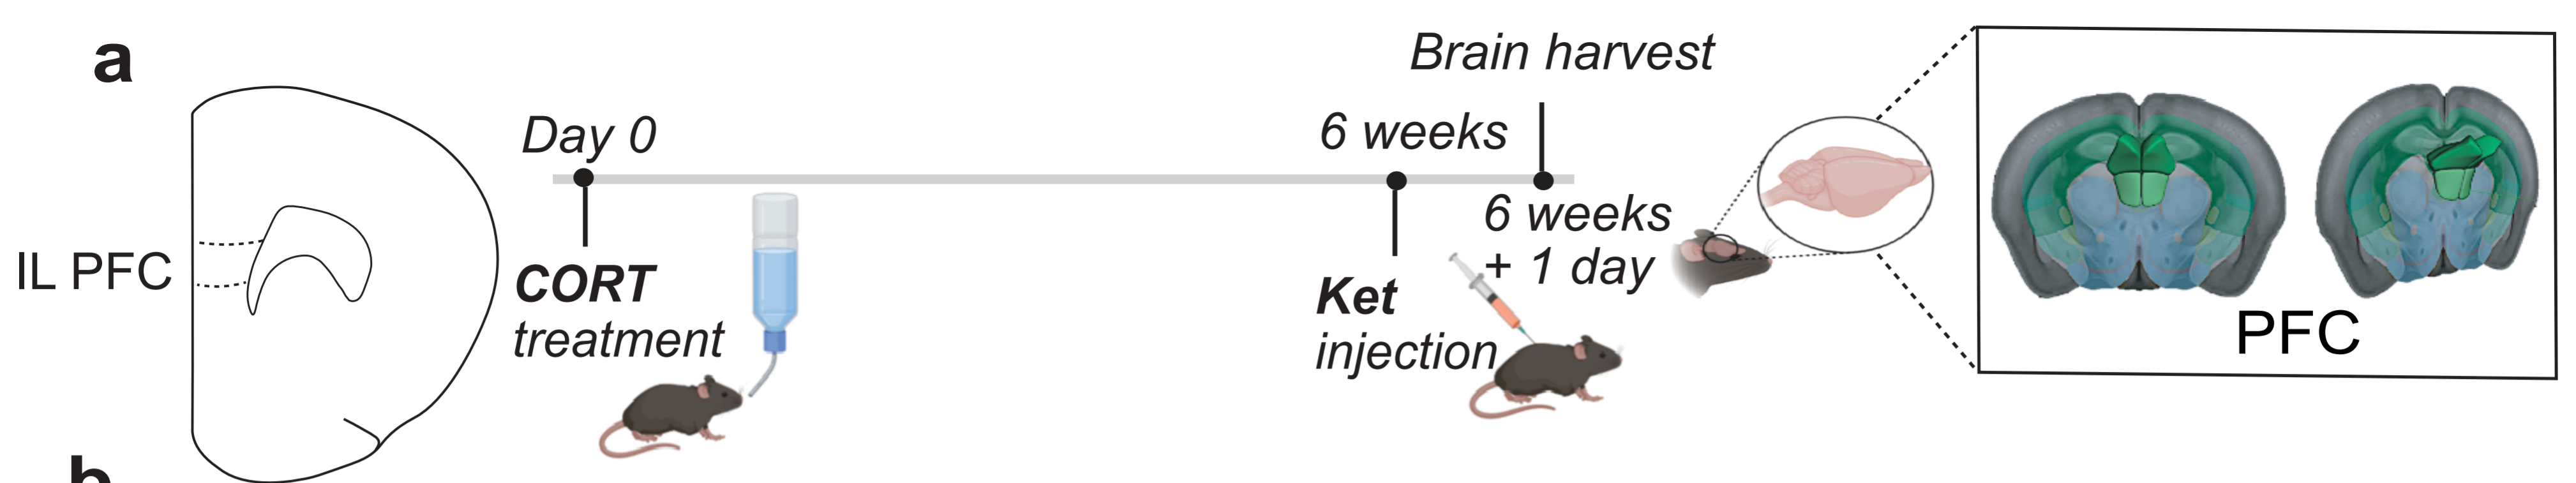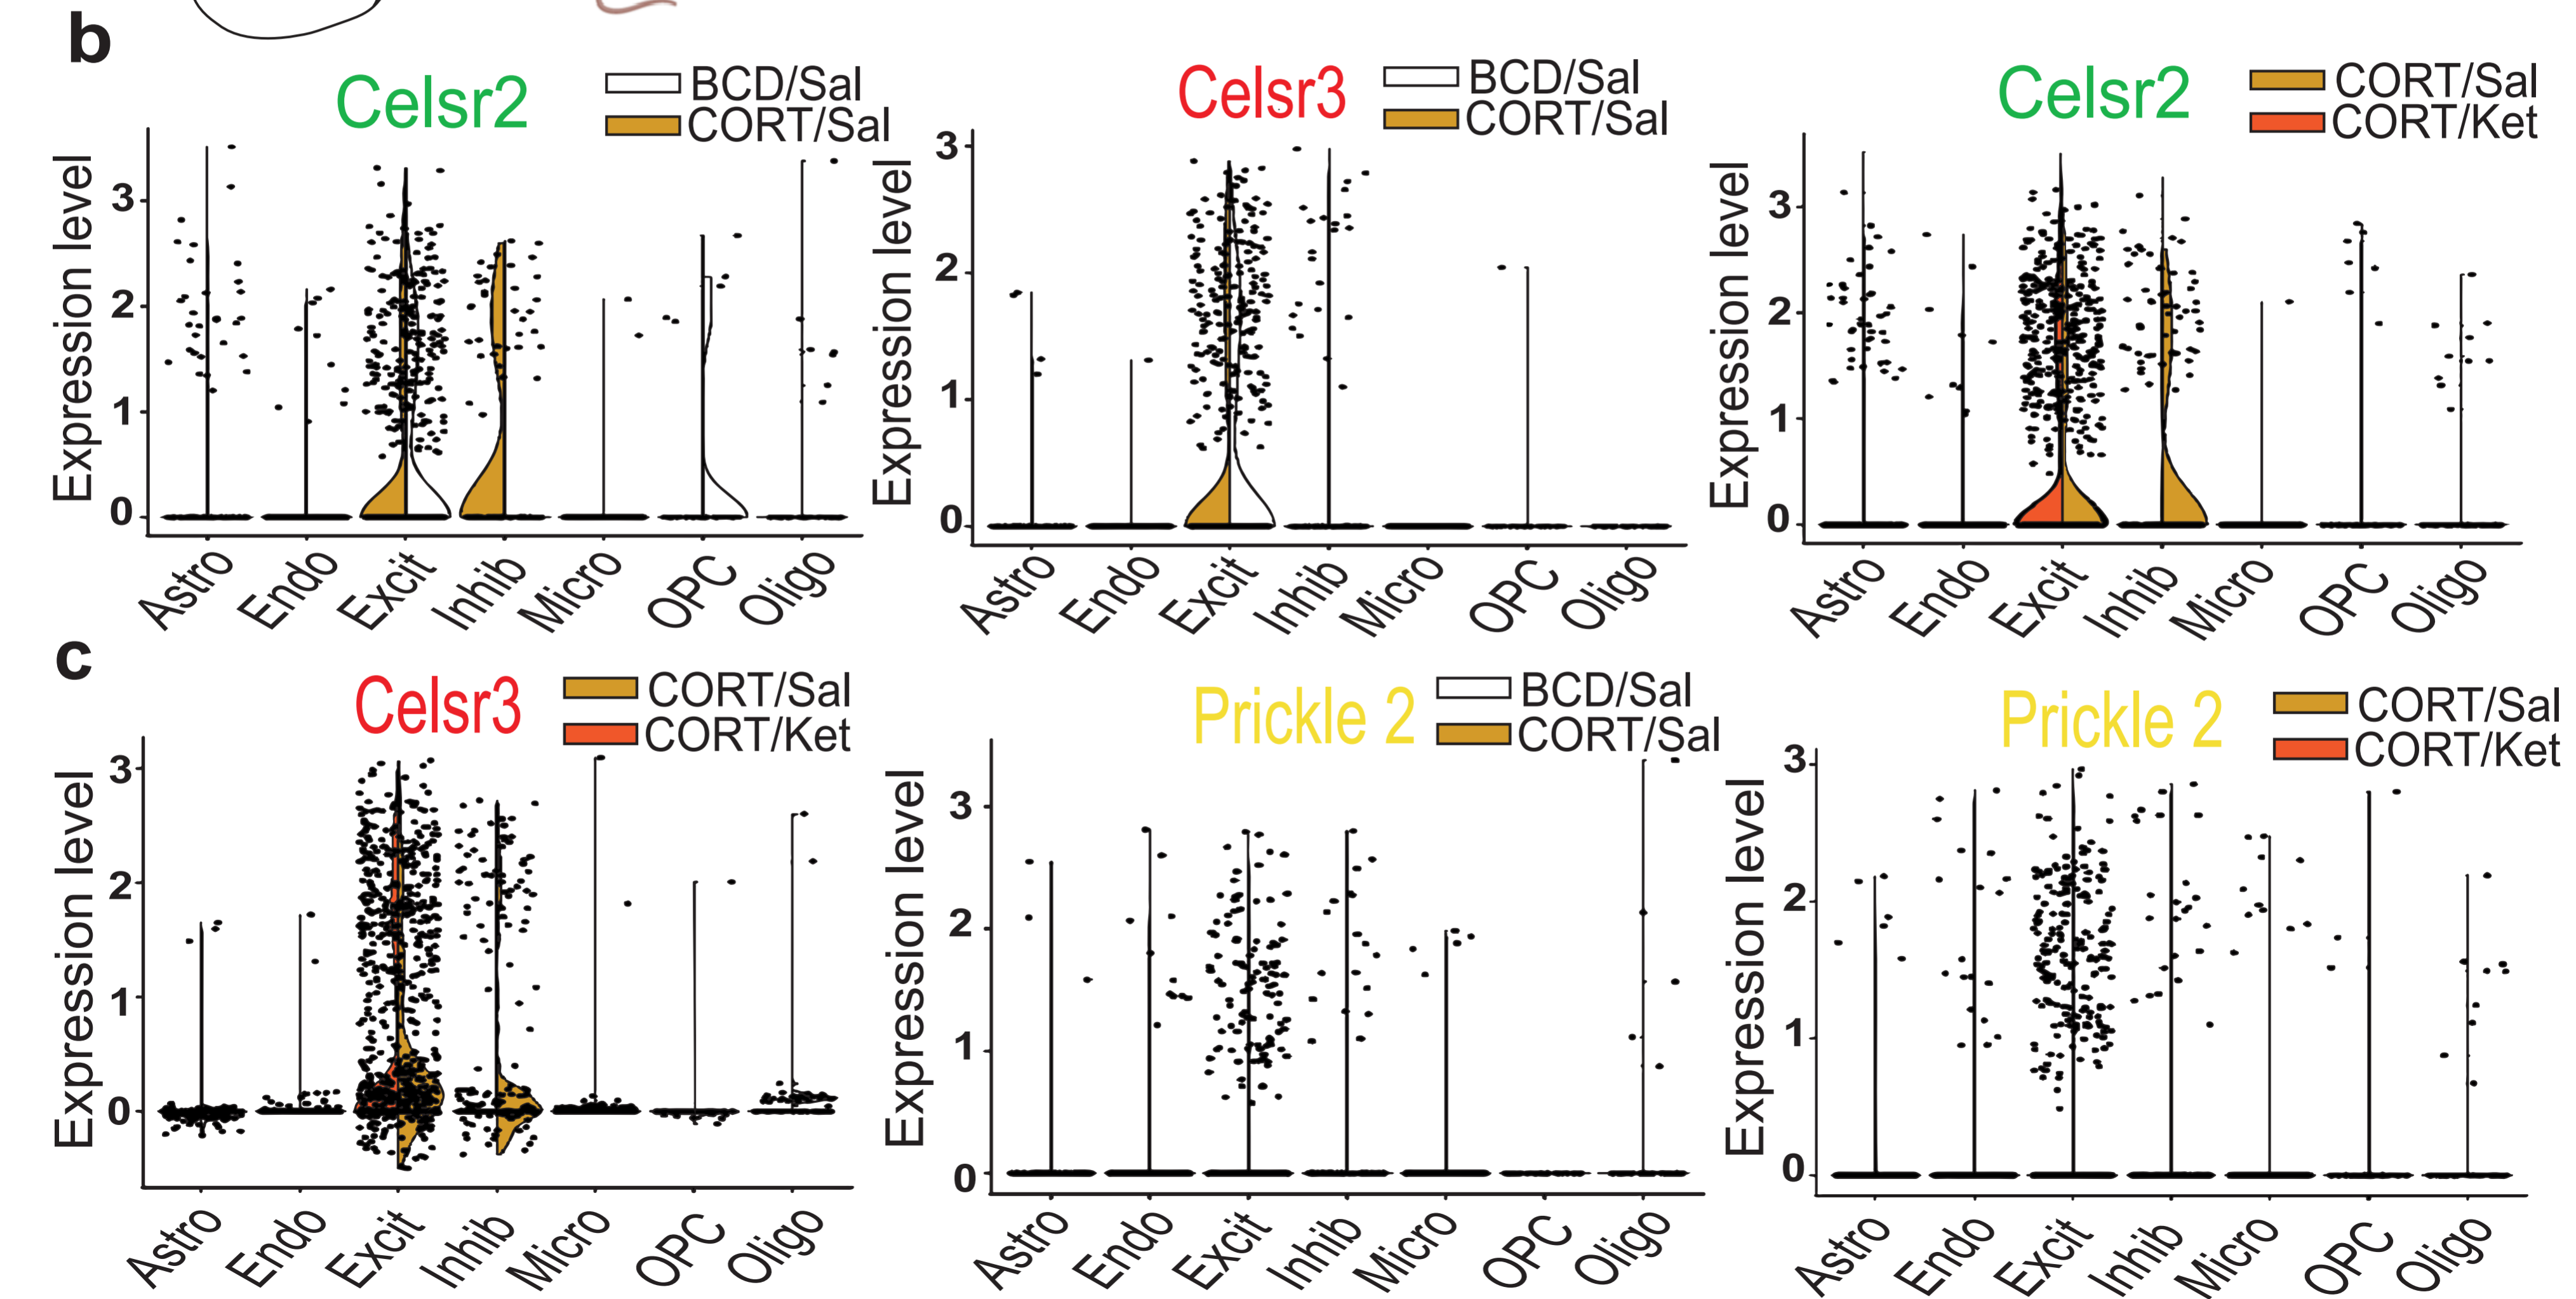

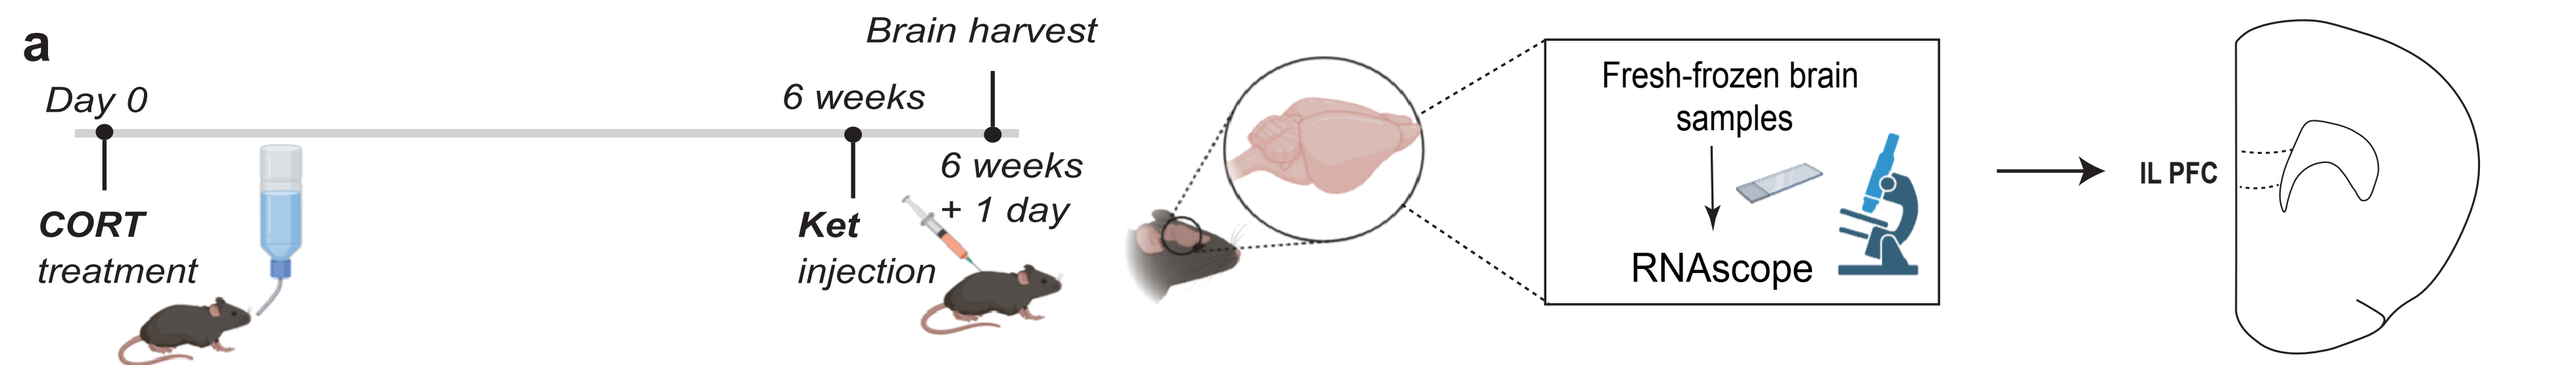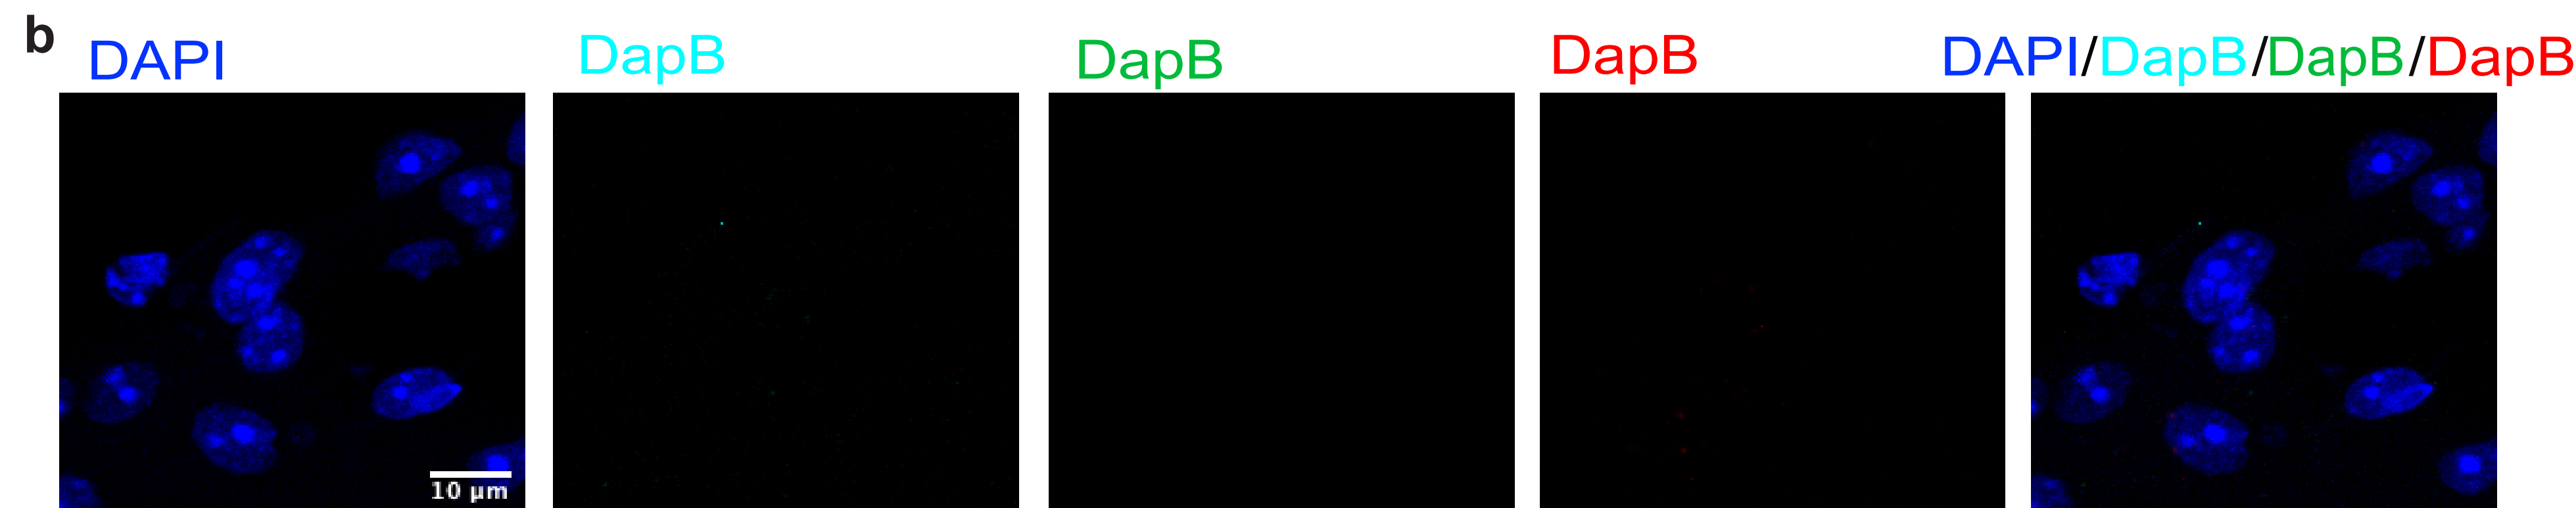

Negative Control

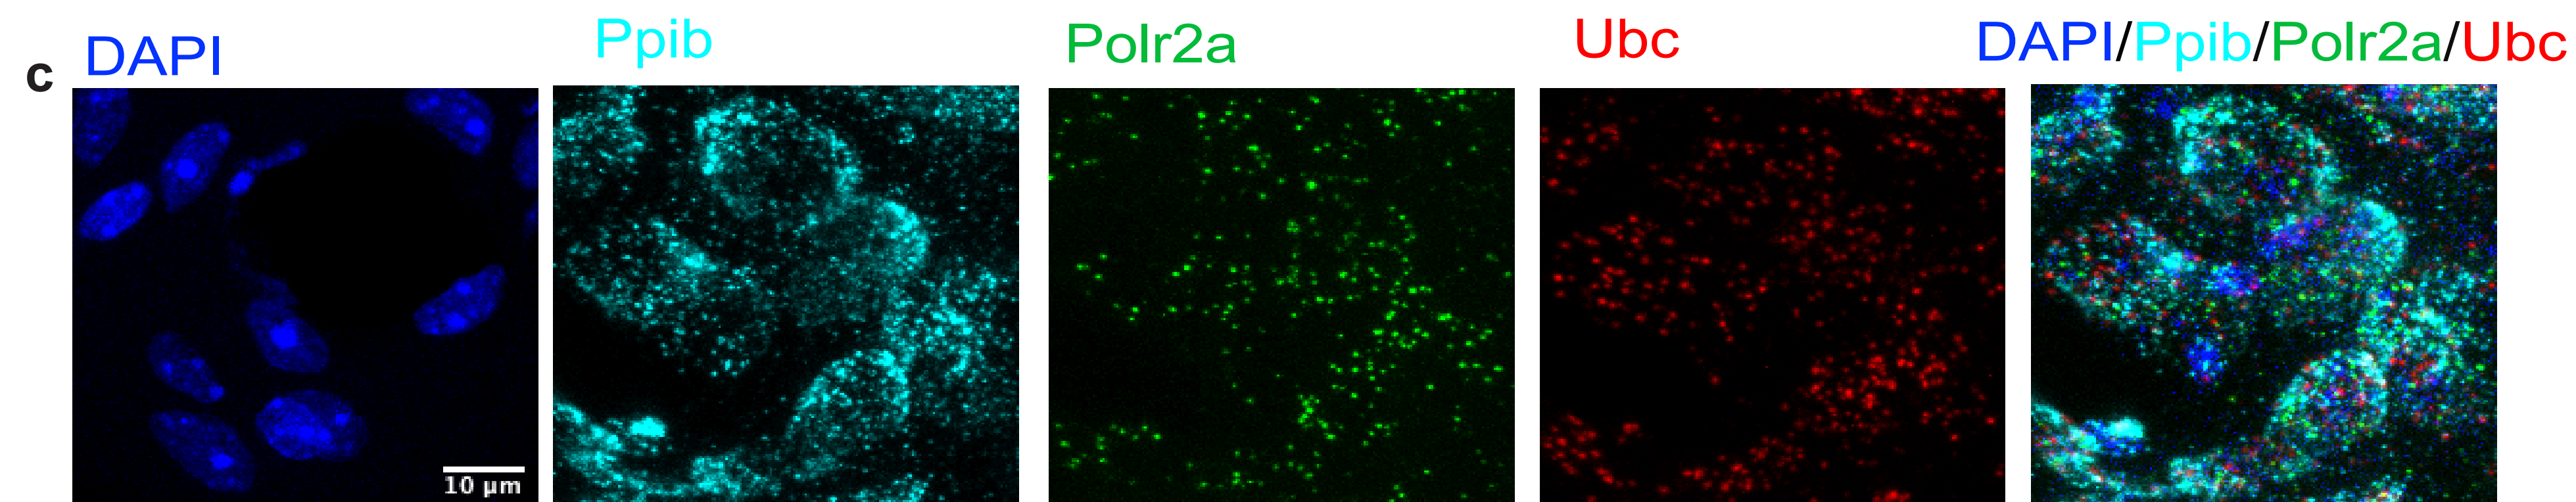

Positive Control

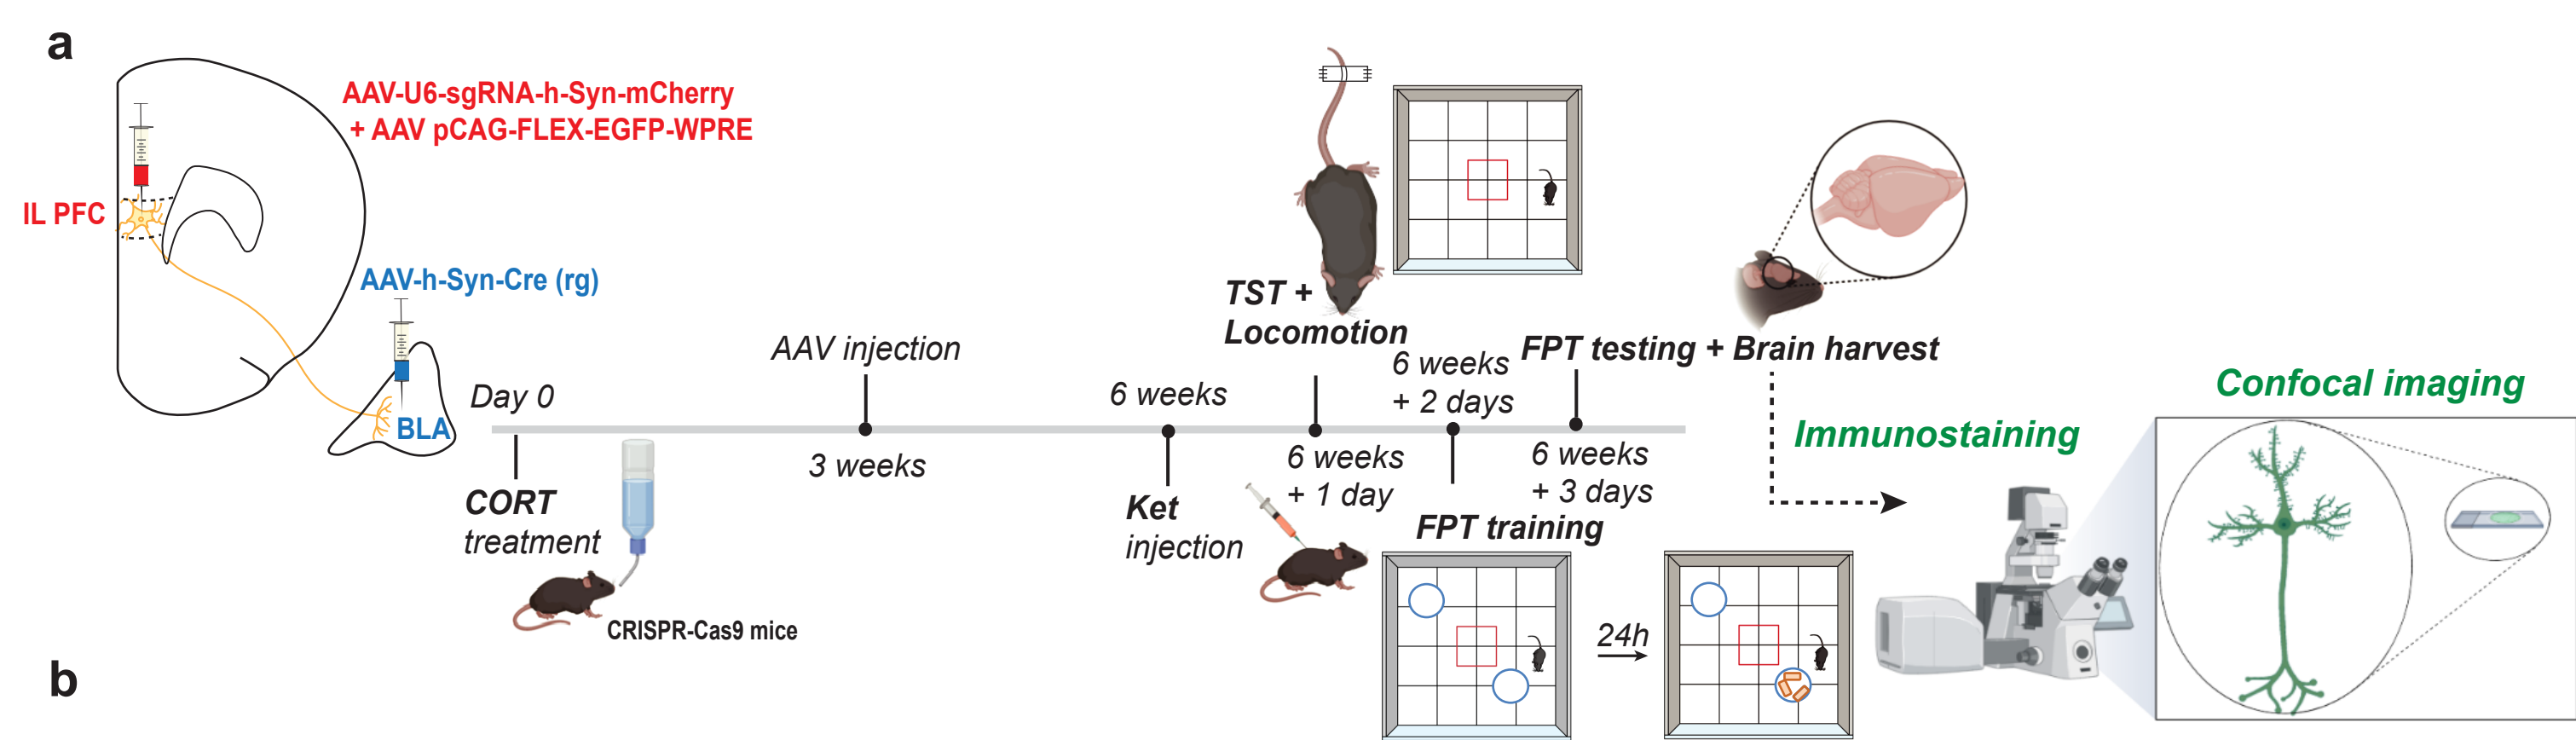

**b**

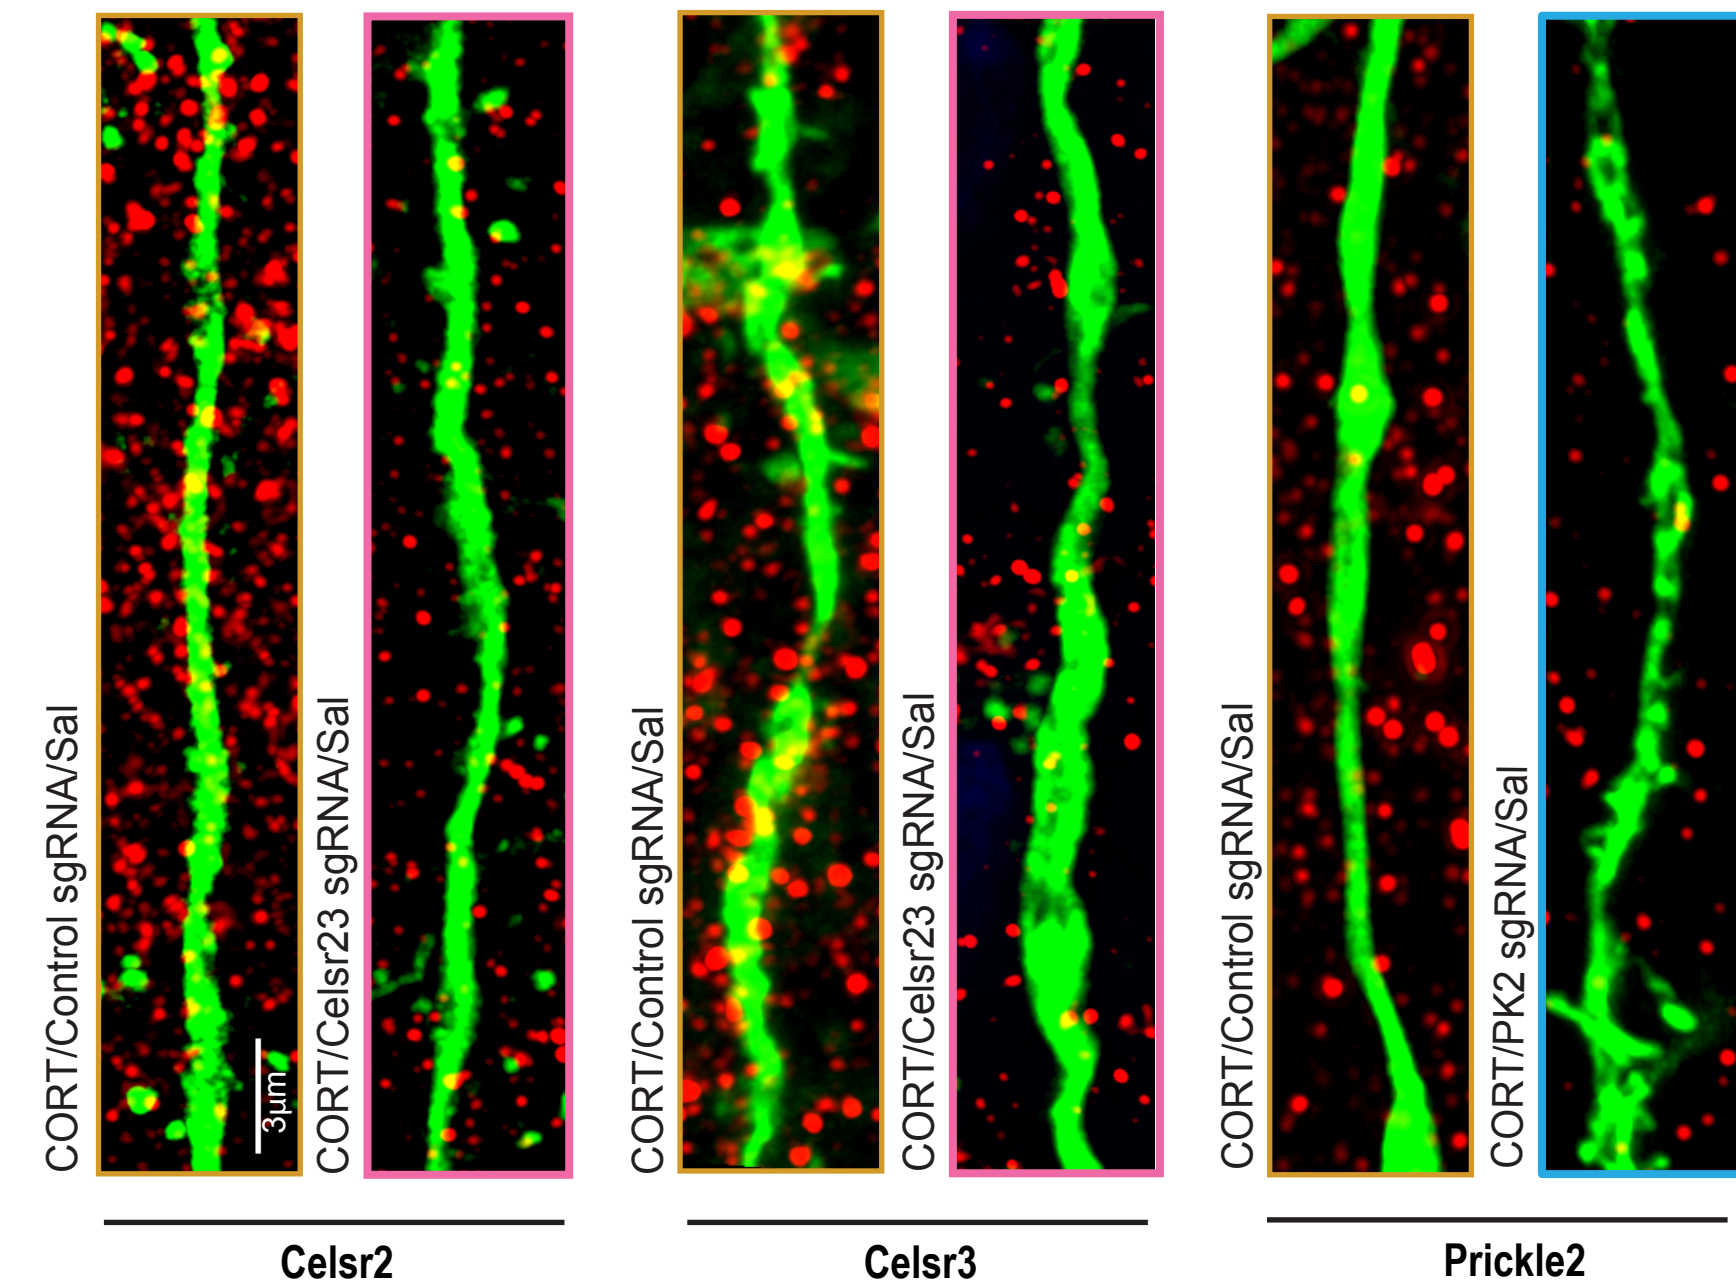

**c**

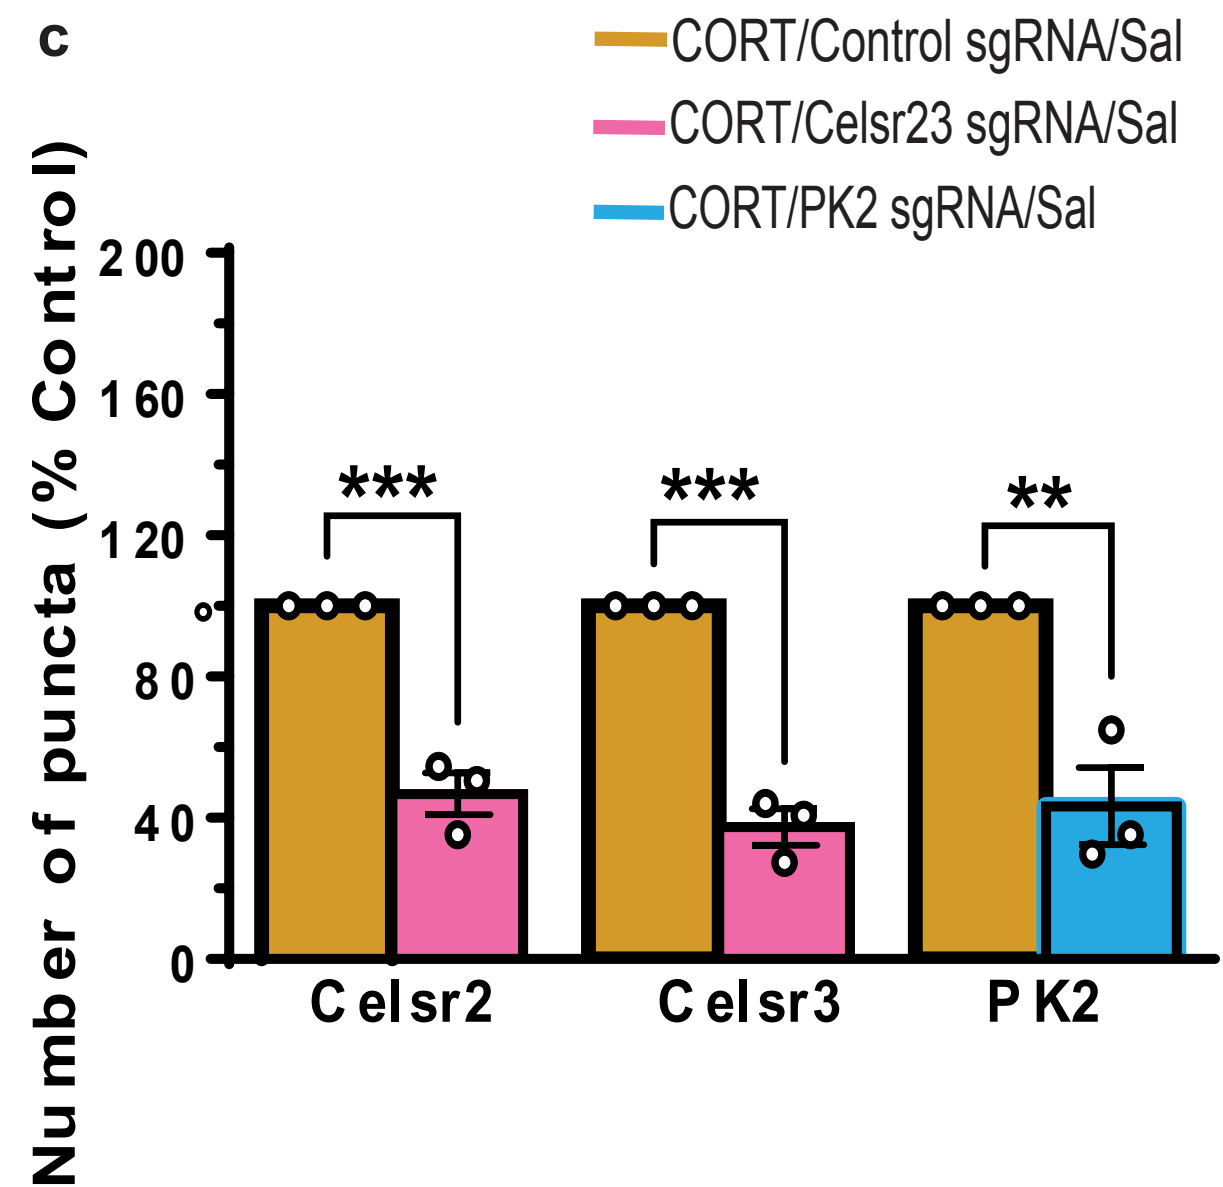

**a** AAV-U6-sgRNA-h-Syn-mCherry  
+ AAV pCAG-FLEX-EGFP-WPRE

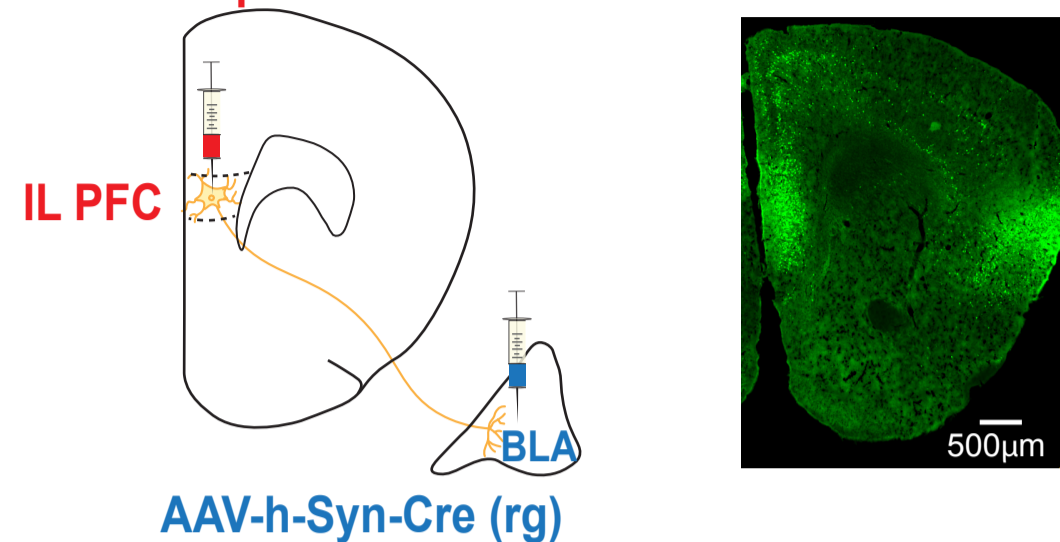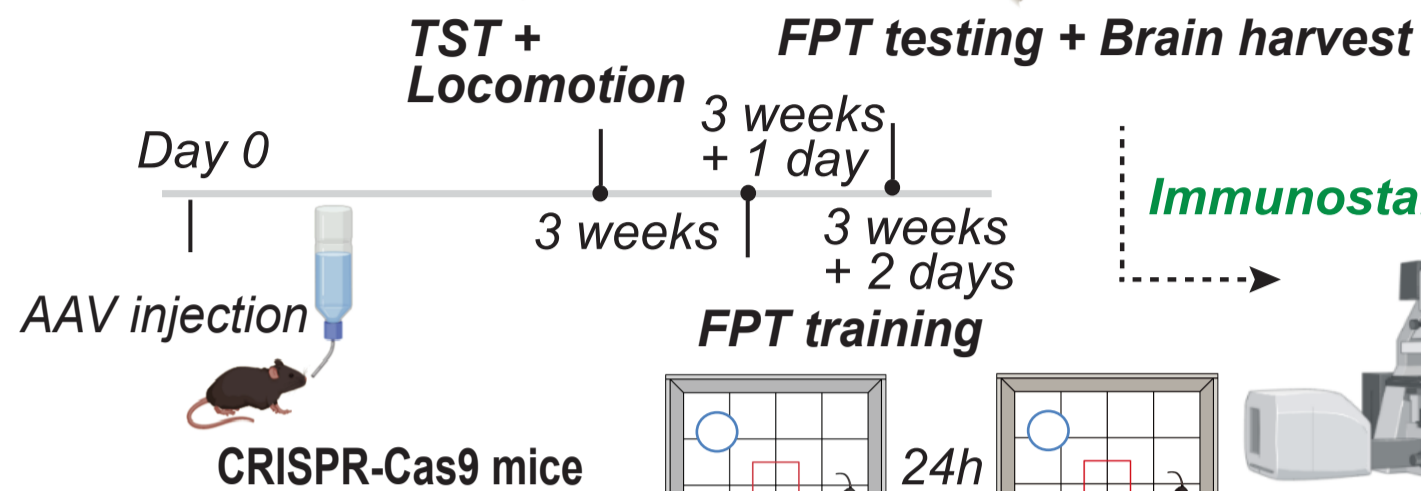

**b** — Control sgRNA — Celsr23 sgRNA — PK2 sgRNA

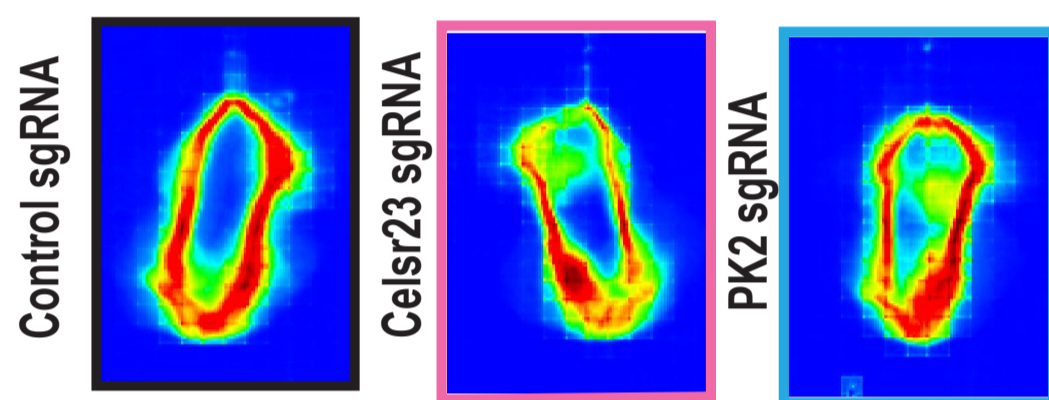

**d** — Control sgRNA — Celsr23 sgRNA — PK2 sgRNA

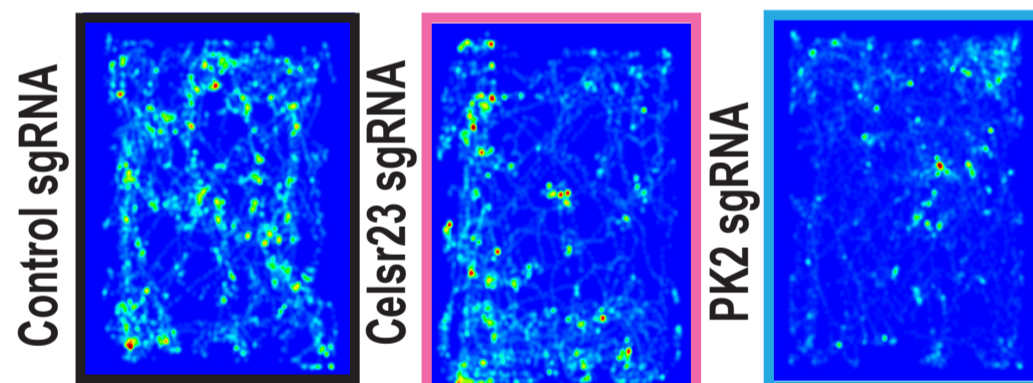

**e** — Control sgRNA — Celsr23 sgRNA — PK2 sgRNA

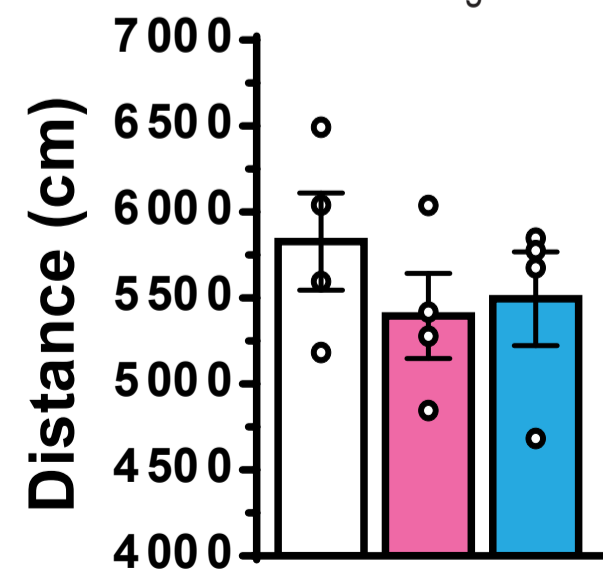

**f**

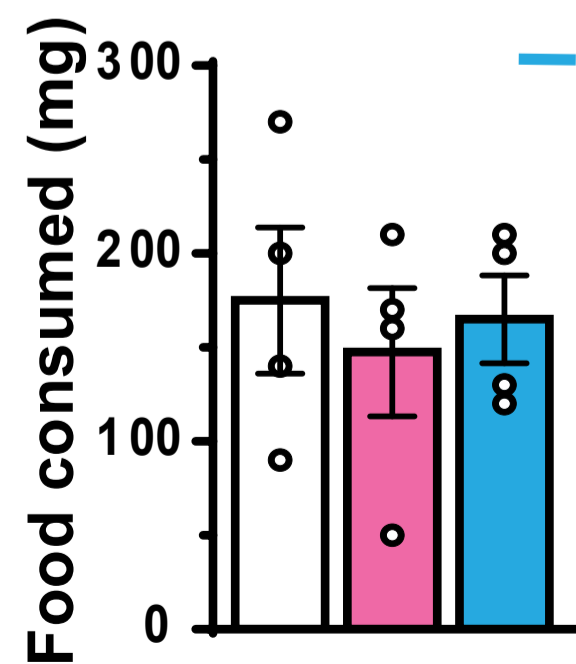

**c**

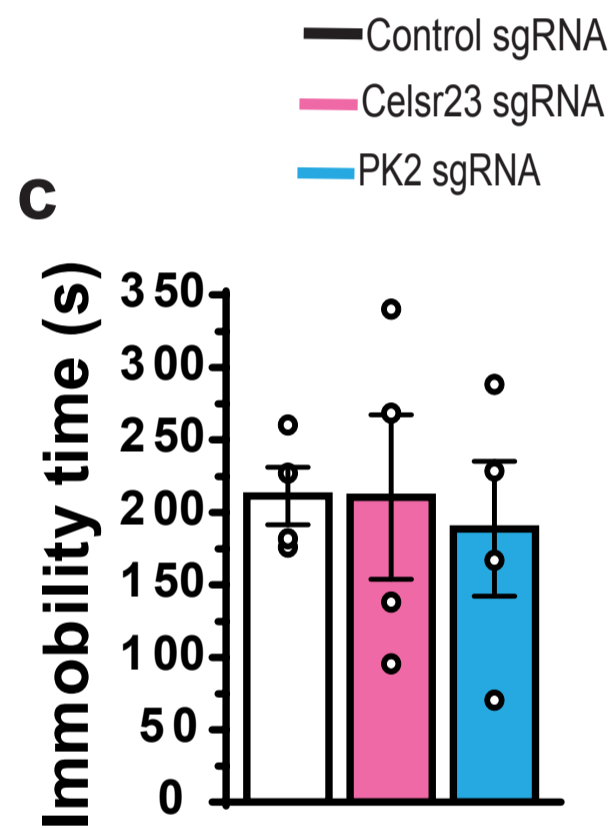

**g**

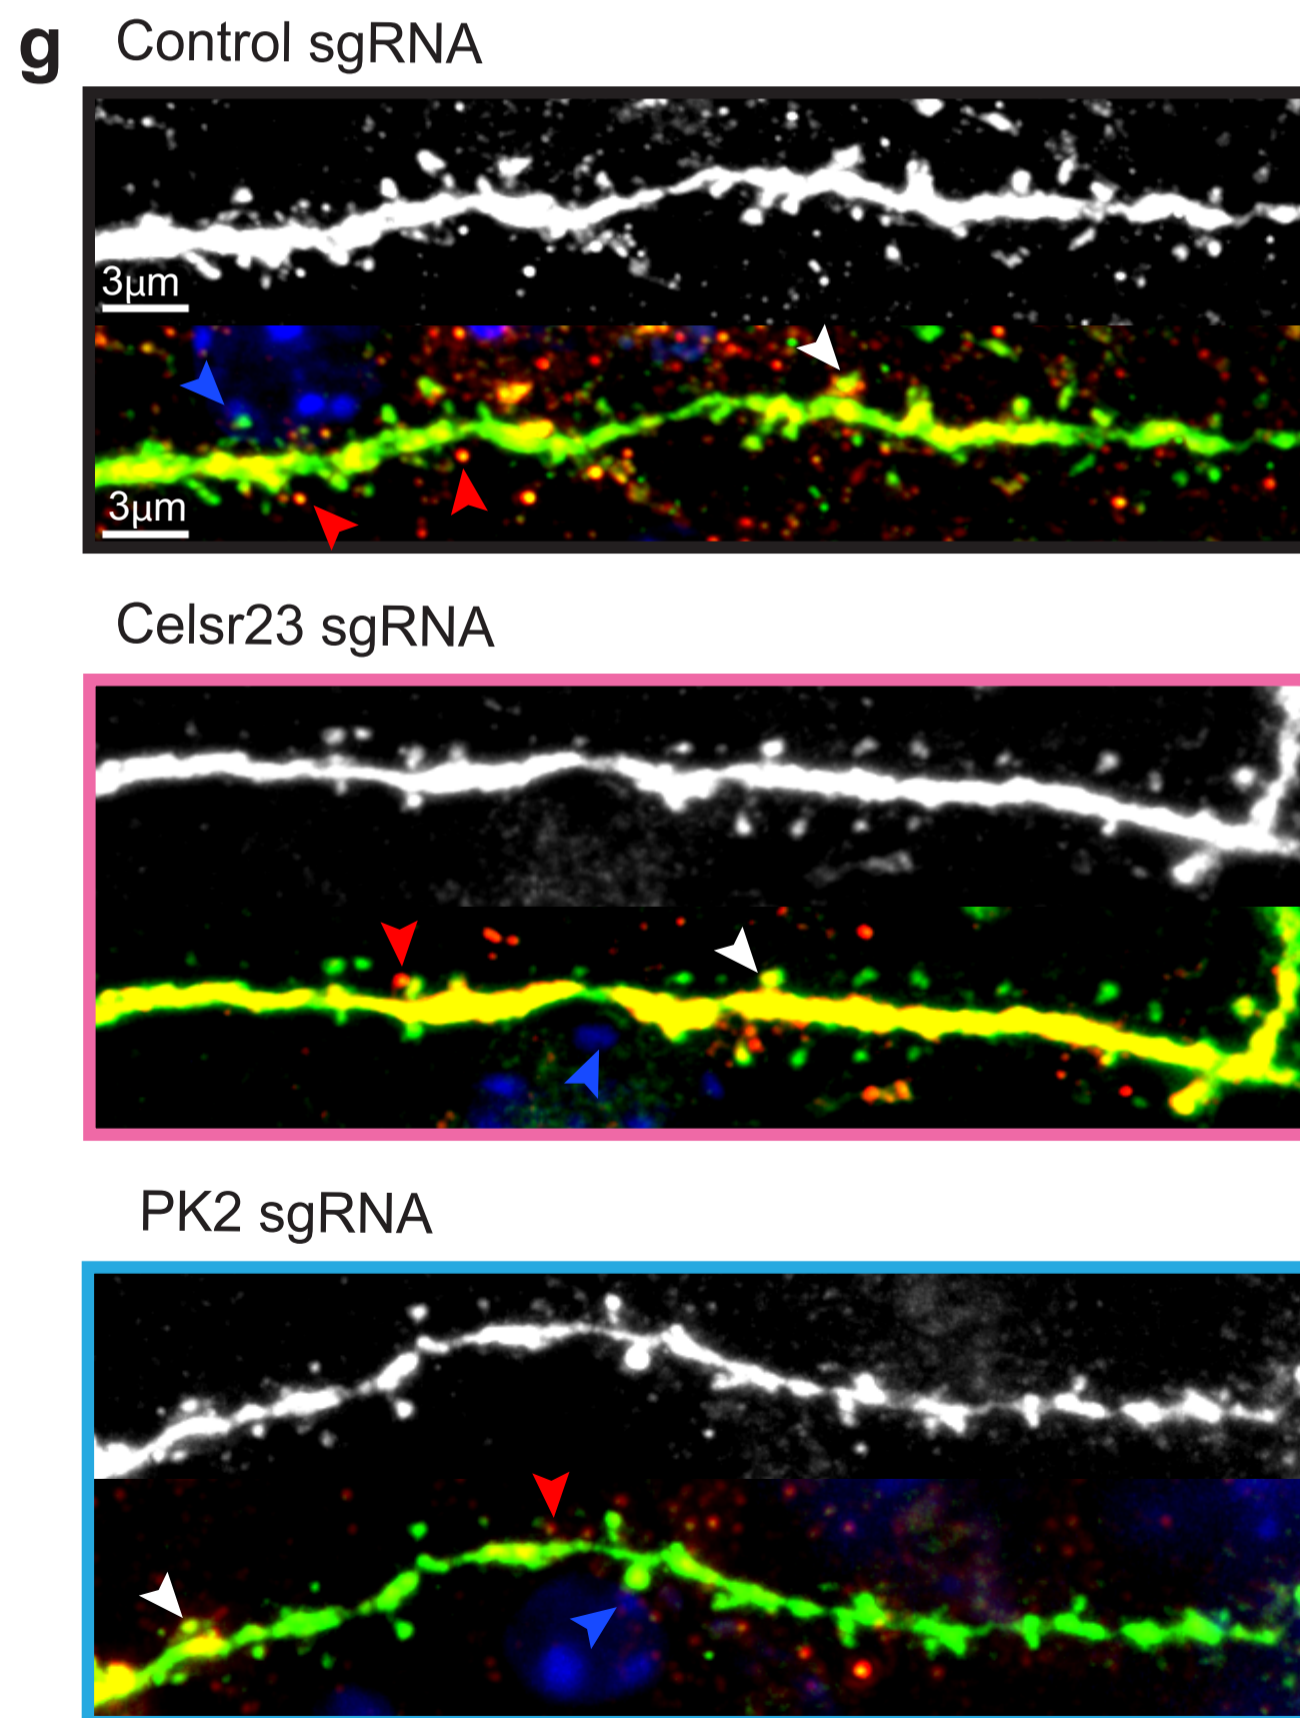

**h**

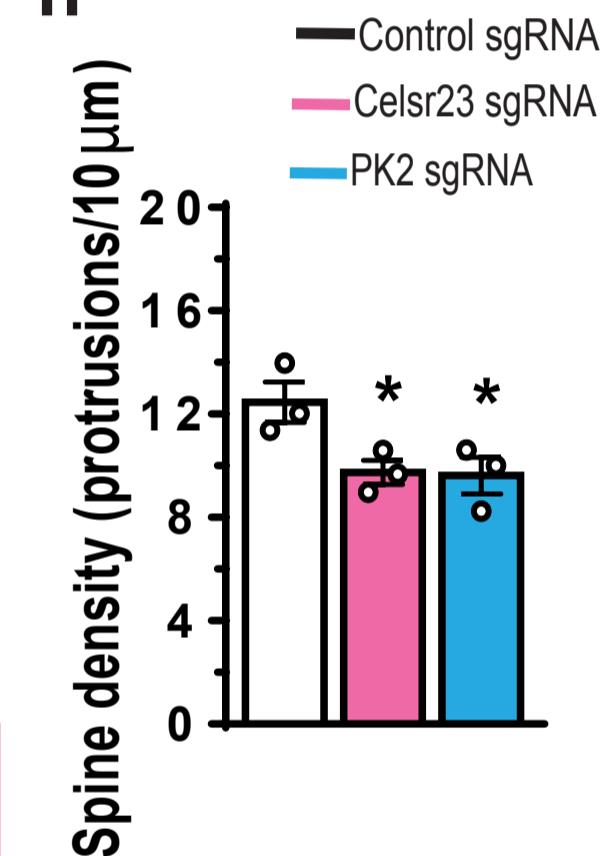

**i**

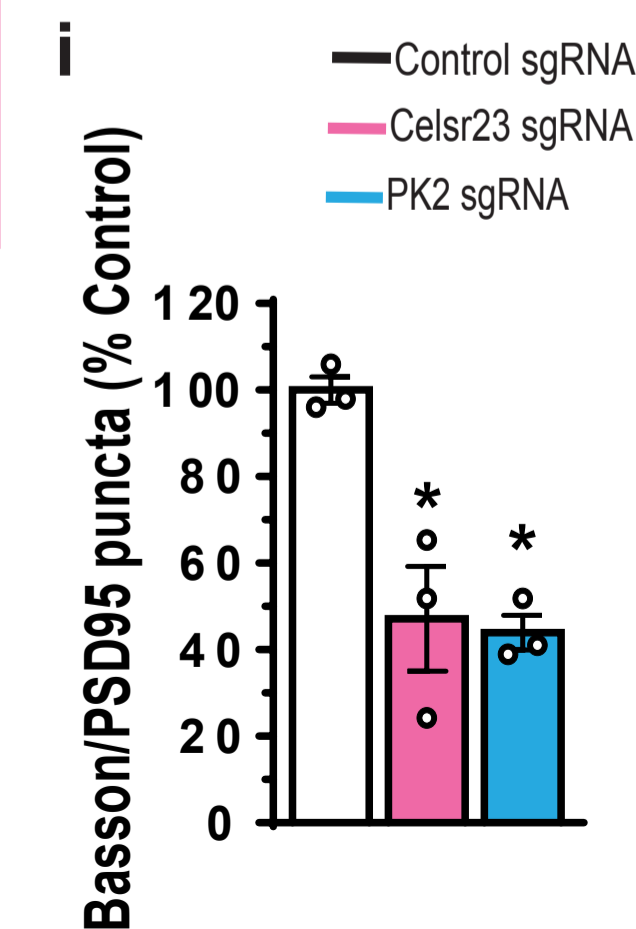

**a**

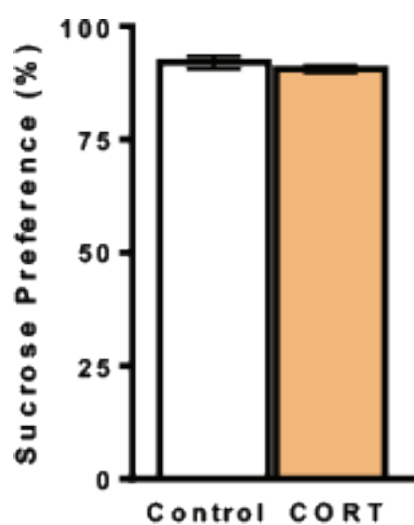

**b**

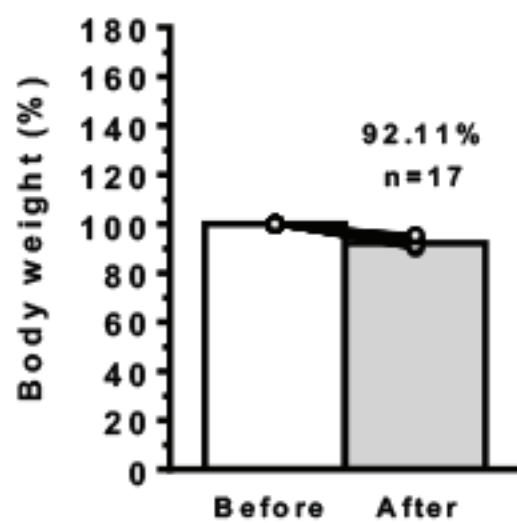

GFP

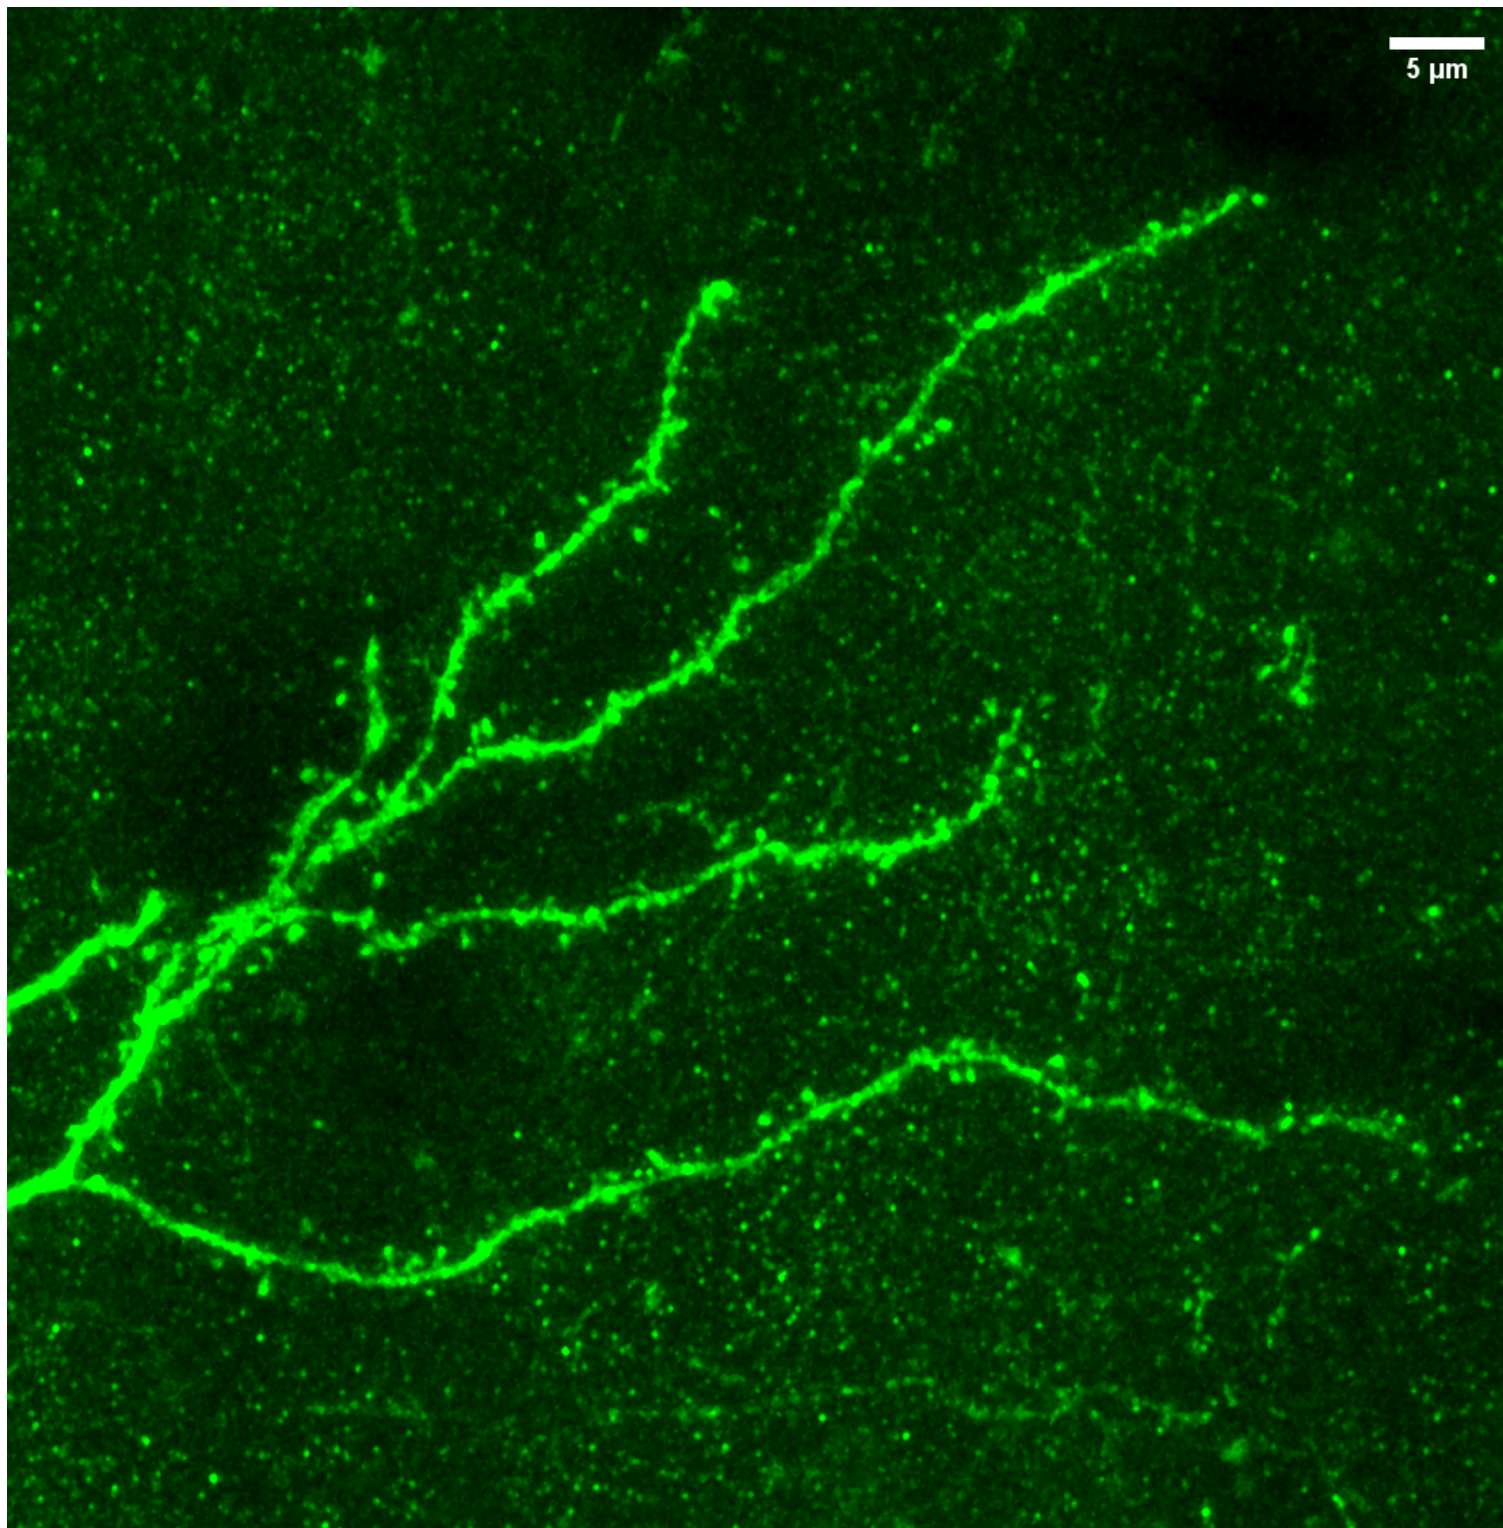

Basson

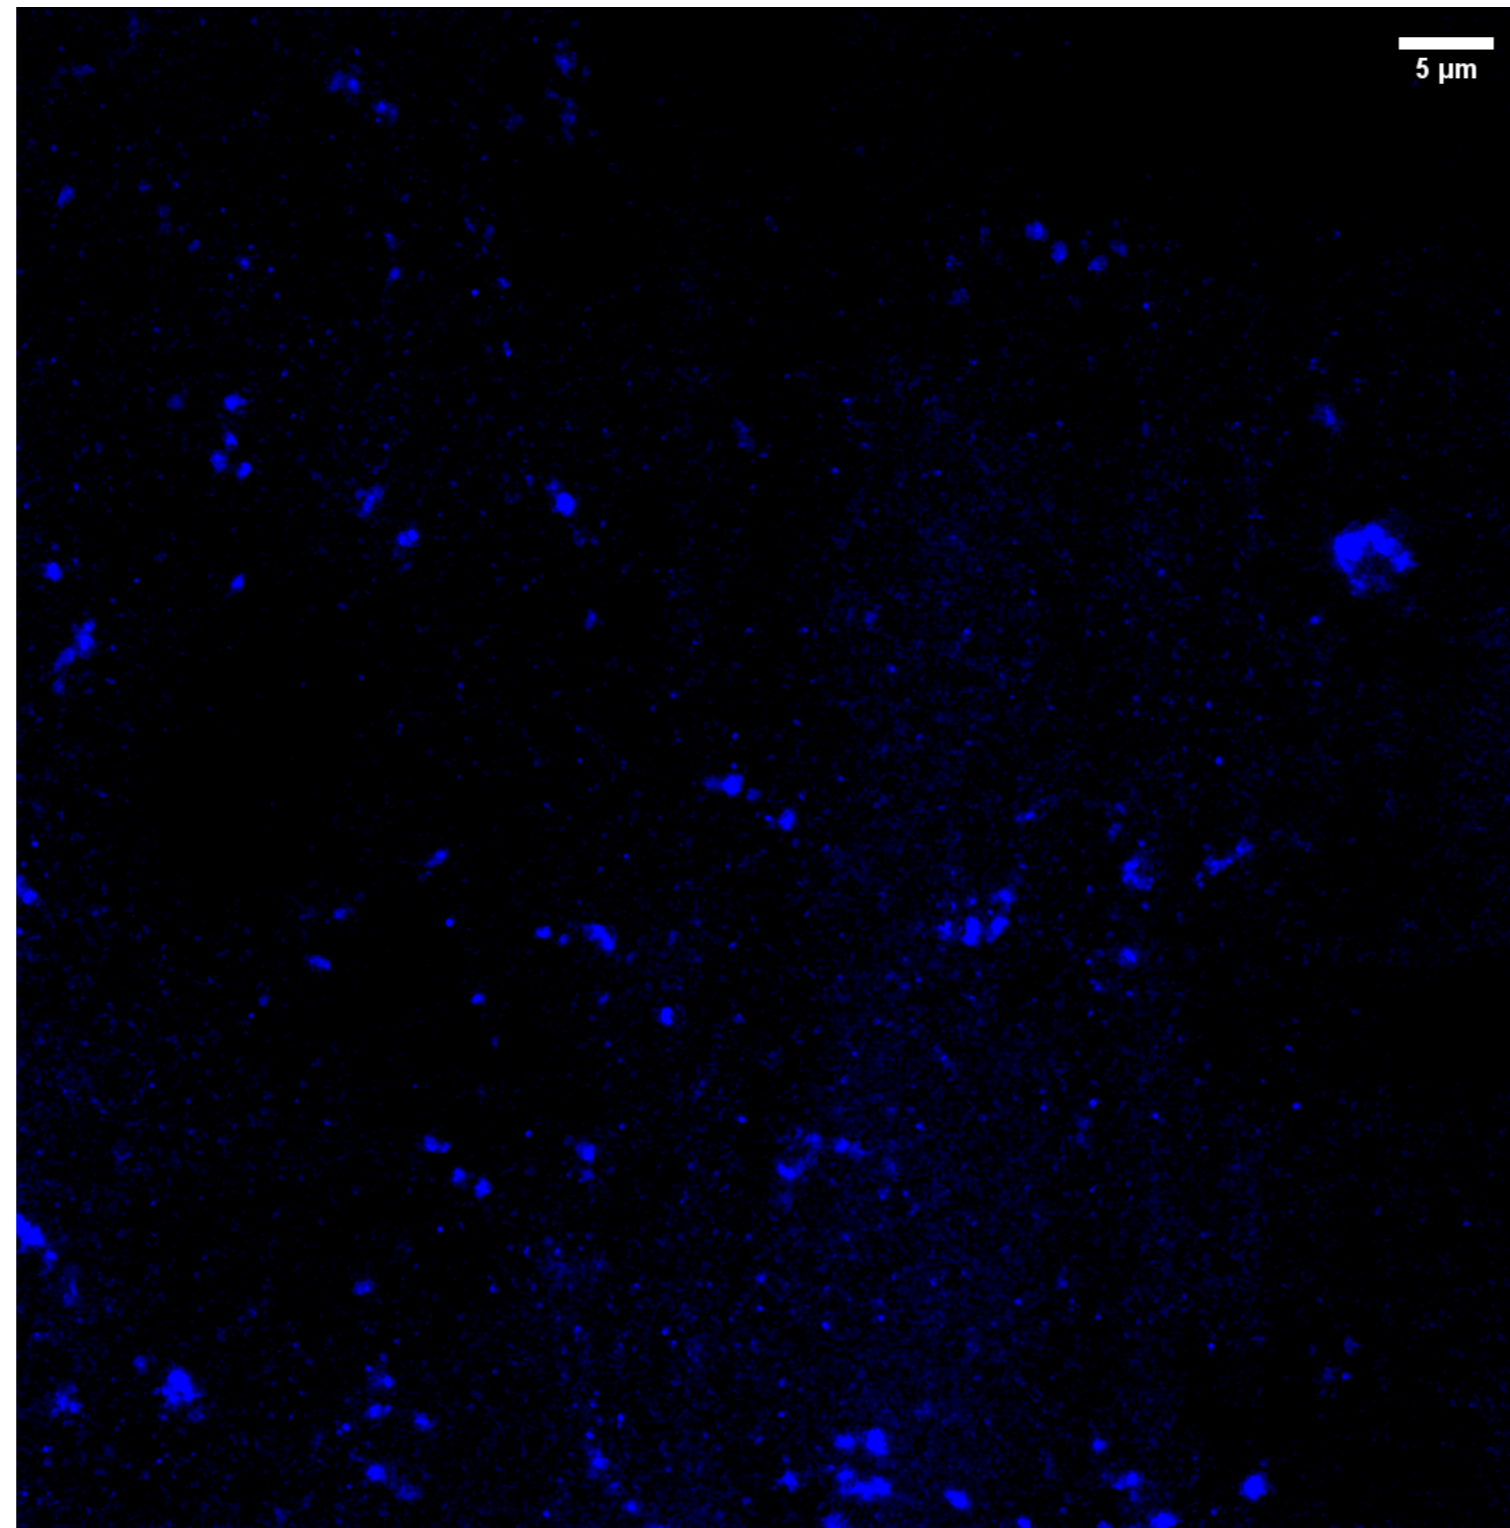

PSD95

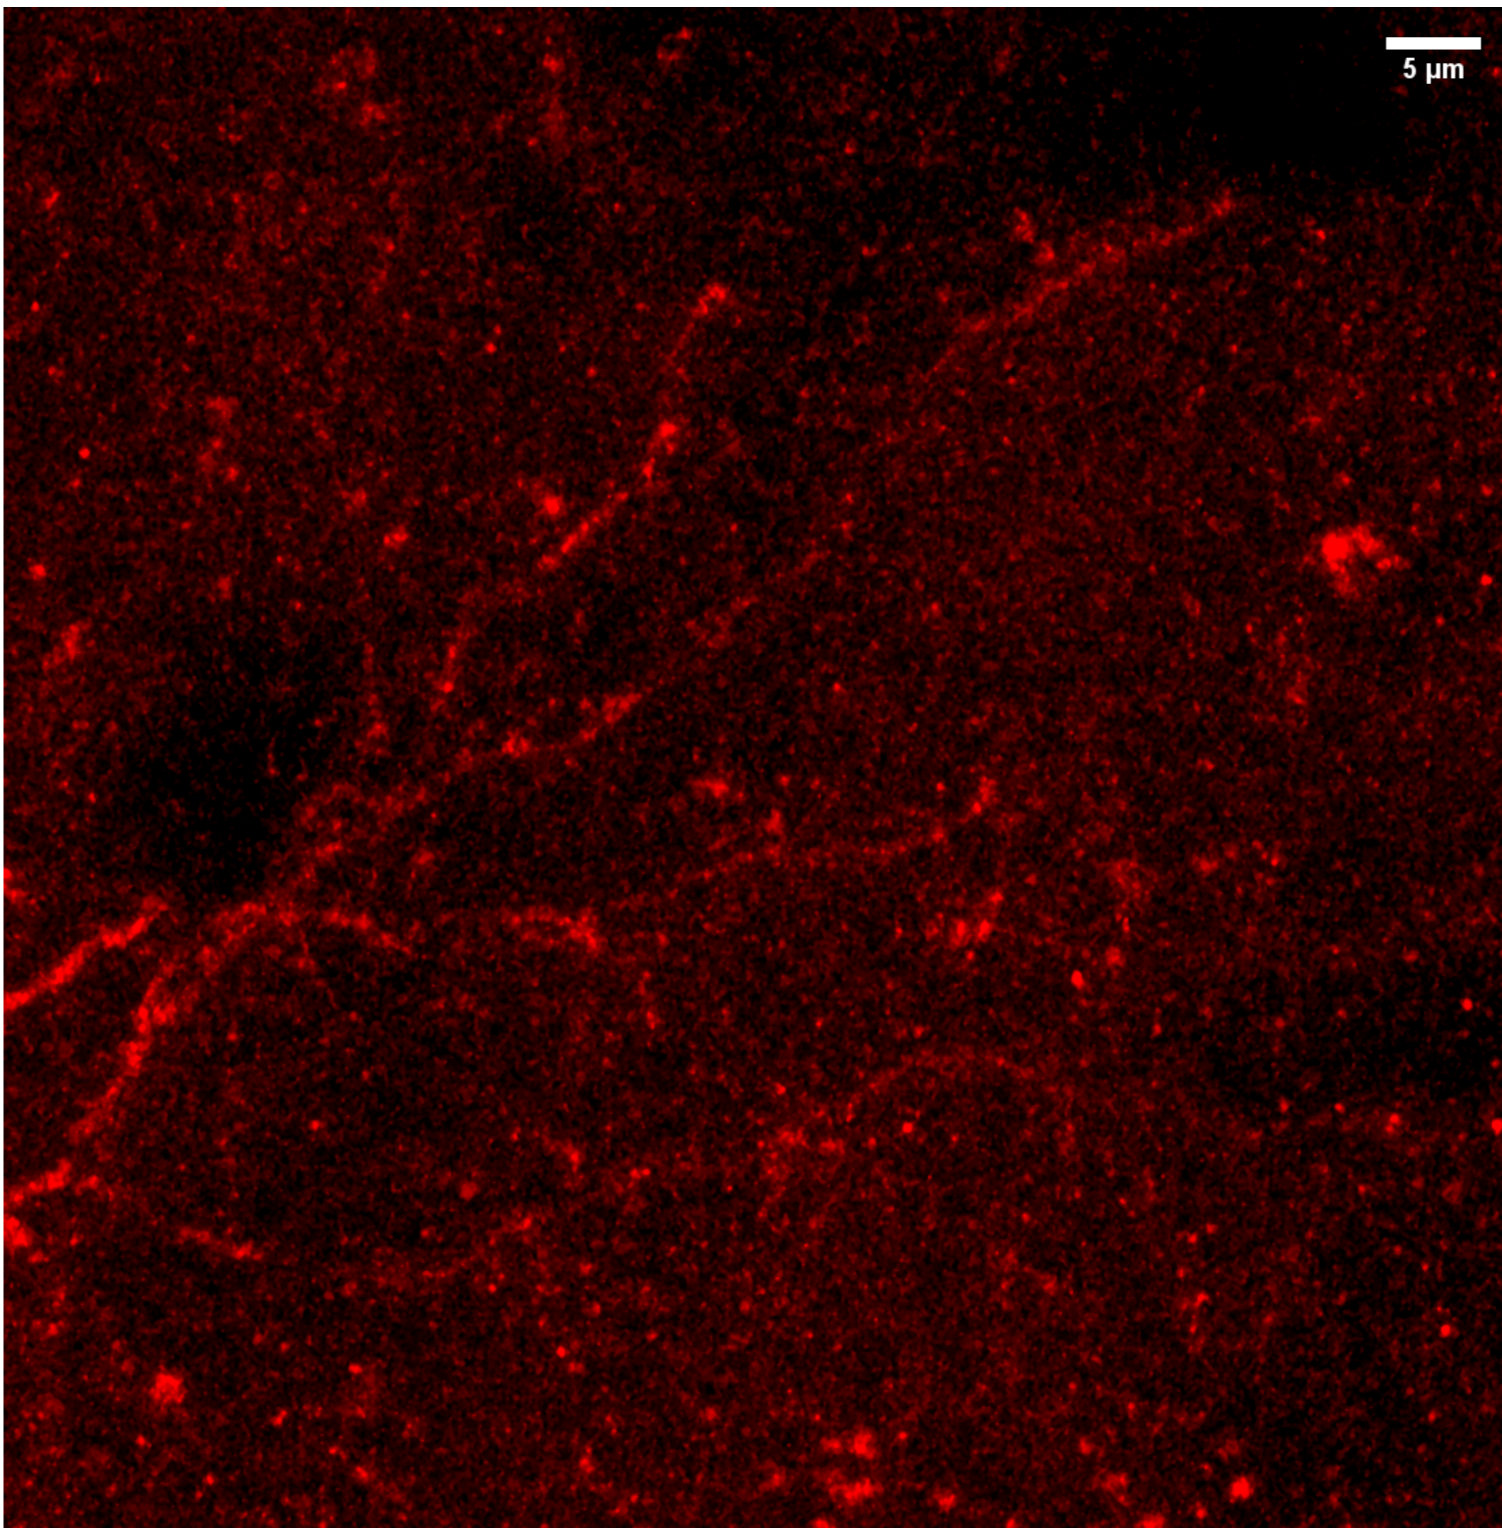

GFP/Basson/PSD95

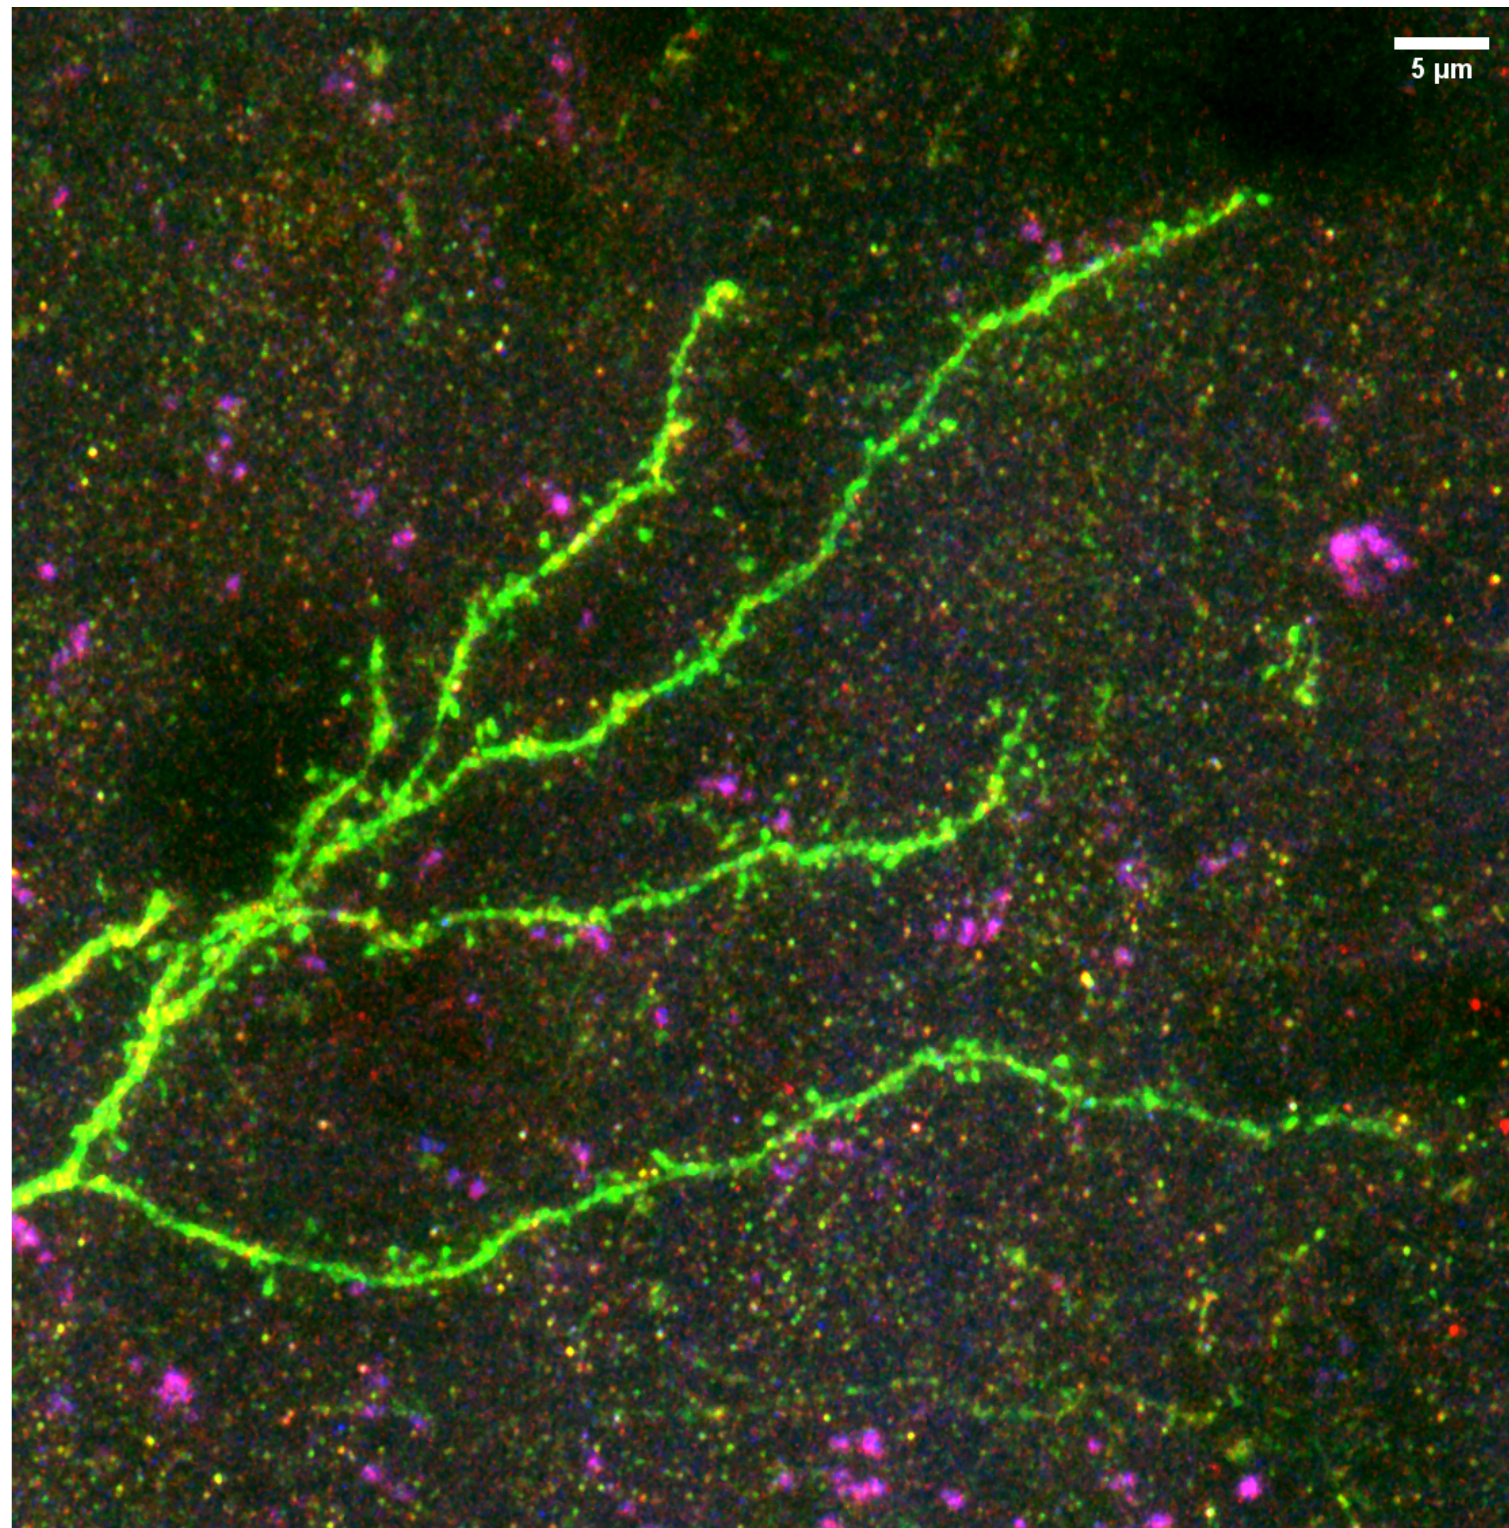

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Planar cell polarity proteins mediate ketamine-induced restoration of glutamatergic synapses in prefrontal cortical neurons in a mouse model for chronic stress
**Source:** Nat Commun. 2024 Jun 10;15:4945. doi: 10.1038/s41467-024-48257-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Information

### **Description of Additional Supplementary Information**

**File Name:** Supplementary Movie. S1.

**Description:** Three-Dimensional view of dendritic spines of a BLA-projecting

731 IL PFC neuron. Neuron and dendritic spines labeled with GFP. Magnification  $\times 63$ . green, GFP.

# Supplementary material for: Planar cell polarity proteins mediate ketamine-induced restoration of glutamatergic synapses in prefrontal cortical neurons in a mouse model for chronic stress
**Source:** Nat Commun. 2024 Jun 10;15:4945. doi: 10.1038/s41467-024-48257-6
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Available in the repository:  
Data analysis  
To review GEO accession GSE191016:  
Go to <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE191016>  
Enter token shipaqqernanbih into the box

Data analysis

Available in the repository:  
Data analysis  
To review GEO accession GSE191016:  
Go to <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE191016>  
Enter token shipaqqernanbih into the box

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data generated or analysed during this study are included in this published article (and its supplementary information files).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

In our experiments, a small sample size of each experimental group was used to detect potential effects, for example: a difference of 60 seconds between groups in the Tail Suspension Test in mice, with 80% power. The estimated number of mice was calculated in accordance with the method described in the following book "Biostatistics: A Foundation for Analysis in the Health Sciences, 9th Edition by Wayne W. Daniel. John Wiley & Sons, New York, 2009). This assumes a t-test with a 0.05 significance level. This estimated difference in the immobility-time is based on a previous study by our group (Freitas, A. E. et al. Agmatine, by Improving Neuroplasticity Markers and Inducing Nrf2, Prevents Corticosterone-Induced Depressive-Like Behavior in Mice. Mol Neurobiol 53, 3030-3045, doi:10.1007/s12035-015-9182-6 (2016), in which we observed a 60 seconds difference between the antidepressant treatment and vehicle (control), as well as, a standard deviation of around 30 seconds.

Data exclusions

Mice with optic fiber cannulas displaced were excluded from the analysis.

Replication

Yes, our data were verified regarding reproducibility at least twice and all attempts to reproduce them were successful.

Randomization

Samples were allocated in experimental groups randomly.

Blinding

All data acquisition and analyses were performed by experienced researchers blinded to the experimental conditions.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

- |                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

- |                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

All antibodies used, including company name and catalog number are provided in the manuscript. Primary antibodies chicken anti-GFP (1:1000; Stock #ab13970; Abcam, Boston, MA), guinea pig anti-Bassoon (presynaptic marker, 1:500; Stock #141004; Synaptic Systems, Goettingen, Germany), goat anti-PSD-95 (postsynaptic marker, 1:250; Stock #ab12093; Abcam, Boston, MA), mouse anti-Iba-1 (microglia marker, 1:500; Stock #MA5-27726; Invitrogen, Waltham, Massachusetts, USA), rabbit IL-1 $\beta$  (proinflammatory cytokine, 1:500; Stock #PA5-105048; Invitrogen, Waltham, Massachusetts, USA), and rabbit anti-NF- $\kappa$ B (transcription factor that regulates inflammatory responses, 1:500; Stock #51-0500; Invitrogen, Waltham, Massachusetts, USA).

Fluorochrome-conjugated secondary antibodies Alexa 488 anti-chicken (1:400; Stock #ab150173; Abcam, Boston, MA), Alexa 647 anti-guinea pig (1:400; Stock #706-605-148; Jackson ImmunoResearch, West Grove, PA), and Alexa 405 anti-goat (1:400; Stock #ab175667; Abcam, Boston, MA).

## Validation

All primary antibodies used were validated, as stated on manufacturer websites:

1. Chicken anti-GFP (1:1000; Stock #ab13970; Abcam, Boston, MA):  
<https://www.abcam.com/products/primary-antibodies/gfp-antibody-ab13970.html?productWallTab=ShowAll>
2. Guinea pig anti-Bassoon (presynaptic marker, 1:500; Stock #141004; Synaptic Systems, Goettingen, Germany):  
<https://www.sysy.com/product/141318>
3. Goat anti-PSD-95 (postsynaptic marker, 1:250; Stock #ab12093; Abcam, Boston, MA):  
<https://www.abcam.com/products/primary-antibodies/psd95-antibody-synaptic-marker-ab18258.html?productWallTab=ShowAll>
4. Mouse anti-Iba-1 (microglia marker, 1:500; Stock #MA5-27726; Invitrogen, Waltham, Massachusetts, USA):  
<https://www.thermofisher.com/antibody/product/IBA1-Antibody-clone-GT10312-Monoclonal/MA5-27726>
5. Rabbit anti-IL-1 $\beta$  (proinflammatory cytokine, 1:500; Stock #PA5-105048; Invitrogen, Waltham, Massachusetts, USA):  
<https://www.thermofisher.com/antibody/product/IL-1-beta-Cleaved-Asp116-Antibody-Polyclonal/PA5-105048>
6. Rabbit anti-NF- $\kappa$ B (transcription factor that regulates inflammatory responses, 1:500; Stock #51-0500; Invitrogen, Waltham, Massachusetts, USA): <https://www.thermofisher.com/antibody/product/NFkB-p65-Antibody-Polyclonal/51-0500>

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

Authentication

Mycoplasma contamination

Commonly misidentified lines  
(See [ICLAC](#) register)

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

No different between sex has been identified.

Wild animals

Field-collected samples

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

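Single-cell libraries of the BLA from 10 male mice were analysed, 1 library per mouse: BCD/Sal (mice 9901 and 9947), BCD/Ket (9946, 9949 and 9986), CORT/Sal (9969 and 9970) and CORT/Ket (9967, 9968 and 9971). By the paper, corticosterone was given at 35 µg/ml in the drinking water for 6 weeks and ketamine at 10 mg/kg 24 h before the tissue was taken. The values deposited by the authors are raw UMI counts per gene and barcode, made with Cell Ranger 3.0.2 (per the file headers) from 10x Chromium libraries. The paper states alignment to mm9, and the gene identifiers go beyond an mm9 annotation, so the annotation the authors counted on is not settled. Coordinates were taken from GENCODE M1 on NCBIM37 by Ensembl identifier and exist for 128 of the 129 listed genes. No batch is named in the labels or the paper.

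Barcodes with at most 12.5% mitochondrial UMIs, the limit of the paper, and at least 200 detected genes were kept. The paper's text gives no number for the minimum of genes, and 200 was taken as a common choice. No doublets were removed. Counts were scaled to 10000 per barcode and log-transformed, and 2000 variable genes, 30 principal components, 20 neighbours and Leiden clustering at resolution 0.8 (seed 1) were used, with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, leidenalg 0.10.2 and scikit-learn 1.9.0. Figures were drawn with matplotlib 3.10.9. Genes to be tested were left out of the clustering so that the clusters did not depend on them. A cluster was named when at least 3 markers of 1 class were among its 50 leading genes, ranked by fold change among genes detected in at least 10% of its barcodes. Clusters with over 90% of barcodes from 1 library were left out of the reference for these folds, a rule set after the clusters were seen. The marker lists, comparisons, tests and most alternatives were chosen before the data were examined.

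Counts were summed per library and class, for libraries with at least 10 cells of the class. A class was tested where both groups of a contrast had at least 2 such libraries. The sums were analysed with edgeR 4.0.16 (TMM factors, filterByExpr, quasi-likelihood test, robust) in 1 fit of all groups, with limma 3.58.1 for gene sets (fry, and camera as the alternative) and DESeq2 1.42.0 as the alternative test, in R 4.3.3. The threshold was an adjusted p of 0.05 (Benjamini-Hochberg). Contrasts were CORT/Sal against BCD/Sal, CORT/Ket against CORT/Sal, BCD/Ket against BCD/Sal and the difference of the ketamine effects. The fit was tested on simulated counts at the depth of each class, with 200 genes changed 4-fold and a dispersion of 0.1. It recovered 12.5%, 33.5% and 47% of them in excitatory neurons, 0.5%, 11% and 25% in endothelial cells (in the order of the first 3 contrasts), and in BCD/Ket against BCD/Sal 51% in inhibitory neurons, 1% in astrocytes and 43.5% in oligodendrocytes. In other immune cells the recovery was 36.5% for CORT/Ket against CORT/Sal. Counting error of single values is given as an exact Poisson interval of 95%.

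Pathway strengths followed the mass-action form of CellChat with its constant of 0.5, on ligand-receptor lists written by hand, since CellChat and its database were not used here. Group means were compared by exact permutation tests. The number of pathways that went both ways, and the correlation of effects across genes (log2 CPM with a prior count of 2), were compared with all 210 assignments of the 7 libraries to the 3 groups. Gene lists for PCP, glucocorticoid response, dissociation, inflammation, sex and the pathways were written by hand. Every gene of these lists could be named in the text. In addition, for each class and contrast, the 3 genes with the largest change were named among those past the threshold whose libraries did not overlap between the groups.

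The alternatives were edgeR's RLE factors, DESeq2, no filter on low counts, only the groups of a contrast in the fit, at least 500 or 1000 genes, at most 5% or 25% mitochondrial UMIs, removal of the highest Scrublet scores (0.8% per 1000 barcodes), at least 30 cells of a class, Leiden resolutions of 0.4 and 1.2, tested genes kept in the clustering, inhibitory neurons without the cluster led by striatal genes, other averages of expression for the pathways, pooled cells, a prior count of 10, genes with a mean log2 CPM above 6, and each library left out in turn where 2 libraries of each group remained for the test, which excludes the saline libraries of a tested contrast. Some leading genes of the clusters are not reported here. The mPFC libraries, the human data, the staining and the behaviour were not analysed here, and the GO analyses were not repeated because the brain region behind them is not named in the text. Microglia and oligodendrocyte precursor cells were not tested for changed genes, since CORT/Sal and BCD/Sal each had 1 library with at least 10 such cells.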

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

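The tests of mixed droplets, of 1 neuron type, of few cells, of few UMIs in endothelial cells, of glucocorticoid-responsive genes and of neuronal RNA were chosen only after the result was seen. Over 16 measures of the libraries, 5 of 32 extremes lay farther from the nearest library than Dixon's limit for 10 libraries, and chance picks out about 1 in 20 groups.

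CORT/Sal mouse 9970 lay far from the other libraries in 3 measures. Its median mitochondrial share was 3.22%, 97.1% of its barcodes were kept, and 97.9% of its kept barcodes were in the unnamed cluster. Several explanations were tested. Nuclei in place of cells would raise the share of Malat1, which was 2.50% of non-mitochondrial UMIs, within the 1.69% to 7.89% of the other libraries, and this argues against nuclei. Cells of 1 neuron type would carry markers of few classes. At 1000 UMIs, 91.0% of the barcodes in this cluster carried markers of at least 4 of 6 classes, against 0% to 13.6% in 40 populations of the other libraries, which argues against 1 neuron type. A candidate explanation is that these droplets held a like mixture of free RNA of the tissue. The median variance of a gene over that of random draws from 1 profile was 0.998 in this cluster, against 1.04 to 1.39 in the 40 other populations. The profile of the cluster correlated with that of the barcodes above the mitochondrial limit in the other libraries at r = 0.944 over 12242 genes, with excitatory neurons at 0.837 and with all kept barcodes at 0.813. The low mitochondrial share of this library is not explained by that mixture, and no test of it was made. Corticosterone cannot be excluded as a part of the difference by these tests, but the other CORT/Sal library, of mouse 9969, kept 22.4% of its barcodes.

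Inhibitory neurons made up 28.8% of the kept barcodes of BCD/Sal mouse 9947 (exact 95% interval 23.3% to 34.8%), against 4.87% in the other BCD/Sal library. Oligodendrocytes made up 24.7% of those of BCD/Ket mouse 9946 (20.3% to 29.4%), against 6.81% and 6.78% in the other 2 BCD/Ket libraries. The 2 libraries had few kept barcodes, 250 and 361. Not every other class was higher in them: astrocytes made up 5.60% in mouse 9947, against 20.2% in the other BCD/Sal library, and 7.48% in mouse 9946, against 28.9% and 23.5% in the other BCD/Ket libraries. Oligodendrocyte precursor cells made up 0.277%, 0% and 2.96% of the kept barcodes of mice 9946, 9947 and 9967, and at least 6.12% in the 6 libraries other than these and that of mouse 9970. Microglia made up 0%, 0% and 2.22% of the kept barcodes of mice 9946, 9947 and 9967, and at least 12.8% in the same 6 libraries. Few cells do not account for the missing microglia: at 12.8%, 95.4 microglia would be among the 746 kept barcodes of these 3 libraries, and 3 were seen (chance 9.91e-40 by a binomial count that takes barcodes as independent). The mitochondrial filter did not hide them either, and neither was tested for the precursor cells. At most 0.207% of the barcodes above the limit in these 3 libraries had 5 microglial UMIs, against 1.52% to 3.21% in the other 6. The 3 libraries belong to 3 treatment groups, so the treatments do not part them from the others. A difference in dissection, dissociation or sorting was not tested, and no biological explanation was tested.

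In endothelial cells, 6 of 6456 genes outside those the paper discusses passed the threshold between CORT/Sal and BCD/Sal (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1 higher and 5 lower, with 418 at an unadjusted p under 0.05. By the rule for named genes these were Bc1 (log2 fold change -3.26, standard error 0.78, adjusted p = 0.0326), Celf2 (-3.10, 0.70, adjusted p = 0.0190) and Hlf (-2.80, 0.61, adjusted p = 0.0167), each lower in 2 of 2 CORT/Sal libraries than in both BCD/Sal libraries. In mouse 9970 each had 0 of 3411 UMIs, where 1 UMI would be 293 CPM, so the difference rests on mouse 9969 alone. Dbp and Tef (lower in the fit) and Cytl1 (higher) were the other 3, named after their values were seen. The libraries overlap for Dbp, with 12.2 and 293 CPM in CORT/Sal (mice 9969 and 9970) and 165 and 0 CPM in BCD/Sal, and its mean was higher in CORT/Sal (152.7 against 82.7 CPM) because of 1 UMI in mouse 9970. Celf2 (ENSMUSG00000002107) lies on chromosome 2 of NCBIM37 from 6460751 to 7002348, and Hlf (ENSMUSG00000003949) on chromosome 11 from 90197849 to 90252231. Endothelial cells of mouse 9970 numbered 11, and DESeq2 called 0 genes in this comparison. Bc1, a neuronal transcript, had 109 and 56.1 CPM in BCD/Sal and 9.72 and 0 in CORT/Sal, and neuronal transcripts together had 2829 and 702 CPM in BCD/Sal and 576 and 1173 CPM in CORT/Sal (mice 9969 and 9970). The 2 groups overlap in these transcripts only through mouse 9970, where 1 UMI would be 293 CPM. Mouse 9969, with 576 CPM, lay below both BCD/Sal libraries. A difference in free neuronal RNA is therefore not excluded for Bc1, and it was not tested further.

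Dbp, Hlf and Tef were picked from CORT/Sal against BCD/Sal, so the same libraries cannot test them again. In the ketamine libraries, which are other groups, the mean of the 3 genes was 1.84 log2 units lower in endothelial cells of CORT/Ket than of BCD/Ket (-1.84, 3 libraries each, exact permutation test, two-sided, p = 0.1, the smallest the design allows), with the highest CORT/Ket library at 5.31 and the lowest BCD/Ket library at 6.35. CORT/Sal mouse 9969 (4.41) lay below both BCD/Sal libraries (7.56 and 5.90). These values argue against the few UMIs of mouse 9970 as the cause. Whether mouse 9969 stands for CORT/Sal stays open, since it is 1 library. A candidate explanation is a shift of the daily clock between the animals at harvest. Genes that peak opposite to Dbp were 0.74 log2 units higher in endothelial cells of CORT mice (4 libraries against 5 of BCD mice with at least 30 such cells, exact two-sided p = 0.0556, adjusted p = 0.167 over 24 tests), while 5 other clock output genes were 1.54 lower (exact two-sided p = 0.00794, the smallest the design allows, adjusted p = 0.0952). The 3 genes were also 0.45 lower in astrocytes (exact two-sided p = 0.0286, the smallest the design allows, adjusted p = 0.109) and 1.04 lower in microglia (3 libraries each, exact two-sided p = 0.1, the smallest the design allows), without overlap in either class. In excitatory neurons they were 0.10 lower (exact two-sided p = 0.714), with overlap. The other clock output genes were 0.21 lower in astrocytes (7 genes, exact two-sided p = 0.571), 1.15 lower in microglia (exact two-sided p = 0.2) and 0.02 lower in excitatory neurons (exact two-sided p = 0.943), with overlap in all 3. The overlap in astrocytes comes from CORT/Ket mouse 9967 (6.75, from 39 cells), and the other 3 CORT libraries (at most 5.80) lay below every BCD library (at least 6.02). The 4 antiphase genes were 0.59 higher in astrocytes and 0.30 higher in excitatory neurons (exact two-sided p = 0.171 and 0.2), and the 1 such gene with enough UMIs in microglia, Clock, was 0.02 higher (exact two-sided p = 0.7). The hour of tissue collection per mouse is not in the labels, and a shift by hour and one by corticosterone cannot be told apart.

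Corticosterone in the water would be thought to raise glucocorticoid-responsive genes. In endothelial cells these 13 genes were 0.88 log2 units lower in CORT mice (-0.877, exact two-sided p = 0.0317, adjusted p = 0.109), which argues against a raised response at harvest in this class. The difference was -0.26 in astrocytes (exact two-sided p = 0.0857), -0.61 in microglia (10 genes, 3 libraries each, exact two-sided p = 0.1, the smallest the design allows, without overlap) and 0.09 in excitatory neurons (exact two-sided p = 0.743). Per1 is also a clock output gene. Without it the differences were -0.85 in endothelial cells, -0.24 in astrocytes, -0.37 in microglia and 0.03 in excitatory neurons. In microglia the highest CORT library (5.555) then lay just below the lowest BCD library (5.561). Tsc22d3 alone, tested after its values were seen, was 2.29 lower in endothelial cells (exact two-sided p = 0.00794, adjusted p = 0.0952). A lower response after long exposure or in another phase of the day was not tested.

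In oligodendrocytes, 1 of 3493 genes passed the threshold between BCD/Ket and BCD/Sal, with 175 at an unadjusted p under 0.05. This was Gria2 (ENSMUSG00000033981, chromosome 3 of NCBIM37 from 80488858 to 80606713), with a log2 fold change of -2.72 (standard error 0.60, adjusted p = 0.0210 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in 3 of 3 BCD/Ket libraries (20.1, 17.0 and 60.3 CPM) than in BCD/Sal (315 and 68.0 CPM). The paper does not discuss Gria2. It had 27 UMIs in BCD/Sal and 17 in BCD/Ket. Oligodendrocytes of BCD/Sal mouse 9947 held 29398 UMIs in all, so its gap to the BCD/Ket libraries (68.0 against at most 60.3 CPM) rests on few UMIs. A candidate explanation is free neuronal RNA that differed between libraries. A list of 15 abundant neuronal transcripts, 12 of them tested in this class, had a median of -1.96 there (12 of 12 lower, median of all genes 0.01), and of -1.38 in endothelial cells (12 of 13 lower) and -1.16 in astrocytes (11 of 14 lower). These transcripts took 6485 CPM in oligodendrocytes of BCD/Sal mouse 9901, 408 in mouse 9947, and 331, 569 and 975.3 in BCD/Ket, so the difference rests on mouse 9901. An effect of ketamine on Gria2 in oligodendrocytes is not excluded by this.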

How the results depend on the processing

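The tests chosen only after the result was seen are the settings that count the unnamed cluster as excitatory neurons, take the libraries without microglia as a term, use the 6 libraries with 9 classes, leave out mouse 9970 in the same 2 classes or in the correlations, thin the class sums, and name clusters from folds against all other barcodes. In all, 45 results were recomputed under 645 alternative values. Counts of genes and of pathways were labelled by their ratio to the main count, not by a threshold, and a count near it in ratio stayed. Among the values from settings other than leaving out 1 library, 300 stayed on their side of the threshold and kept their direction or stayed within the spread or near the main count, 28 moved and 13 reversed. Of the rest, 19 passed the threshold where the main value did not or were higher counts, and 13 fell below it or were lower counts. With 1 library left out, 218 stayed, 18 moved, 4 reversed, 28 passed the threshold or were higher counts and 4 fell below it or were lower counts. The cause was not tested except where one is named.

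The numbers of changed genes depended on the setting. With no filter on low counts they were 3 in excitatory neurons for CORT/Ket against CORT/Sal, 1, 2, 6 and 4 in excitatory neurons, inhibitory neurons, astrocytes and oligodendrocytes for BCD/Ket against BCD/Sal, and in endothelial cells 3 for CORT/Sal against BCD/Sal, 1 for CORT/Ket against CORT/Sal and 8 for the difference of the ketamine effects. With the libraries without microglia as a term they were 1 in excitatory neurons for CORT/Ket against CORT/Sal, 1 in astrocytes and 6 in oligodendrocytes, and in endothelial cells 18 for CORT/Sal against BCD/Sal, 4 for CORT/Ket against CORT/Sal, 7 for BCD/Ket against BCD/Sal and 8 for the difference of effects. DESeq2 gave 0 in endothelial cells for CORT/Sal against BCD/Sal, 1 for CORT/Ket against CORT/Sal, and 0 in oligodendrocytes. With only the groups of the contrast in the fit, the numbers were 1 in endothelial cells for CORT/Ket against CORT/Sal and 0 in oligodendrocytes. RLE factors gave 1 in endothelial cells for BCD/Ket against BCD/Sal, the Leiden resolution of 0.4 gave 2 there for the difference of effects and 0 in oligodendrocytes, and the removal of Scrublet scores gave 0 in oligodendrocytes. The unnamed cluster counted as excitatory neurons gave 1 for the difference of effects in that class.

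A saline group has 2 libraries, so neither was left out where its group was part of the contrast. For CORT/Sal against BCD/Sal and the difference of effects only ketamine libraries were left out, which is no check on mouse 9970. With 1 of the other libraries left out, the numbers ran from 0 to 2 (2 without CORT/Ket mouse 9967), 0 to 3 (3 without BCD/Sal mouse 9901), 0 to 3 (3 without BCD/Ket mouse 9949) and 0 to 3 (3 without CORT/Ket mouse 9968) in excitatory neurons, for CORT/Sal against BCD/Sal, CORT/Ket against CORT/Sal, BCD/Ket against BCD/Sal and the difference of effects. They ran from 0 to 2 in astrocytes (2 without CORT/Ket mouse 9968). In endothelial cells they ran from 6 to 8, 0 to 2 (2 without any of 5 mice, such as BCD/Sal mouse 9901, which is not in that contrast), 0 to 5 (5 without BCD/Ket mouse 9986) and 0 to 10 (10 without CORT/Ket mouse 9968) for the same contrasts. In oligodendrocytes they ran from 0 to 2 (2 without BCD/Ket mouse 9946). Whether these were the same genes was not counted. Inhibitory neurons and other immune cells stayed at 0.

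For the PCP genes, the unnamed cluster counted as excitatory neurons turned the log2 fold change of Celsr3 for CORT/Sal against BCD/Sal to 0.10. For BCD/Ket against BCD/Sal, DESeq2 gave -0.0147 for Celsr2 and -0.0858 for Celsr3 in excitatory neurons and -0.0430 for Celsr2 in inhibitory neurons, and at least 30 cells gave 0.0847 for Prickle2. With 1 library other than those of BCD/Sal left out, the values in excitatory neurons ran from -0.0368 (without BCD/Ket mouse 9946) to 0.33 for Celsr2, from -0.27 (without BCD/Ket mouse 9986) to 0.32 for Celsr3 and from -0.30 to 0.11 (without BCD/Ket mouse 9949) for Prickle2. The signs for CORT/Sal against BCD/Sal and CORT/Ket against CORT/Sal kept their direction in the other alternatives that gave a value, and none of these log2 fold changes passed an adjusted p of 0.05. Cluster names from folds against all other barcodes left cluster 5 unnamed, so excitatory neurons of CORT/Sal gave no value.

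Of the 10 pathways, the triMean over cells left 5 lower in CORT/Sal, 5 higher in CORT/Ket and 5 that went both ways, and the 10% truncated mean 6 that went both ways. Other settings changed this number less. It was 10 with the mean of log-normalized values over cells, 9 with excitatory neurons alone and 9 with pooled cells over 9 classes. With the unnamed cluster counted as excitatory neurons it was 9, and 8 with pooled cells. The triMean sets a gene to 0 where few cells of a class hold it. Without CORT/Sal mouse 9970 in the same 2 classes, 5 were higher in CORT/Ket and 5 went both ways. With each library left out in turn, 6 to 10 were higher in CORT/Ket and 6 to 10 went both ways, and both lowest numbers came without CORT/Sal mouse 9970.

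For CXCL, MIF, CSF and FGF strength between CORT/Sal and BCD/Sal, pooled cells gave 3.88, 21.4, -0.641 and 1.65, pooled cells with the unnamed cluster as excitatory neurons 4.78, 23.7, 2.27 and 6.92, and the 6 libraries with 9 classes 5.32, 23.7, -0.788 and 0.0750. More classes enter these 3 settings, which raises the sums. The truncated mean gave 0.0454 for CXCL and 0.0113 for MIF, neuron classes alone 0.00217 for CSF, and the unnamed cluster as excitatory neurons 0.149 for CSF and 0.176 for FGF. With 1 library left out the differences ran from -1.19 to 1.46, -0.894 to 2.95, -0.0632 to 0.389 and -0.0581 to 0.124, with the highest without CORT/Sal mouse 9970 for CXCL, MIF and FGF and without BCD/Sal mouse 9947 for CSF. Leaving these 2 mice out also let further classes into the sums.

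For the same pathways between CORT/Ket and CORT/Sal, pooled cells gave -4.94, -8.38, 7.28 and -1.88, pooled cells with the unnamed cluster -5.80, -10.7, 4.35 and -7.16, and the 6 libraries with 9 classes -5.94, -14.7, 3.62 and -2.30. Neuron classes alone gave -0.00687 for CXCL, the truncated mean -0.00581 for MIF and the unnamed cluster as excitatory neurons -0.226 for FGF. With 1 library left out the differences ran from -1.32 to 1.15 for CXCL and from -1.76 to 1.40 for MIF, with the lowest without CORT/Sal mouse 9970, from 0.192 to 1.30 for CSF, and from -0.160 (without CORT/Ket mouse 9967) to 0.0965 for FGF.

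The correlation of effects in excitatory neurons was -0.936 with a prior count of 10, with an exact one-sided p of 0.0524 against 0.0429 at a prior count of 2, and of 0.0476 with genes above a mean log2 CPM of 6. Without CORT/Sal mouse 9970 it was -0.735, with a p of 0.4 (24 of 60 assignments), so the p ran from 0.0476 to 0.4 over the alternatives, and in endothelial cells -0.428. The number of barcodes kept was 7389 with at least 500 genes, 4247 with at least 1000 genes, 4100 with at most 5% mitochondrial UMIs and 10740 with at most 25%, and 5908 (without CORT/Sal mouse 9970) to 8170 with 1 library left out.

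Some alternatives gave no value. With at least 500 genes, mouse 9970 had 1 excitatory neuron and 0 endothelial cells, and with at most 5% mitochondrial UMIs 0 and 3, so the contrasts with CORT/Sal, the 10 pathways and the correlations could not be computed. The same held for the contrasts with CORT/Sal under at least 30 cells of a class. No paired analysis was possible because each mouse has its own number and belongs to 1 group. The depth limits what could be seen in CORT/Sal, where excitatory neurons of mouse 9970 held 4336 UMIs in 10 cells against 383367 UMIs in 59 cells of mouse 9969.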

Differences from the paper's values

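The paper states 13,381 cells after its filters and does not say whether that number covers mPFC, BLA or both. Here 8305 were kept from the BLA alone. Among the alternatives set before the data were examined, a mitochondrial limit of 25%, with 10740 cells, came within 1.5 times the paper's value, and at least 500 genes (7389), at least 1000 genes (4247) and a limit of 5% (4100) did not. Whether the populations of cells are the same is not known, so the numbers may not be on the same footing.

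The paper states that inflammatory signatures rose with corticosterone, and its Fig. 1d shows CXCL and MIF signaling in the BLA lower after the ketamine that followed. In excitatory neurons and endothelial cells the strengths changed by -0.457 and then 0.424 for CXCL and by -0.397 and then 0.554 for MIF. With the cells of a group pooled over 9 classes, an alternative set before the data were examined, they changed by 3.88 and -4.94 for CXCL and by 21.4 and -8.38 for MIF, the paper's direction. The 6 libraries with 9 classes (5.32 and -5.94, and 23.7 and -14.7) and pooled cells with the unnamed cluster counted as excitatory neurons (4.78 and -5.80, and 23.7 and -10.7), both chosen after seeing the values, gave the same direction. The 10% truncated mean over cells, set before the data were examined, gave 0.0113 and -0.00581 for MIF. Without CORT/Sal mouse 9970 the differences were 1.46 and -1.32 for CXCL and 2.95 and -1.76 for MIF, with further classes in the sums. In excitatory neurons and endothelial cells, CXCL strength was 1.46 in CORT/Sal mouse 9969. It was 1.19 and 1.18 in BCD/Sal and 1.25, 1.02 and 1.19 in CORT/Ket. MIF strength was 0.993 in mouse 9969, 1.04 and 0.749 in BCD/Sal, and 1.23, 1.00 and 0.916 in CORT/Ket. For MIF mouse 9969 thus lay within the range of either group.

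For CSF signaling in the BLA, Fig. 1d shows mostly lower and, toward microglia, in part higher interactions after ketamine, and the text counts it among the signatures that fell. The differences here were -0.0430 and 0.273. Pooled cells gave -0.641 and 7.28, and the 6 libraries with 9 classes -0.788 and 3.62. Pooled cells with the unnamed cluster counted as excitatory neurons, chosen after seeing the values, gave 2.27 and 4.35, a rise in both. No setting that was run gave a rise followed by a fall.

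For FGF signaling the paper gives a rise with corticosterone and a fall with ketamine. Supplemental Fig. 2a has a panel for the BLA, with Fgf1 of oligodendrocytes toward astrocytes, oligodendrocytes and immune cells, all in the colour that stands for a fall after ketamine in Fig. 1d. The differences in the BLA here, between excitatory neurons and endothelial cells, were -0.0581 and 0.00753. Pooled cells, set before the data were examined, gave 1.65 and -1.88. The paper's direction was also reached by 3 settings chosen after seeing the values: pooled cells with the unnamed cluster as excitatory neurons (6.92 and -7.16), the 6 libraries with 9 classes (0.0750 and -2.30) and the unnamed cluster as excitatory neurons per library (0.176 and -0.226).

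In the inhibitory neurons of the BLA the paper shows lower Celsr2 and Celsr3 interactions after corticosterone. The 1 CORT/Sal library with at least 10 such cells had 149 CPM of each (64.3 to 294). BCD/Sal had 138 and 74.2 CPM, and with 1 library in CORT/Sal no test was made. For ketamine without corticosterone, Fig. 2a of the paper shows lower Celsr3 in Type 1 excitatory neurons, and the log2 fold change over the excitatory neurons together was 0.12 here. DESeq2, set before the data were examined, gave -0.09, and leaving out BCD/Ket mouse 9986 gave -0.27. The clusters were not matched to the types of the paper.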

Other observations

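The tests without CORT/Sal mouse 9970, with thinned sums and of Celsr2, Celsr3 and Prickle2 with the unnamed cluster were chosen only after the result was seen.

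The 10 pathways went down and up again largely with CORT/Sal mouse 9970. A candidate explanation is the few UMIs of its class sums, which held 4336 in excitatory neurons and 3411 in endothelial cells. With the sums of all libraries thinned to these numbers, 9 pathways went both ways, all but VCAM (12 of 210 assignments, exact one-sided p = 0.0571). Fewer than 10 had been predicted if few UMIs were the cause, and 1 lost pathway meets that prediction only in the letter. Almost any change of setting could lose 1 pathway. With equal UMIs in all libraries 9 still went both ways, so the result is no evidence for few UMIs as the cause. Whether 1 counts was decided after the value was seen, so this stays open. Another candidate explanation is this mouse alone. Without it, in the same 2 classes, 9 of the 10 pathways were lower in CORT/Sal and 5 higher in CORT/Ket, and 0.533 of the 60 assignments of the remaining 6 libraries gave as many that went both ways as the 5 observed. The correlation of effects in excitatory neurons showed the same: without this mouse a share of 0.4 of 60 assignments gave as low a value.

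A candidate explanation for a lower Celsr2 in CORT/Sal in an analysis that keeps all barcodes is the unnamed cluster. Counted as excitatory neurons, it took pooled Celsr2 of CORT/Sal from 209 CPM (166 to 260) to 149.9 CPM (138 to 162), against 242 CPM (215 to 272) in BCD/Sal. It did not lower the other 2 genes. Pooled Celsr3 of CORT/Sal went from 95.4 CPM (67.2 to 132) to 117 CPM (106 to 128). Prickle2 went from 90.3 CPM (62.9 to 126) to 91.4 CPM (82.3 to 101). These intervals hold counting error only. Whether the authors' neurons included these barcodes was not tested.

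Prickle2 (ENSMUSG00000030020, chromosome 6 of NCBIM37 from 92320886 to 92656139) had 131 ± 29.5 CPM in excitatory neurons of BCD/Sal (SD, n = 2), 91.3 and 0 CPM in the CORT/Sal mice (35 UMIs in mouse 9969 and 0 of 4336 UMIs in mouse 9970), 105 ± 15.3 CPM in CORT/Ket (SD, n = 3) and 119 ± 40.6 CPM in BCD/Ket (SD, n = 3). Its log2 fold changes were -0.76 (standard error 0.64) for CORT/Sal against BCD/Sal and 0.37 (standard error 0.63) for CORT/Ket against CORT/Sal, with adjusted p = 0.999 for each from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The strength of the ncWNT pathway was 5.61 ± 0.384 in BCD/Sal (SD, n = 2), 4.48 ± 0.123 in CORT/Sal (n = 2) and 5.28 ± 1.37 in CORT/Ket (n = 3), with exact two-sided permutation p values of 0.333 and 0.4. In mouse 9970 the value of 4.57 rests on few UMIs, so the small SD of CORT/Sal is no measure of precision. In the libraries with 9 classes, chosen after seeing the data, it was 79.3 in BCD/Sal mouse 9901 and 48.4 in CORT/Sal mouse 9969. It was 61.6 and 67.4 in CORT/Ket there, and no test was made.

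Of the gene lists, adjusted over the list alone separately in each class and contrast, 4 of 90 tests of glucocorticoid-responsive genes, 1 of 98 of dissociation genes, 2 of 320 of pathway genes and 0 of 16 of inflammation genes passed the threshold, and none passed over all genes. The tests of a list were not adjusted together over classes and contrasts, so the adjusted p values below do not allow for their number. At an unadjusted p under 0.05 there were 7, 6, 19 and 0. The genes, named by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the list alone, were Zbtb16 in excitatory neurons (-3.84 for CORT/Sal against BCD/Sal, adjusted p = 0.00477, and 3.20 for CORT/Ket against CORT/Sal, adjusted p = 0.0367), Ddit4 (-1.86) and Tsc22d3 (-1.94) in endothelial cells for CORT/Sal against BCD/Sal (adjusted p = 0.0122 each), Btg2 in excitatory neurons for CORT/Sal against BCD/Sal (2.06, adjusted p = 0.0131), and for the difference of the ketamine effects in endothelial cells Fzd3, which is also on the PCP list, and Nrxn2 (3.36, adjusted p = 0.0481). The CORT/Sal mean of Ddit4 was higher than that of BCD/Sal (164.8 against 145.8 CPM) because of 1 UMI in mouse 9970 (36.5 and 293 CPM in CORT/Sal), so its libraries overlap in CPM without TMM factors. With the TMM factors of the test they did not overlap. Tsc22d3 had 82.6 CPM in mouse 9969 and 0 of 3411 UMIs in mouse 9970, against 257 and 421 CPM in BCD/Sal. Btg2 had 149 CPM in mouse 9969 and 0 of 4336 UMIs in mouse 9970, against 30.7 and 25.8 CPM in BCD/Sal. Fzd3 and Nrxn2 had 4 and 2 UMIs in mouse 9969 and 0 in mouse 9970. Zbtb16 rested on 49 and 5 UMIs in BCD/Sal, 1 and 0 in CORT/Sal and 2, 0 and 19 in CORT/Ket.

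Of 33 gene set tests by limma's fry, 0 passed the threshold (smallest p 0.0989, smallest adjusted p 0.930, with 0 at an unadjusted p under 0.05), and camera gave a smallest p of 0.0208 and a smallest adjusted p of 0.686. In astrocytes 0 of 8766 genes changed between BCD/Ket and BCD/Sal, with 311 at an unadjusted p under 0.05. In endothelial cells 0 changed for CORT/Ket against CORT/Sal, BCD/Ket against BCD/Sal and the difference of effects, with 126, 224 and 235 at an unadjusted p under 0.05, and in other immune cells 0 of 1061 for CORT/Ket against CORT/Sal, with 13. Each of these counts is from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

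In microglia, Il1b had 0 UMIs in every library with at least 10 microglia except 2 UMIs in BCD/Ket mouse 9949. Nfkb1 had 198 CPM in microglia of 1 BCD/Sal mouse, 165 in those of 1 CORT/Sal mouse, 177 and 208 in CORT/Ket and 162 and 193 in BCD/Ket. Cytl1 in endothelial cells had 35 UMIs in 2 cells of CORT/Sal mouse 9969 and 23 UMIs in 3 cells of CORT/Ket mouse 9968.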
